# Gene Expression Signatures of a Preclinical Mouse Model during Colorectal Cancer Progression under Low-Dose Metronomic Chemotherapy

**DOI:** 10.3390/cancers13010049

**Published:** 2020-12-26

**Authors:** Hung Ho-Xuan, Gerhard Lehmann, Petar Glazar, Foivos Gypas, Norbert Eichner, Kevin Heizler, Hans J. Schlitt, Mihaela Zavolan, Nikolaus Rajewsky, Gunter Meister, Christina Hackl

**Keywords:** LDM topotecan chemotherapy, miRNA, interferon-induced genes, lncRNAs, LINC00483, MIR210HG, micropeptide, circRNA, circZNF609, colorectal cancer

## Abstract

**Simple Summary:**

Colorectal cancer is one of the most frequent types of cancer world-wide, leading to over 500,000 cancer-related deaths each year. Although many primary colorectal cancer patients can be cured by surgery, up to 60% will develop metastases. Chemotherapeutic strategies are well-established, but finally often lead to chemo-resistance and tumor relapse. A specific chemotherapeutic approach is low dose metronomic (LDM) therapy, which is based on a constant administration of low doses of a chemotherapeutic compound instead of high-dose pulses, which are often a huge burden for patients and also may induce rapid resistance. However, the molecular mechanism of LDM chemotherapy is not fully understood. Our study therefore aims at identifying gene signatures of colorectal cancer progression under LDM chemotherapy which eventually provides new potential biomarkers for therapeutic interventions.

**Abstract:**

Understanding the molecular signatures of colorectal cancer progression under chemotherapeutic treatment will be crucial for the success of future therapy improvements. Here, we used a xenograft-based mouse model to investigate, how whole transcriptome signatures change during metastatic colorectal cancer progression and how such signatures are affected by LDM chemotherapy using RNA sequencing. We characterized mRNAs as well as non-coding RNAs such as microRNAs, long non-coding RNAs and circular RNAs in colorectal-cancer bearing mice with or without LDM chemotherapy. Furthermore, we found that circZNF609 functions as oncogene, since over-expression studies lead to an increased tumor growth while specific knock down results in smaller tumors. Our data represent novel insights into the relevance of non-coding and circRNAs in colorectal cancer and provide a comprehensive resource of gene expression changes in primary tumors and metastases. In addition, we present candidate genes that could be important modulators for successful LDM chemotherapy.

## 1. Introduction

Low-dose metronomic (LDM) chemotherapy, a regular administration of chemotherapeutic agents at low doses with close intervals over prolonged periods of time, is an emerging form of cancer therapy [1,2,3]. In the last 20 years, several regimes of metronomic therapy have been applied to multiple cancer types, especially breast cancer [4,5,6] and many ongoing LDM clinical trials at different phases are currently registered to the database of U.S. National Institutes of Health (www.clinicaltrials.gov) [7]. However, similar to other anticancer therapies, LDM chemotherapy finally often results in the development of resistance [8]. Numerous preclinical studies have identified molecular targets and pathways to understand the mechanism of LDM chemotherapy [1]. So far, known mechanisms of LDM chemotherapy include suppression of tumor-angiogenesis [1,9,10], depletion of regulatory T cells [10], direct tumor cell targeting effects [11,12] and the induction of tumor dormancy [2]. Some mechanisms that drive LDM chemotherapy resistance have been described. The detailed mechanism, however, is yet unknown [8,13,14]. 

LDM chemotherapy has been applied to colorectal cancer [15,16,17,18]. Previously, we could show that LDM topotecan significantly reduces liver metastasis and prolongs survival in a preclinical orthotopic model of colon cancer [19]. Topotecan is an inhibitor of the DNA-topoisomerase 1. The same mechanism of action is used by irinotecan, which is one of the standard chemotherapeutic drugs given to colorectal cancer patients. The reason why we used topotecan instead of irinotecan is, that topotecan can be given orally, which is a great benefit for a daily, low-dose application both in preclinical trials as well as in patient treatment. Other studies using microarray-based analyses have identified several genes that are associated with the response to and resistance of topotecan in ovarian cancer [20,21]. However, little is known about the molecular basis of LDM chemotherapy in colorectal cancer and especially the roles of regulatory RNAs such as microRNAs (miRNAs), long non-coding RNAs (lncRNAs) or circular RNAs (circRNAs) remain elusive. 

MiRNAs represent a large and well-studied class of small non-coding RNAs that bind to the 3′ untranslated region of target mRNAs and inhibit their expression [22,23]. MiRNA expression is dysregulated in several diseases, including cancer [24,25,26]. Depending on their target repertoire, miRNAs can function as tumor suppressors or oncogenes and have been suggested as promising prognostic indicators [25,26]. Interestingly, miRNAs stably circulate in the blood stream and other body fluids, further strengthening their potential use as biomarkers in liquid biopsies [27]. miRNAs not only regulate specific target mRNAs, but also interact with other RNA species including lncRNAs, circRNAs or pseudogene transcripts, to form complex regulatory networks [28]. Detailed knowledge of such networks is a prerequisite for understanding complex cellular programs underlying cancer manifestation, metastatic progression and therapeutic success [29]. 

Comprehensive genome-wide gene expression studies have identified thousands of lncRNAs with largely unknown functions. Many of these lncRNAs seem to be mis-expressed in cancers [30,31]. LncRNAs are also dysregulated during chemotherapy treatment and drug resistance [32,33,34] and may serve as potential therapeutic targets [35,36]. For example, the urothelial cancer-associated 1 (*UCA1*) lncRNA is upregulated in cisplatin-resistant bladder cancer, which activates Wnt signaling in a Wnt6-dependent manner [34]. Furthermore*, NEAT1* is a p53-induced lncRNA [37] and activation of p53 stimulates the formation of *NEAT1* paraspeckle, which are nuclear structures related to gene expression activity [38,39]. Moreover, a specific *NEAT1* isoform (*NEAT1_2*) can predict the response of platinum-based chemotherapy [38]. An example of a complex regulatory network is represented by the double-negative feedback loop between the lncRNA *MIR100HG*, the *GATA6* mRNA and miR-125b in the regulation of Wnt signaling, which is associated with cetuximab resistance in colorectal cancer [33]. miR-100 and miR-125b mediate cetuximab resistance via repression of several Wnt inhibitors, which consequently leads to an increased Wnt signaling. Interestingly, miR-125b negatively regulates the expression of the transcription factor GATA6. In turn, GATA6 binds to GATA-binding sites in the promoter region of *MIR100HG* and represses the expression of *MIR100HG*. These regulatory networks provide a molecular basis for understanding the complexity of cetuximab resistance and highlight the importance of such networks for successful cancer therapy [33].

A number of studies have found that some of the annotated lncRNAs encode, in fact, small peptides [40,41]. This is because the algorithms for finding and annotating open reading frames (ORF) typically use a cutoff on the minimum ORF length, which lead to genes encoding proteins with less than 100 amino acids (referred to as microproteins) being annotated as lncRNA. Interestingly, several of such short open reading frames (ORFs) are found in lncRNAs, adding another exciting facet to the function of this highly diverse class of non-coding RNAs. Some of these microproteins have been characterized as important regulators of cancer [42,43,44,45]. Thus, microproteins could potentially be promising therapeutic targets as well. Their role in LDM and the development of therapy resistance has so far not been investigated. 

RNA-seq-based expression studies revealed that circRNAs are conserved and their expression patterns are highly tissue-specific [46,47,48,49]. circRNAs are also differentially expressed in cancer [50,51,52] and may even serve as biomarkers, since they are abundantly found in body fluids such as blood [53]. In addition, they appear to be rather stable due to the lack of free termini accessible for exoribonucleases. Recent studies reported comprehensive landscapes of circRNA expression in prostate cancer, as well as other tumor entities [54,55]. Strikingly, knockdown screening of a large panel of circRNAs revealed that more than 10% are important for cell proliferation while their parental, linear transcripts are not [54]. Thus, circRNAs comprise a class of non-coding RNAs with important functions in cancer.

In this study, we have investigated expression patterns of both coding and non-coding transcripts using a preclinical intrasplenic injection mouse model for colorectal cancer progression under LDM topotecan chemotherapy [19]. This model, although partly regarded as a homing model for circulating tumor cells, also serves as a suitable metastasis model for the experimental questions of the present study [19]. Our sequencing data reveal expression changes of several miRNAs upon treatment. Particularly, we found that both miR-210-3p and miR-210-5p, as well as their host gene *MIR210HG* are affected by LDM topotecan chemotherapy. Furthermore, we found that the expression of a group of interferon-induced genes was most upregulated and thus define a specific gene expression signature potentially important for LDM chemotherapy. Among several identified lncRNAs, *LINC01133* and *LINC00483* were upregulated during LDM treatment. While *LINC01133* has no coding potential, we show that *LINC00483* contains an ORF and may have coding potential, suggesting that microproteins could play a role during cancer progression and therapy response. Finally, we identified several circRNAs that change during colorectal cancer progression as well as during LDM treatment. We focused on characterization of circZNF609 and found that circZNF609 is upregulated during colorectal cancer progression and metastasis. Using in vitro and in vivo mouse xenograft experiments, we demonstrated that circZNF609 functions as oncogene and is important for colorectal cancer progression and liver metastasis.

## 2. Results

### 2.1. A mouse Model for Profiling Dysregulated Genes during LDM Topotecan Chemotherapy 

To find candidate coding and non-coding RNAs including miRNAs, lncRNA and circRNAs, and to unravel their molecular functions during colorectal cancer progression, we utilized a xenograft mouse model based on implantation of the HT29.hCG.Luc colorectal cancer cell line (referred to as HT29) [19]. HT29 cells were injected into the spleen and tumors developed after three to seven days. After one week, LDM topotecan chemotherapy was initiated in the treatment group, while the control group received sodium chloride accordingly (Figure 1A). LDM topotecan chemotherapy was stopped after six to eight weeks and tissue from the primary injection site as well as from resulting liver metastases was harvested for RNA-seq (Figure 1A and Figure S1A). For a global view on gene expression changes, we performed miRNA and total rRNA-depleted RNA-seq from HT29 cells, primary tumors and liver metastases in control and treated mice (Figure 1A).

### 2.2. MiRNA-Seq Revealed miRNA Dysregulation during LDM Topotecan Chemotherapy

To unravel a potential role of miRNAs in response to LDM topotecan chemotherapy, we analyzed dysregulated miRNAs in the above-mentioned model. 

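The injected cells were a derivative of HT29, a human line from a colorectal adenocarcinoma, and their RNA was collected at the time of injection. Small RNA was sequenced in 11 libraries. HT29 cells gave 3 libraries, primary tumors in the spleens of control mice 1 to 3 (C-PT) gave 3, liver metastases of the same control mice (C-LM) gave 3, and liver metastases of treated mice 4 and 5 (T-LM) gave 2. Each mouse had received 500000 cells. Topotecan, an inhibitor of topoisomerase I, was given at 1 mg/kg from week 1, and tissue was harvested 6 to 8 weeks after injection. No miRNA library of a treated primary tumor was deposited, and no mouse gave both a treated and a control sample. The authors made small RNA libraries from total RNA, sequenced them on a MiSeq and counted the reads with mirDeep2 against the human mature miRNAs of miRBase. Only human miRNAs were counted, so that a read of mouse RNA with the same sequence counts as human. The count table holds whole reads per mature miRNA without normalization for 1229 miRNAs, of which 477 passed edgeR's filter on low counts and were tested. These 477 miRNAs took 99.9% to 100.0% of the reads of each library. Library totals were 670107 to 1176539 reads in HT29 cells, 1260255 to 1327455 in C-PT, 560337 to 2363449 in C-LM and 4378756 to 5356264 in T-LM, and the lowest T-LM total was 1.85 times the highest C-LM total. The 5 most abundant miRNAs took 46.0% to 56.2% of the reads of a library. Counts were scaled by TMM factors of 0.703 to 1.61 and are given as CPM, counts scaled to a common library size, and 1 quasi-likelihood model of edgeR was fitted to all 11 libraries with the 4 groups as its only term. Adjusted p-values are Benjamini-Hochberg values over the 477 miRNAs, with 0.05 as the threshold. For a miRNA without reads in a group, the floor was 3 reads per library, which is 0.661 to 6.12 CPM. Floors and counting intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Neither the text of the paper nor the sample labels say whether the 3 HT29 libraries came from separate cultures, and the p-values measure only the spread between these samples. Exact permutation tests of 3 libraries against 3, or of 2 against 3, were two-sided and cannot go below a p of 0.1.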

Principal component analysis revealed that replicates of HT29 cells (HT29-1-3), primary tumors from control mice (C-PT), liver metastases from control mice (C-LM) and liver metastases from treated mice (T-LM) cluster well together, suggesting common gene expression programs within these four groups (Figure 1B and Figure S1B). 

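In each of the 11 libraries, the most abundant miRNA was miR-92a-3p, miR-10a-5p, miR-21-5p or miR-143-3p. miR-92a-3p of the miR-17-92 cluster, which is associated with proliferation, was the most abundant miRNA in HT29 replicates 1 and 3, at 13.2% and 18.7% of the reads, and miR-10a-5p, encoded in the HOXB gene cluster, led HT29 replicate 2 at 16.9%. miR-21-5p, which is raised in many carcinomas, led all 3 C-PT libraries at 18.4% to 29.7%. miR-10a-5p led C-LM replicates 1 and 3 at 18.2% and 14.6%, and miR-143-3p, abundant in smooth muscle and fibroblasts, led C-LM replicate 2 at 17.0% and both T-LM libraries at 20.8% and 21.5%. In HT29 cells miR-143-3p took 0.0144% ± 0.00485 of the reads (SD, n = 3). These most abundant miRNAs were picked after their values were seen. Over the 477 miRNAs, the Euclidean distance between libraries in log2 CPM averaged 52.3 from HT29 cells to C-PT and also to C-LM, and 50.8 from HT29 cells to T-LM. It was 40.4 between C-PT and C-LM, 36.6 between C-PT and T-LM and 25.5 between C-LM and T-LM. Within groups it was 19.8 in HT29 cells, 17.2 in C-PT, 24.3 in C-LM and 15.1 between the 2 T-LM libraries. Distances between groups exceeded those within groups by 24.2 on average, a difference that 12 of all possible assignments of the group labels reached (exact permutation test, one-sided, p = 0.00013, where the smallest p this design allows is 6.49e-05). These 12 are the labellings of 2 groupings, the real one and one that puts C-LM replicate 2 with the T-LM libraries, for which the difference was 25.1. Of the 11 libraries, 10 had their nearest library in their own group, and C-LM replicate 2 lay nearest to T-LM replicate 4 at 19.2. Among the 5 liver libraries alone, distances between C-LM and T-LM exceeded those within these groups by 3.52 (exact permutation test, one-sided, p = 0.2). The first 2 principal components held 53.1% and 26.3% of the variance, with HT29 cells on the positive side of the first and all tumor libraries on its negative side.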

Mean-log ratio (MA) plots show several miRNAs that are up- or downregulated in both C-PT (Figure 1C) and C-LM (Figure 1D) compared to HT29 samples, suggesting a dynamic remodeling of miRNA populations during cancer progression. 

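In primary tumors of control mice, miRNAs of stromal, blood and muscle cells were far above their level in HT29 cells. miR-143-3p, a miRNA of smooth muscle and fibroblasts, rose from 102 ± 32.4 CPM (SD, n = 3) in HT29 cells to 123535 ± 18581 CPM (SD, n = 3) in C-PT (log2 fold change 10.25, standard error 0.40, adjusted p = 4.87e-10 from edgeR). miR-199a-3p, expressed in mesenchymal cells, was 5.39 ± 1.18 CPM in HT29 cells and 5132 ± 1832 CPM in C-PT, and miR-486-5p, which is abundant in red blood cells, was 29.7 ± 8.55 and 6093 ± 1492 CPM, and both rose (log2 fold change 9.86, standard error 0.49, adjusted p = 3.75e-09, and log2 fold change 7.67, standard error 0.61, adjusted p = 6.92e-07). miR-451a, which is made in erythroid cells, had 2 reads in the 3 HT29 libraries together and 2336 ± 383 CPM in C-PT, a ratio of 4848 (95% counting interval 1342 to 40040.5). In the opposite direction, miR-222-3p, which represses the cell cycle inhibitor CDKN1B, fell from 24525 ± 8780.4 to 3425 ± 539 CPM (log2 fold change -2.84, adjusted p = 9.93e-05). Of the 477 miRNAs, 146 rose and 80 fell in C-PT. miR-223-3p of myeloid cells, miR-144-3p of erythroid cells and miR-214-3p of mesenchymal cells had no reads in HT29 cells and were at least 91.8-fold, 86.0-fold and 61.6-fold higher in C-PT. Of 61 miRNAs that rose over 16-fold in the fitted values, 28 belong to the lists of hepatocyte-, leukocyte-, erythroid-, stromal- and muscle-associated miRNAs. All 17 stromal and endothelial miRNAs rose, with a median log2 fold change of 5.63 when the 5 members without HT29 reads are set at their lower bound (camera adjusted p = 7.11e-12, or 0.0686 with an estimated correlation). All 5 erythroid-associated miRNAs rose (camera adjusted p = 0.000573, or 0.227 with an estimated correlation), as did 6 of 7 leukocyte-associated miRNAs (camera adjusted p = 0.00392, or 0.227 with an estimated correlation). Of the DLK1-DIO3 cluster, an imprinted cluster on chromosome 14, 16 of 17 members rose, miR-127-3p among them at 3766 ± 2474 against 722 ± 173 CPM (camera adjusted p = 0.000573, or 0.408 with an estimated correlation). Among entries whose sequence lies in or close to structural RNAs, 14 of 18 rose and none fell (15 rose when adjusted over the list alone, camera adjusted p = 0.00154, or 0.326 with an estimated correlation). Of 10 p53-responsive miRNAs, 7 rose, among them miR-34a-5p, which p53 induces, with a log2 fold change of 1.51 (camera adjusted p = 0.0497, or 0.323 with an estimated correlation). Of 16 members of miR-17-92 and its paralogous clusters, 4 fell and none rose (3 fell when adjusted over the list alone, camera adjusted p = 0.0238, or 0.326 with an estimated correlation), and of the miR-221 and miR-222 cluster 2 of 3 fell (camera adjusted p = 0.0497, or 0.227 with an estimated correlation). Counts for these lists were the same over all miRNAs and adjusted over the list alone where 1 count is given. Here and below, list counts are out of the members that passed the filter on low counts. This filter can keep a miRNA that is high in 1 group only. It left 2 of 5 muscle-associated, 7 of 10 leukocyte-associated, 10 of 14 p53-responsive, 18 of 38 structural-RNA and 17 of 28 DLK1-DIO3 entries. Of the remaining lists, 3 of 5 tested hepatocyte-associated, both tested muscle-associated and both miR-210 miRNAs rose. So did 3 of 9 let-7 and 3 of 11 miR-30 members. In addition, 1 of 9 miR-200 members fell (none when adjusted over the list alone). No tested member of the miR-29 or miR-320 family changed, and camera called none of these remaining lists. Scaling by library size only moved the median log2 fold change of all 477 miRNAs from 0.12 to -0.37 and gave 124 rises and 144 falls, and each list named as called kept its direction. RLE factors moved that median to 0. Thinning all libraries to the total of the shallowest one, an alternative chosen after seeing the data, gave 144 calls for C-PT.

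**Figure D1:**
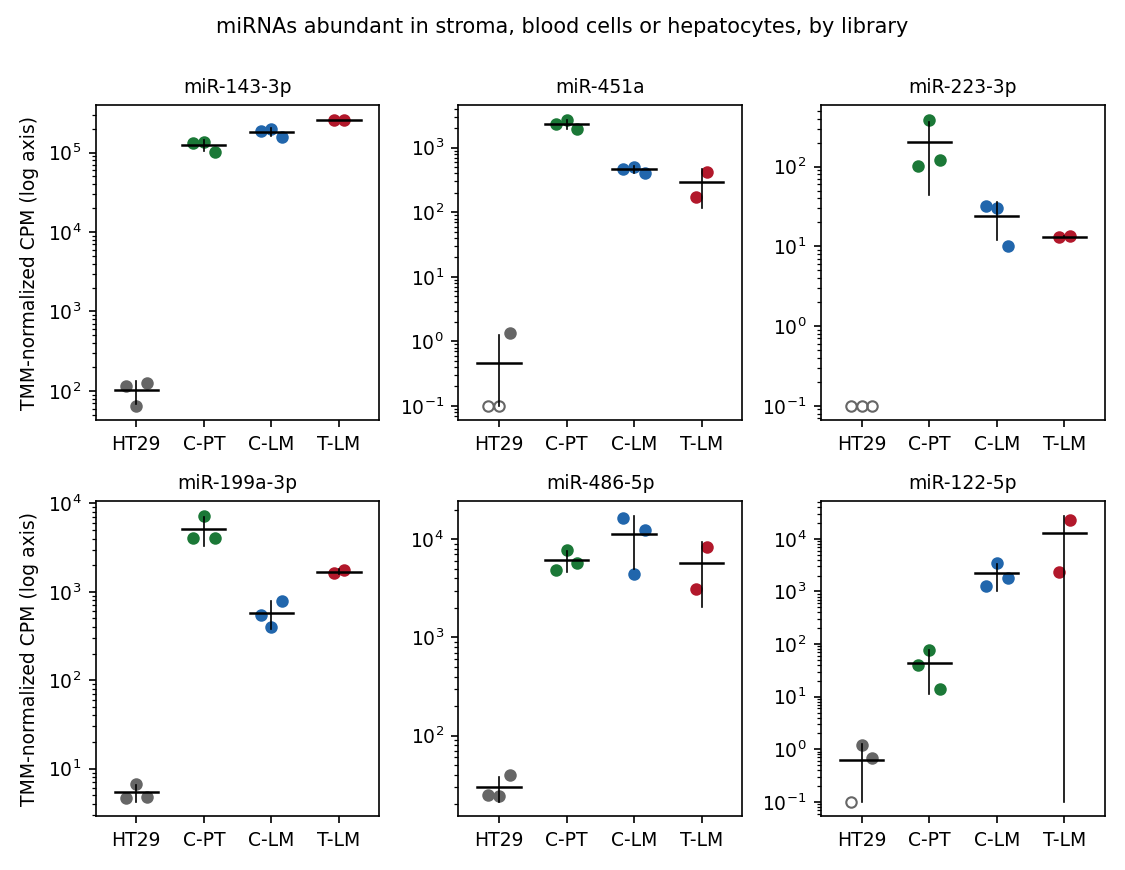
Normalized counts (CPM, TMM-scaled, log axis) of 6 miRNAs of other cell types in the 11 libraries, by group. Dots are libraries, horizontal lines are means and vertical lines span 1 SD to either side. Open circles mark libraries at or below 0.1 CPM, where SD lines also end. miR-143-3p lies at 102 ± 32.4 CPM in HT29 cells and 123535 ± 18581 CPM in C-PT.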

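Liver metastases of control mice showed many of the same rises, among them those of miRNAs of hepatocytes. miR-122-5p, the most abundant miRNA of hepatocytes, had 3 reads in the 3 HT29 libraries and 2206 ± 1183 CPM (SD, n = 3) in C-LM, a ratio of 3802 (95% counting interval 1300.4 to 18438). miR-143-3p reached 180773 ± 20357 CPM (log2 fold change 10.80, adjusted p = 3.19e-10 from edgeR), and miR-19b-3p, an oncogenic member of the miR-17-92 cluster, rose from 5162 ± 788 to 69862 ± 27396 CPM (log2 fold change 3.76, standard error 0.35, adjusted p = 2.42e-06). let-7f-5p, of a family that represses RAS and MYC, fell from 13149 ± 6521 to 1252 ± 264 CPM (log2 fold change -3.39, standard error 0.45, adjusted p = 6.81e-05), and miR-9-5p, which is abundant in neural tissue, fell from 928 ± 253 to 29.6 ± 15.0 CPM (log2 fold change -5.03, adjusted p = 7.18e-06). In all, 141 miRNAs rose and 125 fell in C-LM against HT29 cells. The 5p to 3p ratio differed for 51 of 108 hairpins in C-LM against HT29 cells and for 10 in C-PT (limma). A library batch shared by the liver samples cannot be told apart from the liver site, and this limit holds for the changes given here. Of the stromal and endothelial miRNAs, 16 of 17 rose (camera adjusted p = 3.15e-09, or 0.135 with an estimated correlation), as did all 5 erythroid-associated (camera adjusted p = 0.00239, or 0.294 with an estimated correlation) and 4 of 5 hepatocyte-associated miRNAs (camera adjusted p = 0.0452, or 0.361 with an estimated correlation). The lists of other cell types together took 0.235% ± 0.0592 of the reads in HT29 cells (SD, n = 3), 15.9% ± 2.29 in C-PT and 16.6% ± 2.00 in C-LM (n = 3 each). Most of this share in the tumors was miR-143-3p, which alone took 12.3% on average in C-PT and 14.6% in C-LM. Entries close to structural RNAs rose in 16 of 18 cases and fell in 1 (camera adjusted p = 0.00119, or 0.294 with an estimated correlation), and they took 0.0805% ± 0.0330 of the reads in HT29 cells and 0.609% ± 0.300 in C-PT. Of the miR-200 family, which maintains the epithelial state, 6 of 9 members fell, with miR-200b-3p going from 10386 ± 3995 to 4658 ± 727 CPM (camera adjusted p = 0.0220, or 0.294 with an estimated correlation). All 3 tested miRNAs of the miR-221 and miR-222 cluster fell (camera adjusted p = 0.0452, or 0.294 with an estimated correlation). In addition, 7 of 11 miR-30 members rose (camera adjusted p = 0.0390, or 0.294 with an estimated correlation), and both miR-210 arms rose (camera adjusted p = 0.0452, or 0.294 with an estimated correlation). Lists that camera did not call included miR-17-92 and its paralogous clusters, with 4 rises and 6 falls among 16 (4 and 8 when adjusted over the list alone), the let-7 family, with 2 rises and 5 falls among 9, and the DLK1-DIO3 cluster, with 8 rises and 4 falls among 17. All 4 tested miR-320, 4 of 7 leukocyte-associated and 4 of 10 p53-responsive miRNAs rose. In addition, 2 of 5 miR-29 members fell and neither tested muscle-associated miRNA changed, and camera called none of these lists. Between the 2 comparisons, 99 miRNAs rose in both C-PT and C-LM and 39 fell in both, against 43.2 and 21.0 for independent lists of these sizes, and 11 changed in opposite directions. Both comparisons use the same 3 HT29 libraries, and in 50 simulations of unchanged groups against shared HT29 libraries no miRNA was called in both, while lists of these sizes taken from the top of the simulated rankings shared 127 miRNAs on average (109 to 141). The 138 observed lie within this range, so that the number shared does not by itself show common change. The covariance of the log2 fold changes of the 2 comparisons was 5.80, against 0.143 on average in the simulations. Changes of this size in common did not come from the shared libraries alone in the simulations. Groups did not overlap for 271 of the 477 miRNAs between C-PT and HT29 cells and for 282 between C-LM and HT29 cells, where chance gives 10% for 3 libraries against 3. Scaling by library size only moved the median log2 fold change of all miRNAs in C-LM from -0.20 to -1.01 and gave 92 rises and 212 falls, with no list named as called turning its direction.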

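miR-210-3p, a miRNA induced by hypoxia, was lower in liver metastases after topotecan, while miR-200c-3p and miR-429 of the miR-200 family, which maintains epithelial identity by repressing ZEB1 and ZEB2, did not pass the test. miR-210-3p fell from 13282 ± 2222 CPM (SD, n = 3) in C-LM to 2764 ± 1997 CPM (SD, n = 2) in T-LM (log2 fold change -2.26, standard error 0.43, adjusted p = 0.0160 from edgeR). miR-200c-3p was 1697 ± 319 CPM in C-LM and 906 ± 264 CPM in T-LM (log2 fold change -0.91, standard error 0.33, adjusted p = 0.177), and miR-429 was 2376 ± 674 and 1234 ± 505 CPM (log2 fold change -0.95, standard error 0.40, adjusted p = 0.269). For all 3 of these miRNAs, both T-LM libraries lay below every C-LM library. Of the 477 miRNAs, 6 rose and 7 fell in T-LM against C-LM, and 75 had an unadjusted p under 0.05. The 6 that rose were miR-10399-3p (log2 fold change 2.45, standard error 0.38, adjusted p = 0.00447), miR-148a-5p from the hepatocyte-associated list, miR-150-5p of lymphocytes, miR-133a-3p of muscle, and miR-199a-3p and miR-199b-3p of mesenchymal cells, which share their mature sequence. miR-199a-3p went from 579 ± 198 to 1690.1 ± 108 CPM (log2 fold change 1.55, standard error 0.36, adjusted p = 0.0377). Those that fell were miR-210-3p, miR-221-3p, which represses CDKN1B, and the entries miR-1246, miR-1290, miR-4488, miR-4449 and miR-4516, whose sequences lie in or close to structural RNAs. miR-221-3p went from 1444 ± 414 to 518 ± 240.4 CPM (log2 fold change -1.48, standard error 0.36, adjusted p = 0.0435). The groups did not overlap for 146 of the 477 miRNAs, where chance gives 20% for 2 libraries against 3. No member of the miR-200 family passed over all miRNAs and 4 of 9 were lower when adjusted over the list alone. The family was called lower by camera (adjusted p = 0.00196, or 0.257 with an estimated correlation), and 5 of its members are shown in Figure 1F, so that this direction is not independent of these libraries. Of the stromal and endothelial miRNAs, 2 of 17 rose, 4 when adjusted over the list alone, with 3 members in Figure 1F (camera adjusted p = 0.000111, or 0.236 with an estimated correlation), and of the hepatocyte-associated miRNAs 1 of 5 rose, 3 when adjusted over the list alone, with 3 in Figure 1F (camera adjusted p = 0.0121, or 0.323 with an estimated correlation). With RLE factors no stromal, hepatocyte-, leukocyte- or muscle-associated miRNA passed over all miRNAs, and of the 6 rises only that of miR-10399-3p was called. The lists of other cell types took 25.6% ± 4.12 of the reads in T-LM (SD, n = 2), of which miR-143-3p alone took 21.2% of the reads on average. Camera also called the muscle-associated list higher, with 1 of 2 miRNAs passing (adjusted p = 0.0253, or 0.236 with an estimated correlation), the miR-320 family lower, with 3 of 4 falling when adjusted over the list alone and none over all miRNAs (adjusted p = 0.00183, or 0.286 with an estimated correlation), and miR-17-92 with its paralogous clusters lower, with no member passing (adjusted p = 0.0253, or 0.360 with an estimated correlation). Camera called neither the leukocyte-associated list, with 1 of 7 higher (2 when adjusted over the list alone), nor the miR-221 and miR-222 cluster, with 1 of 3 lower (its median log2 fold change was 0.18 and its mean -0.28). No member of the erythroid-associated, let-7, p53-responsive, miR-29, miR-30 or DLK1-DIO3 lists passed over all miRNAs (2 miR-30 members did when adjusted over the list alone). The count of 13 was 1 without T-LM replicate 5, 6 without C-LM replicate 1, 8 with RLE factors, 3 without the entries close to structural RNAs, 7 without the lists of other cell types, 32 without a filter on low counts, 25 with DESeq2, 2 at an adjusted p of at most 0.01, and 0 when edgeR was fitted to the 5 liver libraries alone (65 at an unadjusted p under 0.05). For miR-210-3p, the adjusted p was 0.262 without T-LM replicate 5 and 0.140 in the fit of the 5 liver libraries, over a range of 4.32e-07 to 0.262 in all settings tried.

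**Figure D2:**
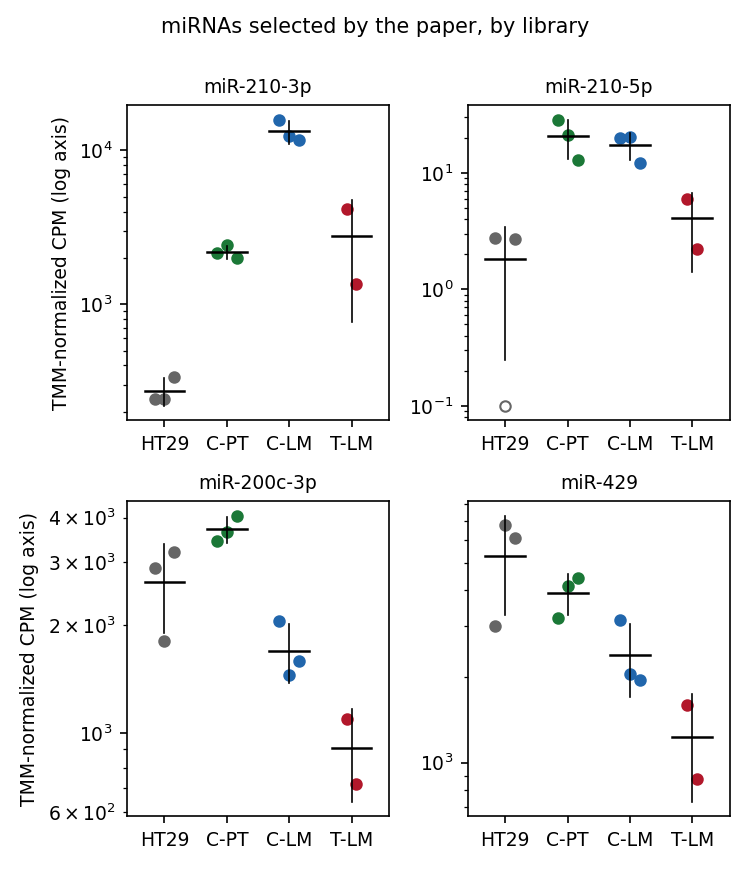
Normalized counts (CPM, TMM-scaled, log axis) of miR-210-3p, miR-210-5p, miR-200c-3p and miR-429 in HT29 cells, C-PT, C-LM and T-LM. Dots are libraries, horizontal lines are means and vertical lines span 1 SD to either side. An open circle marks a library at or below 0.1 CPM, where SD lines also end. The T-LM means of miR-210-3p and miR-429 are 2764 and 1234 CPM.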

To identify miRNAs relevant for LDM topotecan chemotherapy, we compared miRNA signatures of liver metastases subjected to topotecan treatment with control mice (Figure 1E,F and Figure S1C, Table S2). miR-210-3p, miR-200c-3p and miR-429-3p are known to be important for metastasis [56,57] and were thus selected for further validation by Northern blotting (Figure 1G). Although we also tested miR-1246, which was upregulated in liver metastases after treatment with topotecan chemotherapy in our sequencing data (Figure 1F), we did not succeed to detect miR-1246 by Northern blotting (personal conmmunication). 

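miR-1246, an entry whose sequence is close to that of U2 small nuclear RNA, was lower in T-LM than in C-LM. It was 15468.5, 1387 and 50772 CPM in C-LM replicates 1, 2 and 3, and 343 and 171 CPM in T-LM replicates 4 and 5. The mean went from 22542 ± 25442 CPM (SD, n = 3) to 257 ± 122 CPM (SD, n = 2), and miR-1290, another entry of this kind, went from 1055 ± 1084 to 7.44 ± 5.54 CPM. Both fell in the edgeR test, miR-1246 with a log2 fold change of -6.45, standard error 1.33, adjusted p = 0.0233, and miR-1290 with a log2 fold change of -7.15, standard error 1.34, adjusted p = 0.0160. The exact permutation test of log2 CPM gave p = 0.2 for miR-1246, although every T-LM library lay below every C-LM library. MIR1246 lies on chromosome 2 of GRCh38 from 176600980 to 176601052, and MIR1290 on chromosome 1 from 18897071 to 18897148. Outside the liver, miR-1246 was 2179.7 ± 1001 CPM in C-PT and 44.3 ± 36.8 CPM in HT29 cells (n = 3 each), and it rose in both C-PT (log2 fold change 5.64, adjusted p = 0.000819) and C-LM (log2 fold change 9.01, adjusted p = 8.84e-05) against HT29 cells. Of 18 entries close to structural RNAs, 5 fell in T-LM and none rose (8 lower and 1 higher when adjusted over the list alone, camera adjusted p = 3.60e-05, or 0.257 with an estimated correlation), and 8 of them are shown in Figure 1F, so that their direction is not independent of these libraries. miR-4488 fell with a log2 fold change of -6.05, standard error 0.88, adjusted p = 0.00447, and miR-4449 and miR-4516 with log2 fold changes of -5.99 and -3.77. Together the 18 entries took 1.22%, 0.281% and 5.02% of the reads in C-LM replicates 1, 2 and 3, and 0.107% ± 0.00724 in T-LM (SD, n = 2). The adjusted p of miR-1246 was 0.299 without T-LM replicate 5, 0.0678 without T-LM replicate 4 and 0.140 when edgeR was fitted to the 5 liver libraries alone, over a range of 1.59e-21 to 0.299 in all settings tried.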

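The hairpin of miR-210, a miRNA induced by hypoxia, gives a 5p and a 3p arm, and in C-LM the 3p arm was far more abundant than the 5p arm. miR-210-5p was 17.5 ± 4.53 CPM (SD, n = 3) in C-LM and 4.08 ± 2.66 CPM (SD, n = 2) in T-LM. Its log2 fold change of -2.13 (standard error 0.72, adjusted p = 0.136 from edgeR) had the sign of that of the 3p arm, which passed the test. miR-210-5p was 19.8, 20.3 and 12.2 CPM in the 3 C-LM libraries and 5.96 and 2.20 CPM in the 2 T-LM libraries, so that the groups did not overlap (exact permutation test, p = 0.100). Behind these values stood 63 reads in C-LM and 31 reads in T-LM. MIR210 lies on chromosome 11 of GRCh38 from 568089 to 568198, inside the annotated span of MIR210HG, a long non-coding RNA gene from 565657 to 568457. The counts cover mature miRNAs and hold no value for MIR210HG. As a list of 2 miRNAs, both of them shown in Figure 1F and so not independent of these libraries, the arms were both lower when adjusted over the list alone, 1 of them over all miRNAs (camera adjusted p = 0.00106, or 0.236 with an estimated correlation). With DESeq2, miR-210-5p had an adjusted p of 0.0456, over a range of 0.0456 to 0.957 in all settings tried.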

Interestingly, not only were miR-210-3p and miR-210-5p (Figure 1F) significantly downregulated in LDM-treated samples, but their host gene MIR210HG was downregulated as well (Figure 2B and Figure 3A), indicating transcriptional downregulation of the three transcripts (Figure 1H, upper panel). Validation of the expression of MIR210HG using two independent primer pairs (P01 and P02) showed that MIR210HG is upregulated in both primary tumor and liver metastasis in control mice (C-PT and C-LM) and downregulated in treated liver metastases (T-LM) (Figure 1H, lower panel). This suggests that both MIR210HG as well as miR-210 are affected by LDM topotecan treatment and thus could be important during metastatic progression of colorectal cancer.

### 2.3. Protein Coding Gene Expression Analyses Identify Several Immune-Regulated Genes Affected by LDM Topotecan Treatment

As protein coding genes are still the main targets for cancer therapy, understanding the molecular changes of these mRNA under LDM topotecan chemotherapy may provide further improvements in cancer treatment. We therefore investigated mRNA expression signatures of the rRNA-depleted RNA-seq data from our mouse model described above. Principal component analysis from our RNA-seq data revealed consistent clustering as shown for miRNAs (Figure S2). We then focused on the analysis of the differentially expressed mRNA between treated and control liver metastases. A complete list of upregulated and downregulated genes in T-LM compared to C-LM samples can be found in Table S3, while only the most significantly regulated genes are highlighted in Figure 2A,B. We found less genes that are downregulated in LM upon treatment with topotecan than upregulated genes. In agreement with previous reports, several genes including *NDRG1* [58] or *PFKFB3* [59,60] were also downregulated upon LDM treatment in our experiments. Some of these candidates were selected for further validation by qPCR (Figure 2C). qPCR analyses confirm that the selected candidates *BHLHE40*, *EFNA1, NDRG1, PFKFB3, ZBED9, FOS* and *SLC5A9* are downregulated in LM upon LDM topotecan treatment. *NDRG1* is the most significantly affected gene of the validated candidates. Interestingly, *NDRG1* was previously shown to be a metastasis suppressor and is highly downregulated in colorectal cancer [61,62]. 

Furthermore, we found several regulated genes belonging to the group of the ISGylation pathway, which is important for ISG15 conjugation [64,65]. For example, *ISG15, HERC5, USP18* and *UBE2L6* are upregulated in liver metastases upon LDM topotecan treatment (Figure 2A,B,D). Moreover, several interferon-induced genes such as *IFI6, IFI16, IFI27, IFI44, IFI44L, IFIT1, IFIT2, IFIT3, IFITM1, ASAD2, CXCL10, CXCL11* and *CCL22* were generally upregulated in liver metastasis upon LDM treatment (Figure 2A). We selected the candidates *IFI16, IFI44, OASL, IFITM1, ASAD2, HERC5, XAF1* for further validation by qPCR and we could successfully confirm their expression levels observed in the RNA-seq data (Figure 2D). 

One of the most significantly upregulated genes in our model is the poorly characterized Zymogen granule protein 16 (*ZG16*). *ZG16* is strictly expressed in the gastrointestinal tract [66] and is significantly downregulated in colorectal cancer samples as evident from the TCGA database (Figure 2E) [63,67]. Consistently, low expression of *ZG16* is associated with poor survival based on TCGA data (Figure 2F) [63]. Since *ZG16* is significantly upregulated in LM upon LDM topotecan treatment, *ZG16* might be an interesting target for cancer therapy (Figure 2D).

### 2.4. LncRNA Expression Analysis Identifies LINC01133 and LINC00483 as Potential LDM Topotecan Chemotherapy Targets

Regulatory lncRNAs play important roles both in cancer progression and response to chemotherapy [30,35,68]. We therefore analyzed lncRNA expression patterns in C-PT and C-LM from the above-mentioned mouse model. First, we performed Northern blotting and found that *NEAT1* short isoform1 (NEAT1 v1) was highly upregulated in both C-PT and C-LM in the non-treated group (Figure S3A). *NEAT1* is a nuclear lncRNA that functions in paraspeckles [69] and tumorigenesis [39]. Furthermore, *MALAT1*, an abundant lncRNA that has been implicated in cancer metastasis [70], was slightly upregulated in C-LM (Figure S3A). These positive controls encouraged us to further investigate other candidate lncRNA in our datasets. We selected candidates differentially regulated in C-PT and C-LM for validation by qPCR (Figure S3B,C). Indeed, all candidates tested showed expression levels as observed in our RNA-seq data. 

Next, we analyzed lncRNAs differentially regulated during LDM topotecan treatment in our model system (Figure 3A). We found two interesting candidates, *LINC01133* and *LINC00483*, that are upregulated during topotecan treatment (Figure 2B and Figure 3B). Importantly, both *LINC01133* and *LINC00483* are downregulated in colorectal cancer from TCGA data (Figure 3C,D) and are associated with cancer survival (Figure 3E,F). Furthermore, when we analyzed the expression of these two lncRNAs in different colorectal cancer cells treated with topotecan in vitro, we found that both lncRNAs were significantly upregulated after two days treatment with topotecan in several tested cell lines (Figure S3D). While *LINC01133* is well characterized as an important factor in colorectal cancer progression and metastasis [71], *LINC00483* is poorly characterized. Surprisingly, *LINC00483*, a gastrointestinal tract specific RNA (Figure S3E), is highly conserved among vertebrates and potentially encodes for small proteins (Figure S4).

### 2.5. circZNF609 as Upregulated circRNA during Cancer Progression

Since many reports suggest that circRNAs can be relevant for cancer [55,72], they might be potent candidates for therapeutic strategies. We first focused on the analysis of circRNAs regulated during colorectal cancer progression and metastasis by analyzing the samples from HT29, C-PT and C-LM. For this purpose, we analyzed circRNA expression by detecting reads overlapping head-to-tail junctions, indicative of circular splicing. Interestingly, several circRNAs were differentially expressed, while their cognate mRNAs were largely unchanged (Figure 4A–C and Figure S5A,B, Table S4). To validate our RNAseq data, we selected a number of candidates and performed qPCR experiments using circRNA-specific primer pairs (Figure 4D). Most of the selected circRNAs were regulated in a similar way as observed in our RNA-seq data and only circTANK, circTNFRSF21, circZKSCAN1 and circUBAP2 showed a rather mild regulation. Thus, our validations confirm up- or downregulation of selected circRNA candidates in independent samples underscoring the reliability of the sequencing data (Figure 4D). Subcellular localization patterns of circRNAs are important for further functional characterization. We separated nuclear and cytoplasmic fractions from HT29 cells and determined circRNA levels in each fraction by qPCR (Figure 4E and Figure S5D). Most candidates are predominantly found in the cytoplasmic fractions, while some (e.g., circCCDC9 or circTANK) are also present in the nucleus, suggesting efficient export and potential cytoplasmic functions of these circRNA candidates.

For further functional and mechanistic characterization, we selected circZNF609, which is generated from the second exon of the *ZNF609* pre-mRNA (Figure 4F). It is upregulated during cancer progression and metastasis (Figure 4D), absent in poly(A)-selected RNA fractions (Figure S5C) and resistant to RNase R treatment, a 3′ to 5′ exoribonuclease that generally degrades linear RNAs while circRNAs remain unaffected (Figure 4F,G). In addition, northern blotting detected circZNF609 as a strong band migrating at the predicted size, confirming robust expression as well as the circular nature of this molecule (Figure 4F). Moreover, circZNF609 is highly conserved between human and mouse, suggesting that our mouse model can be utilized to recapitulate mechanisms relevant for human colorectal cancer progression and treatment (Figure S5E). Interestingly, circZNF609 has recently been associated with cell cycle progression in rhabdomyosarcoma [73] and we thus concluded that this circRNA could be important in colorectal cancer as well.

### 2.6. CircZNF609 Promotes Colorectal Cancer Progression in Mouse Xenografts

The increased expression levels of circZNF609 in primary tumors as well as liver metastases suggest a potential role in colorectal cancer. To investigate the impact of circZNF609 on colorectal cancer development in vivo, we generated cell lines allowing for an inducible knockdown of circZNF609 (Figure S6A). We generated Doxycycline (Dox)-inducible HEK293T (Figure 5A), HCT116 (human), HT29 (human) (Figure 5B) and CMT93 (mouse) (Figure 5F) cells expressing a shRNA-derived siRNA targeting the back-spliced junction of circZNF609 (Figure 5A and Figure S6A–C). Of note, these cell lines also contain a stably integrated luciferase gene for monitoring in xenografts. Doxycycline addition indeed results in increased expression of the desired siRNAs, which is efficiently bound to Ago2 and therefore functional (Figure S6B). Doxycycline induction leads to a strong decrease in circZNF609 levels but the parental ZNF609 mRNA remains unchanged, indicating that our knockdowns are specific and the cell lines can be used for further functional studies (Figure 5A,B,F).

We first investigated effects of circZNF609 knockdown on cell proliferation and performed XTT assays (Figure 5C). We found that knockdown of circZNF609 upon doxycycline induction decreased cell proliferation of both HT29-sh-circZNF609 and HCT116-sh-circZNF609 cells. To further corroborate these in vitro observations, we tested effects of circZNF609 knockdown in vivo. 500,000 HT29-sh-circZNF609 cells were injected into the spleen of SCID mice. Depending on the luciferase signals, mice were sacrificed accordingly. Spleens containing the primary tumor as well as livers containing metastases were resected and the tumor mass was determined (Figure 5D,E). Upon doxycycline induction, less primary tumor as well as fewer and smaller liver metastases were found compared to the control group (Figure 5D,E). RNA from tumors and metastases were collected and qPCR analyses were performed. Consistently with our in vitro results, a significant decrease in the expression of circZNF609 was observed while the expression of *ZNF609* remained rather unchanged (Figure 5D,E and Figure S6D).

We further tested whether our observations are conserved in mice and validated the effect of circZNF609 knockdown in a murine CMT93 cell line (Figure 5F). To further strengthen our findings, we used an independent xenograft model system. 500,000 CMT93-sh-circZfp609 cells were subcutaneously injected into C57BL/6 mice. Although statistically not significant due to the low number of tumors developed under doxycycline induction, tumor weight was generally lower (Figure 5G and Figure S6E), which is consistent with the data obtained from the HT29-sh-circZNF609/SCID mouse model (Figure 5D,E). 

In addition to the knockdown studies and to further confirm a potential oncogenic role of circZNF609, we tested the effect of circZNF609 overexpression in vivo. We generated an inducible stable cell line CMT93 expressing circZfp609 (CMT93-circZfp609) using overexpression system via ZKSCAN1 flanking introns described earlier [74,75,76] upon doxycycline induction (Figure 5H). As expected, northern blotting showed a strong increase of circZfp609 levels upon doxycycline treatment (Figure 5H). Next, we injected 500,000 cells of the CMT93-circZfp609 stable cell line subcutaneously into mice. Upon induction with doxycycline, mice developed bigger tumors compared to the non-induced control mice (Figure 5I and Figure S6F). Thus, our overexpression studies are consistent with our knockdown experiments and we therefore conclude that the circZNF609 might function as oncogene to promote metastatic colorectal cancer progression.

## 3. Discussion

In this study, we followed up on our earlier study showing that LDM topotecan chemotherapy has profound effects in decreasing liver metastasis and increasing mouse survival [19] in colorectal cancer. Using RNA sequencing, we identified several genes that are differentially expressed during LDM treatment and investigated the potential of these molecules as regulators during colorectal cancer progression. 

We found that miR-210-3p and miR-210-5p are both downregulated after treatment with LDM topotecan chemotherapy in our mouse model suggesting that these miRNAs are affected by LDM topotecan treatment. 

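miR-210-3p rose stepwise from HT29 cells to primary tumors and to liver metastases of control mice, and was lower again in treated metastases. It was 274 ± 55.7 CPM in HT29 cells and 2181 ± 216 CPM in C-PT (SD, n = 3 each), and its log2 fold change against HT29 cells was 2.99 in C-PT (standard error 0.38, adjusted p = 3.42e-05 from edgeR), 5.60 in C-LM (standard error 0.43, adjusted p = 4.26e-07) and 3.33 in T-LM (standard error 0.41, adjusted p = 3.31e-05). C-LM exceeded C-PT by 2.61 on this scale (adjusted p = 0.000201). miR-210-5p was 1.84 ± 1.59 CPM in HT29 cells and 20.9 ± 7.75 CPM in C-PT, and it rose in C-PT (log2 fold change 3.55, adjusted p = 0.00161) and in C-LM (log2 fold change 3.32, adjusted p = 0.00266). Between C-LM and C-PT, the 5p arm had a log2 fold change of -0.23 (adjusted p = 0.759), and between T-LM and HT29 cells of 1.19 (adjusted p = 0.237). In single libraries, miR-210-3p was 15823, 12317 and 11705 CPM in C-LM replicates 1, 2 and 3, and 4176 and 1352 CPM in T-LM replicates 4 and 5. No miRNA library of a treated primary tumor was available, so that the change after topotecan can be measured here in the liver only. From the lower levels of both arms and of the host gene MIR210HG in treated metastases (Figure 1H), the paper reasons that transcription of all 3 RNAs is lowered, and it proposes that miR-210 is affected by LDM topotecan treatment.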

MiR-210 is a hypoxia-induced miRNA [77,78] and associated with radio-resistance in lung cancer [79]. Moreover, miR-210-3p was shown to be downregulated in colorectal cancer cells treated with 5-fluorouracil (5-FU), leading to an adaptation of cancer cells during treatment and enhancing chemotherapy resistance [80]. While the role of miR-210 is well studied during hypoxia, cancer progression and therapy, potential miRNA-independent functions of its host gene *MIR210HG* are less studied. Similar to miR-210, *MIR210HG* has been identified as a highly upregulated lncRNA in endothelial cell response to hypoxia [81]. Moreover, *MIR210HG* was identified as prognostic marker of colorectal cancer [82] and shown to promote the proliferation and invasion of non-small-cell lung carcinoma via inhibiting the expression of *CACNA2D2* by recruiting *DNMT1* [83]. Yet, the function of *MIR210HG* has not been reported during chemotherapy. In this study, we found that *MIR210HG* was downregulated after LDM treatment with topotecan suggesting that it is a potential target of LDM chemotherapy. Since miR-210-3p and miR-210-5p are generated from an intron of MIR210HG, all these three transcripts are probably produced from the same promoter. Previously, it was shown that the transcription factor *HIF-1*, an important anticancer therapeutics target [84], binds to the above mentioned promoter of miR-210 and regulates its expression during hypoxia [78]. It will therefore be interesting to investigate, if these potential downstream targets of *HIF-1*, miR-210-3p, miR-210-5p and *MIR210HG*, work together or use distinct modes of action under treatment with topotecan. 

Protein coding genes are still the most important therapeutic targets of cancer therapy. In our study, we identified a signature of upregulated transcripts during LDM treatment, which belongs to the family of interferon-stimulated genes. Moreover, using an in vitro cell-based therapy resistance model, we found that some of these genes including *XAF1, IFITM1, OASL, IFIT44*, were upregulated in HT29-resistant cell lines suggesting that they could be mediators of chemotherapy resistance (Figure S7C). Since cytokines are important molecules for cancer cells allowing them to evade anti-tumor immune responses [85], the dysregulation of interferon-induced genes in our LDM treatment model highlights the complexity of the tumor and its microenvironment under the pressure of chemotherapy treatment. Our findings suggest that cancer cells might take advantage of the interferon signaling pathway for modulation of LDM topotecan chemotherapy resistance. Moreover, we also found that the ISGylation pathways may contribute to resistance during LDM topotecan chemotherapy. For example, we found that *ISG15* was upregulated after treatment with LDM topotecan. *ISG15* was previously shown to be a novel target for camptothecin sensitivity [86]. Another upregulated protein of this pathway is *HERC5*, a HECT-type E3 protein ligase, which mediates ISGylation of protein targets [87]. Consistent with previous findings in topotecan-treated and -resistant ovarian cancer cells [21], we found that *HERC5* was upregulated in LM after LDM topotecan treatment and in HT29-topotecan resistant cell lines (Figure S7C). This implies that *HERC5* may serve as important regulator during the development of cancer therapy resistance. 

LncRNAs have been reported to be dysregulated in all types of cancer [30,31]. However, the detailed function of lncRNAs and their molecular mechanisms are often not fully clear. For example, the most abundant and well characterized lncRNA *MALAT1* has been characterized as important driver of lung metastasis [70]. Importantly, it has also been reported that *MALAT1* is a suppressor of breast cancer metastasis [88,89]. Therefore, a better understanding of lncRNA is needed in order to develop therapeutic applications targeting lncRNAs.

In depth computational but also transcriptome-wide ribosome binding studies revealed that several lncRNAs contain short ORFs that are actively translated [90] (now commonly referred to as microproteins [41]). Therefore, these “lncRNAs” are actually coding. In our study, we found that *LINC00483* was upregulated upon treatment with LDM topotecan. Interestingly, *LINC00483* was previously identified as lncRNA that promotes gastric cancer proliferation [91] as well as colorectal cancer proliferation and metastasis [92]. Furthermore*, LINC00483* produces several transcripts, some of which indeed may encode for small peptides (Figure S4A). Indeed, it was recently re-annotated as *ANKRD40CL* protein coding gene and its protein product is highly similar to the C-terminus of *ANKDR40* (Figure S4B). The molecular functions of this short peptide, however, remain elusive. Since L*INC00483* is significantly downregulated in colorectal cancer, it would be interesting to investigate the impact of the lncRNA *LINC00483* as well as its potential protein products for successful chemotherapy treatment. 

Although the individual functions of circRNAs as regulatory RNAs are poorly understood, circRNAs have been indicated to be expressed in a tissue-specific manner [47,48,49,93] and associated with several types of cancer [52,72]. In the above-mentioned colorectal cancer mouse model, we found that circZNF609 was upregulated in primary tumors as well as liver metastases and identified circZNF609 as a potential regulator important for metastatic colorectal cancer progression. Inhibition and overexpression resulted in significant effects on tumor size and weight. Moreover, circZNF609 was downregulated after LDM topotecan treatment in our mouse model (Figure S7A,B), suggesting an important role during chemotherapy. Interestingly, several circRNAs contain ORFs, and it has been shown that circRNAs can be translated [94,95]. These proteins have been reported in cancer [44] even though their precise roles are largely unknown. CircZNF609 contains an ORF that generates a protein resembling a short fragment of the full-length parental transcription factor ZNF609, which has been implicated in the regulation of neuron migration [96]. However, an endogenous peptide produced from circZNF609 is very difficult to identify and either not present or very low abundant. We therefore concluded that most of the observed circZNF609 protein products likely originate from trans-splicing by-products of the overexpression vector and that circZNF609 functions as non-coding RNA [74]. Nevertheless, circZNF609 is upregulated in rhabdomyosarcoma and it regulates cell cycle progression [73]. It will be interesting to see whether cell cycle control is also affected by circZNF609 in colorectal cancer cells and whether this is a general function of this regulatory RNA probably even in other types of cancer. In agreement with this hypothesis, circZNF609 was recently implicated in colorectal cancer [97] and breast cancer [98]. Of note, downregulation of circZNF609 was observed in colorectal cancer as well [99]. It is therefore important to carefully examine the expression of circZNF609 in orthotopic intracecal mouse models of spontaneous liver metastases as well as in patient-derived colorectal cancer tissues. For example, by analyzing the spatial expression, the oncogenic ciRS-7 was recently reported to be absent in colon cancer cells while expressed at high levels in stroma cells [100]. Similarly, circZNF609 was also found to be expressed higher in surrounding stroma cells compared to colon cancer cells [100]. Interestingly, we found that human circZNF609 is circulating in the serum and blood of SCID mice using targeted deep sequencing of the amplicon spanning junction of circZNF609 (personal communication). Even though we found that circZNF609 potentially functions as oncogene to promote colorectal cancer progression, the underlying molecular mechanisms still need to be unraveled. We searched for potential miRNA binding sites within the circZNF609 sequence by computational prediction [101] and found 41 miRNAs having one binding site to circZNF609 and four miRNAs having two binding sites to circZNF609 (Table S1). Of these 45 miRNAs, 20 miRNAs were not found in our miRNA-seq datasets. 

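circZNF609 is a circular RNA made from an exon of ZNF609, and of the 4 miRNAs with 2 predicted sites on it, 3 had reads in these libraries. miR-339-3p was the most abundant of them at 55.3 ± 18.0 CPM (SD over all 11 libraries). miR-942-5p was 12.8 CPM and miR-1248, which is processed from a small nucleolar RNA, 7.27 CPM on average, and miR-1224-3p had no entry with reads. The sites themselves come from the prediction in Table S1, which lists 41 miRNAs with 1 site, and they cannot be recomputed from counts.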

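Of the 45 predicted miRNAs, 24 had at least 1 read in the 11 libraries, among them miR-145, a miRNA of smooth muscle, miR-361-3p and miR-767-5p. For the other 21 no entry of that name had reads, among them miR-432, a member of the DLK1-DIO3 cluster, and miR-1273. A predicted name without an arm was matched to either arm. For miR-1273, Table S1 prints the values of miR-1273h-5p, another member of its family with 8 reads, which was not taken as a match. If it were, 25 would have reads and 20 would not. At the low end of those detected, miR-556-5p had 7 reads, miR-337-3p 4 and miR-654-3p 3 over all libraries, which total between 560337 and 5356264 reads each. A miRNA that has an entry but no reads was not detectable at this depth, with a floor of 3 reads per library. A predicted name without an entry in the counts would have no reads at any depth. Among the 21, these cases were not told apart, so that their lack of reads cannot be put down to depth alone.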

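The predicted miRNAs with reads differed widely in abundance, given here as a mean pooled over the 11 libraries of all 4 groups (SD over libraries). By this mean miR-145-5p, of smooth muscle, was the most abundant at 629 ± 522 CPM, and miR-337-3p of the DLK1-DIO3 cluster the least at 0.103 CPM. The first place of miR-145-5p rests on the tumors, since in HT29 cells it was 1.03 CPM, against 373 CPM for miR-767-5p and 323 CPM for miR-629-5p. miR-767-5p, encoded in an intron of GABRA3 on the X chromosome, was 426 ± 126 CPM over all libraries, miR-1290 328 ± 676 CPM, miR-361-3p 315 ± 120.3 CPM and miR-629-5p 247 ± 64.4 CPM. Of the 24, 15 had a mean under 50 CPM, and 12 of these were under 10 CPM, such as miR-1247-5p at 9.41 CPM. miR-149-5p, miR-942-5p and miR-503-5p lay between these limits, with miR-149-5p at 30.0 CPM. The paper's text names no limit for low abundance, and 50 CPM was chosen after the values of Table S1 had been seen. Where both arms of a hairpin had reads, the more abundant arm was taken, which differs from the arm printed in Table S1 for miR-145, miR-149 and miR-629.

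**Figure D3:**
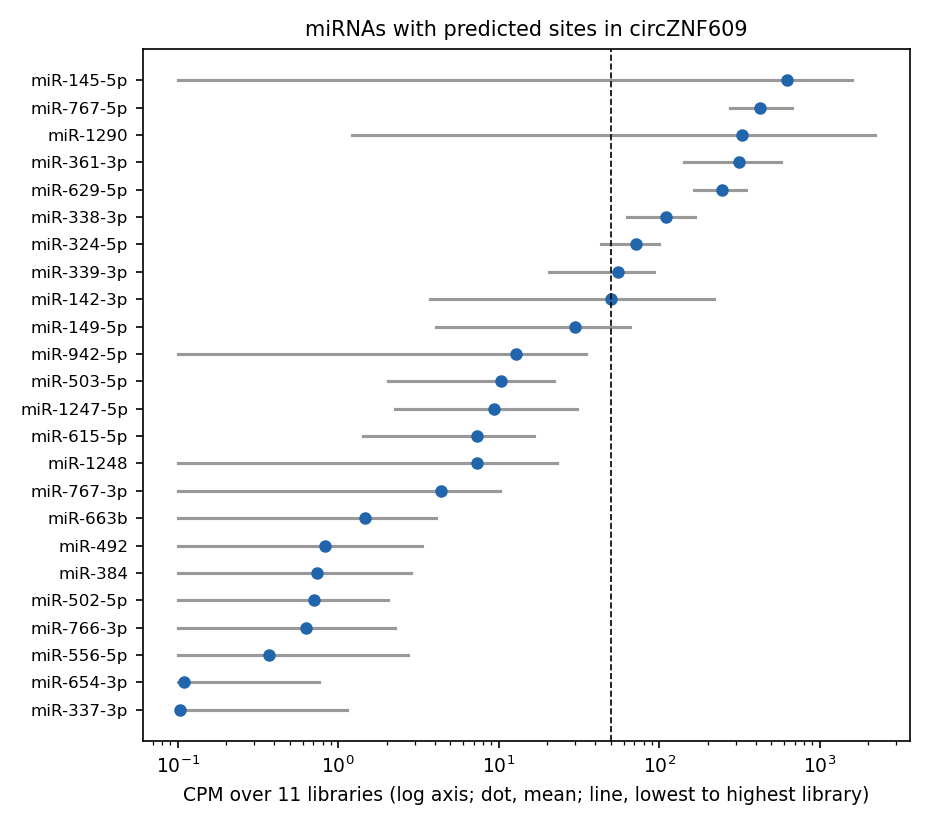
Normalized counts (CPM, TMM-scaled, log axis) of the 24 predicted circZNF609-binding miRNAs that had reads. Each dot is the mean over 11 libraries and each line spans the lowest to the highest library, with values under 0.1 CPM drawn at 0.1. The dashed line marks 50 CPM, with 9 miRNAs at or above it and 15 below.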

From the 25 miRNAs that are present in our datasets, 18 miRNAs appear to be very low abundant and thus a sponging function of circZNF609 for these miRNAs is most likely not physiologically relevant. We still do not know if the remaining seven miRNAs could contribute to function of circZNF609 and will need further investigation. 

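Of the 9 predicted miRNAs with a mean of at least 50 CPM, some differed widely between HT29 cells and tumors. miR-145-5p, of smooth muscle, was 1.03 ± 0.943 CPM in HT29 cells (SD, n = 3) and 595 ± 228, 754 ± 152 and 1434 ± 205 CPM in C-PT (n = 3), C-LM (n = 3) and T-LM (n = 2), and miR-142-3p of blood cells was 9.96 ± 6.13 CPM in HT29 cells, 137 ± 73.2 CPM in C-PT, 16.7 ± 7.13 CPM in C-LM and 31.6 ± 0.139 CPM in T-LM, so that of the 4 groups C-PT alone was above 50 CPM, with a mean of 50.4 CPM over all libraries. Both rose in C-PT against HT29 cells in the edgeR test (log2 fold change 9.16, adjusted p = 1.10e-07, and 3.73, adjusted p = 0.000120). miR-767-5p was 373 ± 53.3 CPM in HT29 cells, 317 ± 45.9 CPM in C-PT and 584 ± 121 CPM in C-LM. Its log2 fold changes against HT29 cells were -0.23 in C-PT (adjusted p = 0.514) and 0.65 in C-LM (adjusted p = 0.0634). miR-361-3p, encoded in an intron of CHM, was 204 ± 54.3 CPM in HT29 cells, 373 ± 5.46 CPM in C-LM and 496 ± 105 CPM in T-LM, and its log2 fold change in C-LM against HT29 cells was 0.87 (adjusted p = 0.0233). miR-629-5p was 323 ± 19.4 CPM in HT29 cells and 260.4 ± 51.0 CPM in C-LM, with a log2 fold change of -0.31 (adjusted p = 0.380). miR-1290, an entry close to structural RNAs, ranged from 1.23 to 2206 CPM over the libraries. The other 3 were miR-338-3p at 111 ± 32.0 CPM, miR-324-5p at 71.3 ± 18.4 CPM and miR-339-3p. In GRCh38, MIR767 lies on chromosome X from 152393421 to 152393529, MIR361 on chromosome X from 85903636 to 85903707, MIR629 on chromosome 15 from 70079372 to 70079468 and MIR145 on chromosome 5 from 149430646 to 149430733. With limits of 10 or 100 CPM in place of 50 CPM, 12 or 6 miRNAs would remain, and with the arm printed in Table S1 alone, 7.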

## 4. Materials and Methods

### 4.1. Plasmids

pMD2.G (Addgene plasmid #12259) and psPAX2 (Addgene plasmid #12260) were a gift from Didier Trono (EPFL, Lausanne, Switzerland). TRMPV-Hygro (Addgene plasmid #27996) was a gift from Scott Lowe (Sloan Kettering Institute, Memorial Sloan Kettering Cancer Center, New York, NY, USA). pLVX-TetOne-Puro (Clonetech, A Takara Bio Company, Shimogyō-ku, Japan) and TRMPV-Hygro were used as backbone to generate pLVX-TetOne-Venus-IRES-HygB plasmid. pcDNA3.1(+) ZKSCAN1 MCS-WT Split GFP (Addgene plasmid #69908) was a gift from Jeremy Wilusz (University of Pennsylvania Perelman School of Medicine, Philadelphia, PA, USA). pcDNA3.1(+) ZKSCAN1 MCS-WT Split GFP was used as backbone to clone pcDNA3.1(+) ZKSCAN1-circZNF609 as described earlier [74]. pSuperior-puro-GFP (oligoengine) was used as backbone to generate pSuperior-Zeocin-GFP plasmid. pLVX-TetOne-Venus-IRES-HygB was used to generate pLVX-TetOne-Venus-IRES-HygB-sh-circZNF609. All the sequences of the oligos can be found at Table S1.

### 4.2. Antibodies

The following antibodies were used for western blots: rat-anti-Ago2 (monoclonal, clone 11A9 [102], hybridoma supernatant, 1:10), rabbit-anti-GAPDH (polyclonal, clone FL-335, 1:500, Santa Cruz Biotechnology, Heidelberg Germany), mouse-anti-p54nrb (NONO) (monoclonal, clone 3, 1:1000, BD Biosciences, Franklin Lakes, NJ, USA). Goat-anti-rabbit IRDye 680RD or goat-anti-mouse/rat/ IRDye 800CW antibodies (Li-Cor Biosciences, Lincoln, NE, USA) were used as secondary antibodies.

### 4.3. Cell Lines, Cell Culture and Generation of Stable Cell Lines

HEK293T, HCT116.hCG.Luc, HT29.hCG.Luc, CMT93.hCG.Luc, SW620, Caco-2 cells were cultivated in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin (P/S) antibiotics mix (all from Sigma-Aldrich, St. Louis, Missouri, USA). HCT116.hCG.Luc, HT29.hCG.Luc, CMT93.hCG.Luc were generated as previously described [19]. HT29-topotecan resistant cell line was generated by exposing the HT29 parental cells to the increasing amount of topotecan for six months (from the initial amount of topotecan treatment 1nM to 30 nM of topotecan after six months). For generation of stable HEK293T, CMT93.hCG.Luc cell line expressing desired constructs (see Table S1), the cells were transfected with plasmids in 6-well format. Cells were split one day post-transfection into one 10 cm plate and selection was started 2 days post-transfection with 100 µg/mL Zeocin (Thermo Fisher Scientific, Waltham, MA, USA). The cells were then sorted for clonal GFP-expressing cells using FACSAria II cell sorter (BD Biosciences, Franklin Lakes, NJ, USA). Stable clones were maintained in the same medium as used for selection. Lentiviral transduction was used for generation of HCT116.hCG.Luc and HT29.hCG.Luc stable cell lines. Briefly, lentiviral packaging was performed in HEK293T cells as previously described using 5 μg pMD2G, 10 μg psPAX2, 20 μg lentiviral plasmids pLVX-TetOne-Venus-IRES-HygB-sh-circZNF609. The HT29.hCG.Luc, HCT116.hCG.Luc cells were plated and propagated in 6 well-plates overnight. On the next day, after changing to the new medium, virus was added to the cells. Two days later, transduced cells were selected by 300 µg/mL Hygromycin B (Invitrogene, Thermo Fisher Scientific, Waltham, MA, USA) for 3 passages. Afterward, the cells were sorted for clonal GFP-expressing cells using FACSAria II cell sorter (BD Biosciences, Franklin Lakes, NJ, USA). Stable clones were maintained in the same medium as used for selection.

### 4.4. Mouse Strains 

The following mouse strains were used or generated during this study: Both C57BL/6 and SCID were obtained from Charles River Laboratories (Sulzfeld, Germany).

### 4.5. Intrasplenic Implantation

Five SCID mice were initially used for tumor development to collect RNA for RNA sequencing (RNA-seq) via intrasplenic implantation. HT29.hCG.Luc cells were dissociated with trypsin, washed once with DMEM supplemented with 10% FCS, 1% PS and then resuspended to the desired concentration in Hank’s Balanced Salt Solution (HBSS, Sigma-Aldrich, St. Louis, MO, USA). All animals receiving tumor cell injections were injected with the same quantity of cells (500,000 cells per animal).

Abdominal access was obtained via a left subcostal skin and peritoneal wall incision. The spleen was gently exteriorized. Five µL containing 500,000 tumor cells were injected with a 10 µL Hamilton syringe (BD Biosciences, Franklin Lakes, NJ, USA). The needle was slowly retracted and the injection site pressed with a moist cotton swab to prevent leakage. The spleen was returned to the peritoneal cavity; peritoneum and skin were closed by running sutures and wound clips.

Eight SCID mice were used to validate the effect of circZNF609 knockdown on tumor development in vivo using the stable cell lines HT29.hCG.Luc-sh-circZNF609.

### 4.6. Subcutaneous Implantation

Ten C57BL/6 mice were used to test the effect of circZfp609 knockdown and circZfp609 overexpression on tumor development in vivo using the stable cell lines CMT93.hCG.Luc-sh-circZfp609 and CMT93.hCG.Luc-circZfp609, respectively. 50 µL of 500,000 tumor cells were injected subcutaneously into C57BL/6 mice using a manual 1 mL Hamilton syringe and 30G needle (BD Biosciences, Franklin Lakes, NJ, USA). Tumor size was measured daily starting five days after implantation with calipers and tumor volume calculated as width × width × length.

### 4.7. Animal Handling

Bioluminescence measurement was performed weekly or every three days. For this purpose, mice were anaesthetized, injected with 100 µL of 30 mg/mL D-luciferin (Biosynth, Staad, Switzerland) for three minutes, and emitted photons were registered for three minutes using Xenogen IVIS Lumina Imaging System (Caliper Life Sciences, A PerkinElmer Company, Hopkinton, MA, USA).

Doxycycline was obtained from Sigma-Aldrich, St. Louis, MO, USA. The mice were gavaged daily with 100 µL of 5 mg/mL Doxycycline as described [103].

Primary tumor (either subcutaneous tumor or intrasplenic) and hepatic metastases resections were performed when the tumor size was big enough or when the bioluminescence measurement was significant. Samples of primary tumors and liver metastases were weighted and imaged with a normal camera. All tumors were divided for RNA (collected in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA)), protein and immunohistochemistry analyses.

### 4.8. Preparation of Small RNA Library and Data Analysis

The small RNA library was prepared from total RNA. Isolated RNA was ligated to an adenylated 3′ adapter by a truncated T4 RNA Ligase 2 [104] (expressed and purified from Meister lab), the 5′ RNA adapter was added in a second ligation step by T4 RNA Ligase 1 (NEB, Ipswich, MA, USA). The product was reverse-transcribed using the SuperScriptIII First Strand Synthesis Super Mix (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) using a specific primer, followed by a PCR amplification. The samples were run on a 6% Urea-PAGE, the bands corresponding to small RNA containing ligation products were cut out and eluted overnight in elution buffer (300 mM NaCl, 2 mM EDTA). The libraries were precipitated with ethanol overnight at −20 °C, then collected by centrifugation and solved in water. 

The library was sequenced on a MiSeq (Illumina, San Diego, CA, USA) in a 1 × 50 bp run. Sequences were counted against human miRNAs listed in the miRBase v22.1 (December 2018; http://www.mirbase.org) using mirDeep2 [105] with standard parameters. The minimum length of reads was set to 18 nucleotides. Annotated miRNA reads were normalized as reads per million mapped reads (RPM) values according to the total number of mapped reads in the respective library. Differential expression analysis was performed within R [106] using DESeq2 version 1.24.0 [107]. 

### 4.9. Preparation of rRNA-Depleted Library and Analysis of mRNAs and lncRNAs

The rRNA-depleted RNA library was prepared using the Ovation Human FFPE RNA-Seq Library System (NuGEN, TECAN, Männedorf, Zürich, Switzerland) according to manufacturer’s protocol. Specifically, 100 ng of total RNA was used. The Sequencing was performed on an Illumina HiSeq 1000 Sequencing Platform with Base calling using CASAVA 1.8.2 software (Illumina, San Diego, CA, USA).

For mRNA and lncRNA analysis, raw reads were mapped to the human genome (hg38 assembly) using STAR version 2.7.0a [108] with --outFilterMultimapNmax 2000000000 and --outSAMmultNmax 1 settings. Reads were counted using Rsubread 1.34.7 with Ensembl release 98 genome annotation reference. Differential expression analysis was performed within R using DESeq2 version 1.24.0.

### 4.10. circRNA Detection and Differential Expression Analysis

For circRNA analysis, raw reads were mapped to the human genome (hg19 assembly) using STAR version 2.5.3a [108]. We used the default settings, with the exception of --outFilterMismatchNoverLmax, which was set to 0.05. Reads were counted using htseq-count (version 0.9.1 [109]) with Ensembl release 75 genome annotation reference [110]. 

Reads were mapped to the human (hg19) genome using bwa mem (version 0.7.5a-r405) with the following options: -t 20 -k 14 -T 1 -L 3,3 -O 6,6 -E 3,3. bwa mem output was processed using find_circ2 (https://github.com/rajewsky-lab/find_circ2) to detect backspliced reads. circRNA candidates flagged by find_circ2 as SHORT or HUGE were discarded. The list was further filtered by keeping only circRNA candidates that were supported by 2 or more unique RNA-seq reads in a given sample, and spliced from annotated splice sites. Number of fragments overlapping head-to-tail junction was used as a measure of circRNA expression.

Differential expression analysis was performed using the DESeq2 (version 1.22.2) R package [107], with default options. circRNA head-to-tail junction counts were merged with htseq-count output prior to normalization by DESeq2. circRNAs and genes that were supported by less than 10 reads in total across all samples were discarded. Adjusted p-value of 0.05 was used as the significance cutoff.

### 4.11. Validation of circRNAs Expression by qPCR

Sequences of selected differentially expressed circRNAs were obtained from circBase [111] and CircInteractome [101]. Designed divergent qPCR oligos are listed in Table S1. For qPCR, RNA was preferably isolated using the NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany). Otherwise, if RNA had been isolated by TRIzol (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA), the RNA was then treated on column using DNA digestion step from NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany). One µg RNA was used for cDNA synthesis using First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA). qPCR was done with Sso Fast Eva Green Mix (Bio-Rad, Hercules, CA, USA) using 0.5 µM forward and 0.5 µM reverse primer and cDNA from 10 ng RNA as template. qPCR was run on a CFX96 cycler (Bio-Rad) using the standard program as given in the SsoFast EvaGreen SuperMix manual. Data were evaluated using the ∆∆Ct method with GAPDH or RPL32 as reference mRNA for normalization.

### 4.12. Proliferation Assay 

Single cell suspensions were obtained after trypsinization and passing through a cell strainer. XXT were performed in 96 well plates using XTT colorimetric assay kit (11465015001, Roche, Switzerland) based on manufacturers instruction. Specifically, 300 cells/well for HT29.hCG.Luc or HCT116.hCG.Luc cell lines or 100 cells/well for CMT93.hCG.Luc cell lines were seeded in 10 replications. 6 h after seeding, 5 replications were added with DMEM media supplemented with 10% FCS, 1% PS while the other 5 replications were added with DMEM media supplemented with 10% FCS, 1% PS, 1 µg/mL doxycycline. The XTT were assayed every day for 6 days.

### 4.13. Nuclear and Cytoplasmic Fractionation

Nucleo-cytoplasmic fractionations were prepared according to [112] with slight modifications. HT29 cells were cultured up to 80% confluency, washed with PBS and harvested by trypsin. The cells were then passed through a cell strainer (BD Biosciences, Franklin Lakes, NJ, USA) and washed again with ice-cold PBS. After centrifugation at 100 g for 5 min at 4 °C, the cell pellet was resuspended by gentle pipetting with ice-cold hypotonic lysis buffer HLB (10 mM Tris (pH 7.5), 10 mM NaCl, 3 mM MgCl_2_, 0.3% NP-40 and 10% glycerol) and incubated for 8 min on ice. 1ml of HLB was used for every 75 mg cell pellet (or 10 million cells). Afterwards, cells were centrifuged at 800 g for 8 min at 4 °C. The supernatant of this step served as cytoplasmic fraction. The nuclei pellet was washed gently for 4 times with HLB through pipetting and centrifugation at 200 g for 2 min at 4 °C. Nuclei were resuspended in nuclear lysis buffer NLB (20 mM Tris (pH 7.5), 150 mM KCl, 3 mM MgCl_2_, 0.3% NP-40 and 10% glycerol). 0.5 mL of NLB was used for every 75 mg of initial cells used (or 10 million cells). If needed, the nuclear pellet was sonicated on ice one time with 10–20% power for 15 s. Both fractions were cleared by centrifuge at 15,000 g for 15 min at 4 °C. For RNA analysis, 250 µL of different fractions was collected in 750 uL of TRIzol-LS (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA) and isolated. 1 µg RNA from each fraction was used for quantification by qPCR.

### 4.14. SDS-PAGE and Western Blotting

For performing a western blot, samples were mixed with 5× Laemmli Sample Buffer, shortly heated at 95 °C for 5 min and then loaded onto a 10–15% polyacrylamide gel. After separation, the proteins were blotted onto an Amersham Protran Premium 0.45 µm membrane (GE Healthcare, Chicago, IL, USA) using 1× Towbin buffer for 1 min/kDa constant at 2 mA/cm^2^. The membrane was blocked in TBS containing 0.1% Tween-20 and 5% milk. After incubation with suitable antibodies, the membrane was scanned on a Li-Cor reader (Li-Cor Biosciences, Lincoln, NE, USA).

### 4.15. Preparation of RNA

RNA extraction from mammalian cells were performed with TRIzol reagent (Life Technologies, Thermo Fisher Scientific, Waltham, Massachusetts, USA) or NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s protocol. To isolate RNA from tissues, mouse tissue was mechanically disrupted using FastPrep-24 (MP Biomedicals, Santa Ana, CA, USA) with lysing matrix D containing 1mL TRIzol reagent. The program was set for 45 s at 6.5 m/s. Afterwards, the ceramic beads in TRIzol were incubated at RT for 5 min and then following the TRIzol manual. RNA extraction from the cell lysates was collected in TRIzol-LS reagent (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA) following the TRIzol-LS manual.

RNA treatment with RNase R was performed using RNase R (Biozym Hessisch Oldendorf, Germany) according to the manufacturer’s protocol. The reaction was cleaned up using NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany).

### 4.16. Northern Blotting

For detection of NEAT1, MALAT1 and circZNF609, 15–25 μg total RNA or RNA after treatment with RNAase R was separated on a 1% MOPS/Agarose gel. The detailed northern blotting protocol for MOPS/Agarose gel was described earlier [74]. After transferring the RNA onto Amersham Hybond-N membrane (GE Healthcare) via capillary botting, the RNA was UV-crosslinked to the membrane at 254 nm. For detection of miRNA, the RNA was loaded on a 12% polyacrylamide (acrylamid/bisacrylamid 19:1) urea gel (National Diagnostics, Atlanta, GA, USA) using 1× TBE buffer. Synthetic RNA with a length of 19, 21 and 24 nt was labeled with γ 32P-ATP (Hartmann Analytics, Braunschweig, Germany) and served as markers. The RNA was semi-blotted for 30 min at 20 V onto an Amersham Hybond-N membrane (GE Healthcare) and crosslinked to the membrane for 1 h at 50 °C using EDC solution (0.16 M 1-ethyl-3-(3-dimethylaminopropyl)carbodiimide, 0.13 M 1-methylimidazole pH 8.0) method as described [113].

The membrane was prehybridized at 50 °C–60 °C with hybridization solution (5× SSC, 20 mM NaPi pH 7.2, 7% SDS, 0.02% Albumin fraction V, 0.02% Ficoll 400, 0.02% polyvinylpyrrolidone K30). The short DNA probes were labelled with 20 µCi of γ 32P-ATP (Hartmann Analytics, Braunschweig, Germany) using T4 PNK enzyme (Life Technologies) according to the manufacturer’s protocol. The cDNA probes were prepared using Megaprime DNA-Labeling Systems kit (Cytiva, Global Life Sciences Solutions, Marlborough, MA, USA). The DNA or cDNA probes were purified using Illustra MicroSpin G-25 columns (GE Healthcare) and flow through were collected and used for hybridization.

The membrane hybridized with DNA probes was washed twice with wash solution 1 (5× SSC, 1% SDS), and once with wash solution 2 (1× SSC, 1% SDS) (10 min each wash). The membrane hybridized with cDNA probes was washed once with wash solution 3 (2× SSC, 0.1% SDS), once with wash solution 4 (0.5× SSC, 0.1% SDS), once with wash solution 5 (0.1× SSC, 0.1% SDS) (30 min each wash). After the last step, the membrane was wrapped in saran for exposure to a phosphor screen and then signals were scanned by Personal Molecular Imager System (Bio-Rad).

For stripping of the hybridized oligonucleotide, the membrane was washed twice with a boiling water supplemented with 0.1% SDS for 10 min. After the last washing step with boiling water for 10 min, the membrane was wrapped in saran and kept at −20 °C.

### 4.17. Ago2 Immunoprecipitations (IP)

Ago2 IP was performed as described previously [114]. Briefly, monoclonal antibodies for human Ago2 (11A9) [102] were coupled to Protein G Sepharose beads over night at 4 °C. Antibody-coupled beads were washed twice with PBS and once with lysis buffer (25 mM Tris-HCl pH 7.4, 150 mM KCl, 0.5% NP-40, 2 mM EDTA, 1 mM NaF). The lysate was added to the washed beads and incubated for 3 h of rotation at 4 °C. The beads were washed four times with wash buffer [300 mM NaCl, 50 mM Tris-HCl pH 7.4, 1 mM MgCl _2_, and 0.1% NP-40]. After the last wash, the beads were transferred to a new eppendorf tube and washed once with PBS.

For RNA extraction, the immunoprecipitates were treated with Proteinase K 0.2 mg/mL final concentration (40 µg per sample, in 200 µL 300 mM NaCl, 25 mM EDTA, 2% SDS, 200 mM Tris pH 7.5) at 55 °C for 30 min. The RNA was extracted with 200 µL of phenol:chloroform:isoamyl alcohol 25:24:1, pH 7.5–8.0 (Carl Roth, Karlsruhe, Germany) and precipitated with 2.5 volumes pure ethanol at −20 °C overnight. For input samples, 100 µL of the respective lysate was isolated using TRIZol reagents (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s protocol. The RNA was subsequently extracted according to the manufacturer’s instructions. 

### 4.18. Statistical Analyses 

Statistical analyses have been performed using GraphPad Prism (GraphPad Software, San Diego, CA, USA). *p* values less than 0.05 were considered to be significant. * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, ns: *p* > 0.05. Graphs and error bars reflect means ± s.d. (standard deviation).

## 5. Conclusions

In this study, we used a colorectal cancer mouse model and established gene expression profiles in primary tumors as well as liver metastases after LDM chemotherapy. We identified coding and non-coding transcript signatures and present highly promising miRNA, lncRNA and circRNA candidates, potentially relevant for future therapeutic applications. For a more detailed understanding of these molecules, future endeavors should focus on additional model systems such as an orthotopic model for colorectal cancer under LDM topotecan chemotherapy as described earlier [19]. Moreover, a single-cell based analysis of the population of recurrent tumor cells-driven chemotherapy resistance will help to understand the complexity of tumor-microenvironment interaction during LDM chemotherapy. Finally, results need to be validated and further investigated in human tumor samples. 

## Figures and Tables

**Figure 1:**
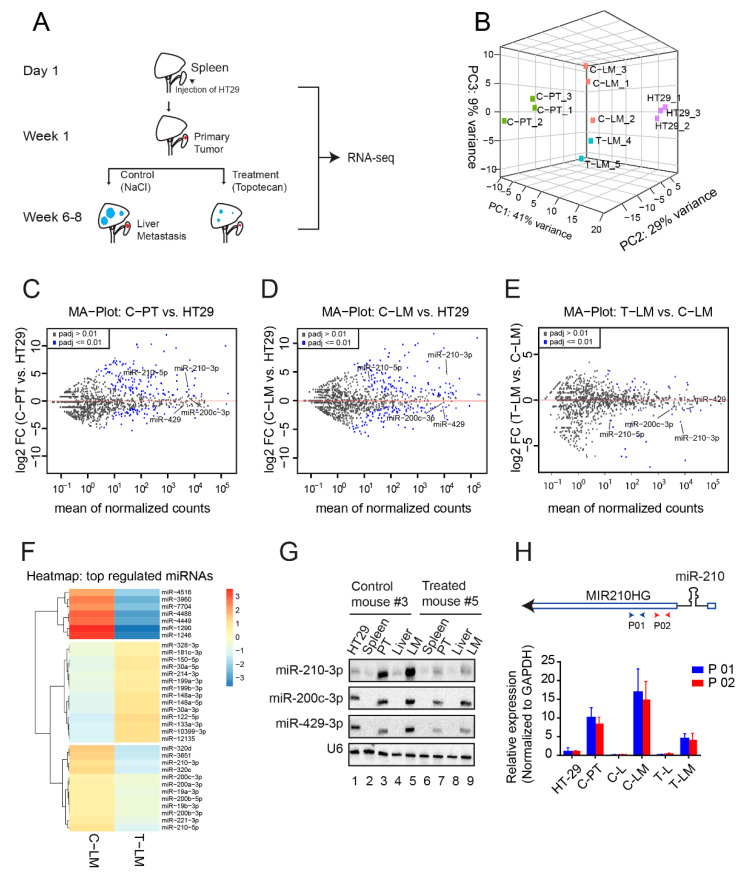
Mouse model and identification of miRNAs and *MIR210HG* as targets of LDM topotecan chemotherapy. (**A**) Schematic overview of the RNA collection procedure for library preparation. HT29 was intrasplenically injected into six weeks-aged female severe combined immunodeficient (SCID) mice for development of primary tumors. After one week, treatment with LDM topotecan chemotherapy was initiated, while the control group received sodium chloride. All mice were sacrificed when bioluminescence levels reached about 500,000 photons/s (about six to eight weeks after injection). The primary tumors from the spleens of control mice (C-PT) and metastases from livers of control mice (C-LM) and treated mice (T-LM) were collected for RNA sequencing. RNA from HT29 cells was collected at the time of injection. (**B**) Principal component analysis of the samples from miRNA library. (**C**–**E**) Mean-log ratio (MA) plot of miRNA expression in primary tumors from control mice (C-PT) versus HT29, liver metastasis from control mice (C-LM) versus HT29, and liver metastases from treated mice (T-LM) versus liver metastases from control mice (C-LM), respectively. (**F**) Heatmap of differentially expressed miRNAs in liver metastases from treated mice (T-LM) versus liver metastases from control mice (C-LM). (**G**) Northern blot validation of differentially expressed miRNAs, including miR-210-3p, miR-200c-3p, miR-429. U6 serves as loading control. PT (primary tumors), LM (liver metastasis). (**H**) Upper panel: Schematic representation of miR-210 and its host gene *MIR210HG*. P01 and P02 represents different oligoes for the detection of *MIR210HG* by qPCR. Lower panel: qPCR validation of MIR210HG using two different oligoes. C-PT: primary tumors from control mouse, C-L: liver from control mouse, C-LM: liver metastasis from control mouse, T-L: liver from LDM topotecan treated mouse, T-LM: liver metastasis from LDM topotecan treated mouse.

**Figure 2:**
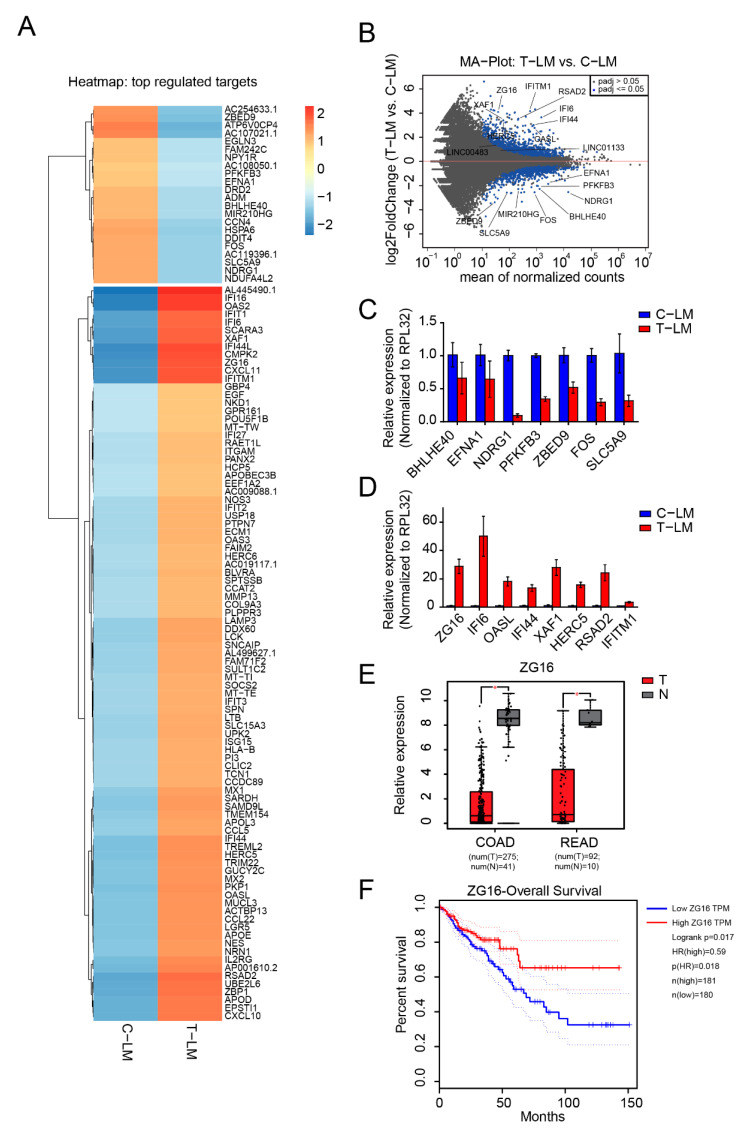
Identification of mRNAs regulated during LDM topotecan chemotherapy**. (A**) Heatmap of differentially expressed mRNAs in liver metastases from treated mice (T-LM) versus liver metastases from control mice (C-LM). (**B**) MA plot of mRNA expression in liver metastases from treated mice (T-LM) versus liver metastases from control mice (C-LM). (**C**,**D**) Validation of downregulated and upregulated mRNA from treated liver metastases compared to control liver metastases by qPCR. (**E**) Boxplot showing the significant downregulation of *ZG16* in colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) obtained from TCGA data, T: Tumors, N: Normal tissues. (**F**) Survival plot presents patient survival with expression of *ZG16*. The data from (**E**,**F**) was obtained from Gene Expression Profiling Interactive Analysis GEPIA web server [63].

**Figure 3:**
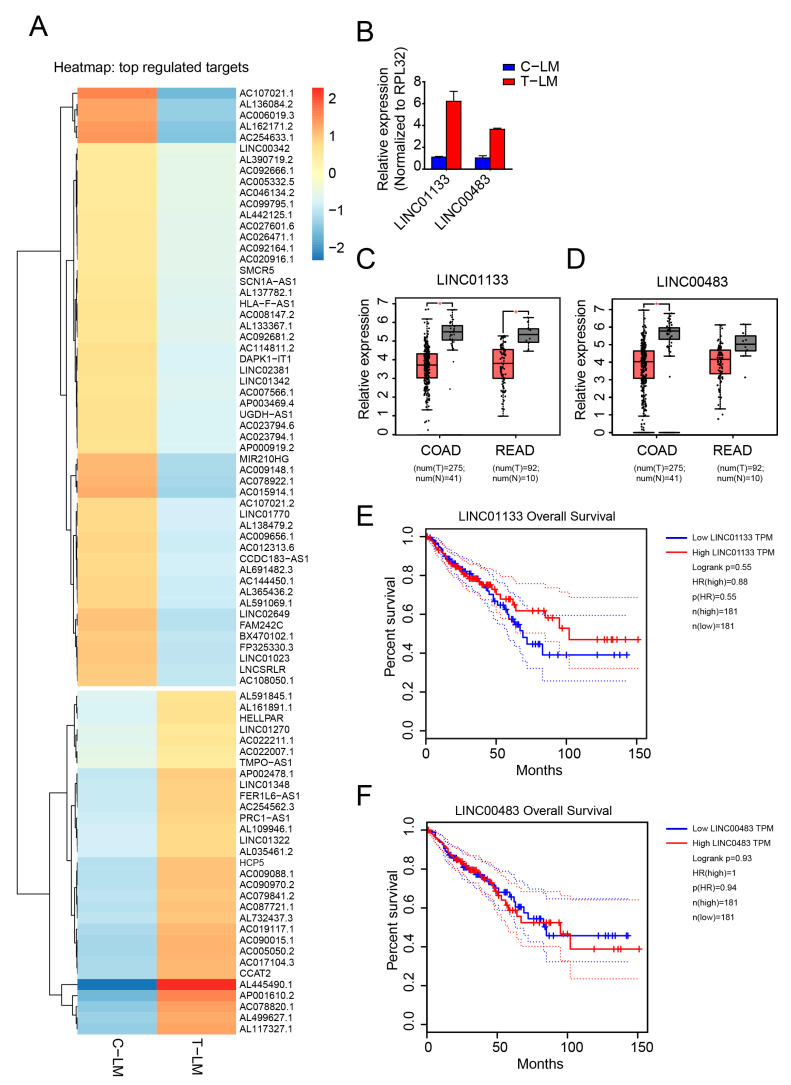
Identification of lncRNAs regulated during LDM topotecan chemotherapy. (**A**) Heatmap of differentially expressed miRNAs in liver metastases from treated mice (T-LM) versus liver metastases from control mice (C-LM). (**B**) Validation of *LINC01133* and *LINC00483* as downregulated lncRNA from treated liver metastases compared to control liver metastases by qPCR. (**C**,**D**) Boxplot showing the significant downregulation of *LINC01133* and *LINC00483* in colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) obtained from TCGA data, respectively. (**E**,**F**) Survival plot presents patient survival with expression of *LINC01133* and *LINC00483* in colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) obtained from TCGA data, respectively. The data from (**C**–**F**) was obtained from Gene Expression Profiling Interactive Analysis GEPIA web server [63].

**Figure 4:**
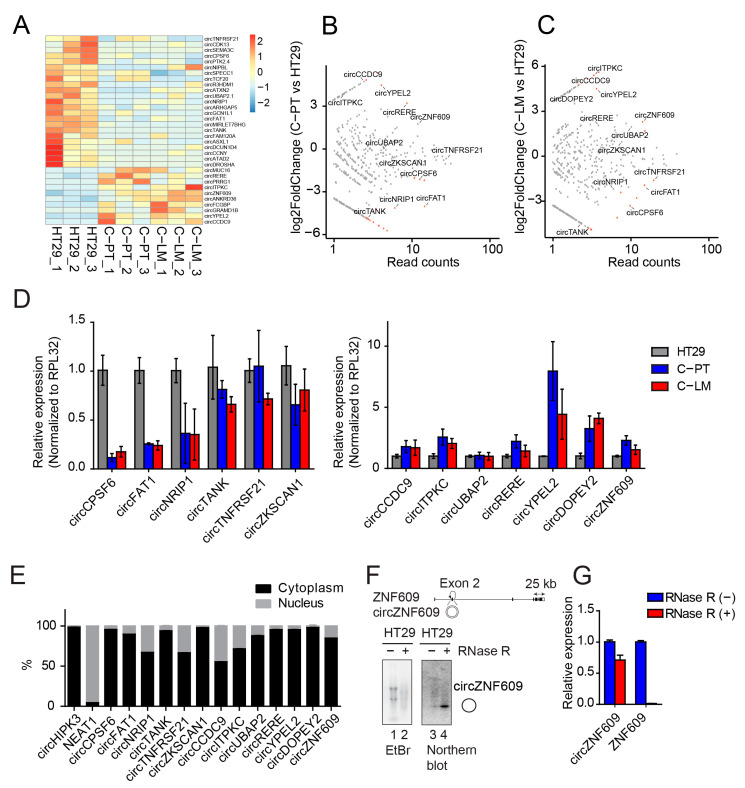
Identification of differentially expressed circRNAs during cancer progression and characterization of circZNF609. (**A**) Heatmap of differentially expressed circRNAs in primary tumors (C-PT), liver metastases (C-LM) versus HT29. The total number of reads supporting a particular head-to-tail junction was used as an absolute measure of circRNA abundance. (**B**,**C**) Scatter plot of circRNA expression in C-PT versus HT29 and C-LM versus HT29, respectively. (**D**) Validation of differentially expressed circRNAs in C-PT and C-LM from different mice compared to HT29. (**E**) Quantification of the nuclear/cytoplasmic localization of validated circRNAs. (**F**) Scheme of *ZNF609* locus with circZNF609 generated from its exon 2. The circularized exon 2 of circZNF609 is located between very long introns as observed for several circRNAs. Total RNA from HT29 treated with RNase R (lane 2) or mock treated (lane 1) were loaded on agarose gel. To enhance the signal of circZNF609, more RNA material was loaded in treated samples (lane 2, 4) compared to the untreated sample (lane 1, 3). Northern blot analysis of circZNF609 after RNase R treatment (lane 4) showed significant levels of circZNF609. (**G**) Relative expression of circZNF609 and ZNF609 using RNA isolated from HT29 cells treated with and without RNase R.

**Figure 5:**
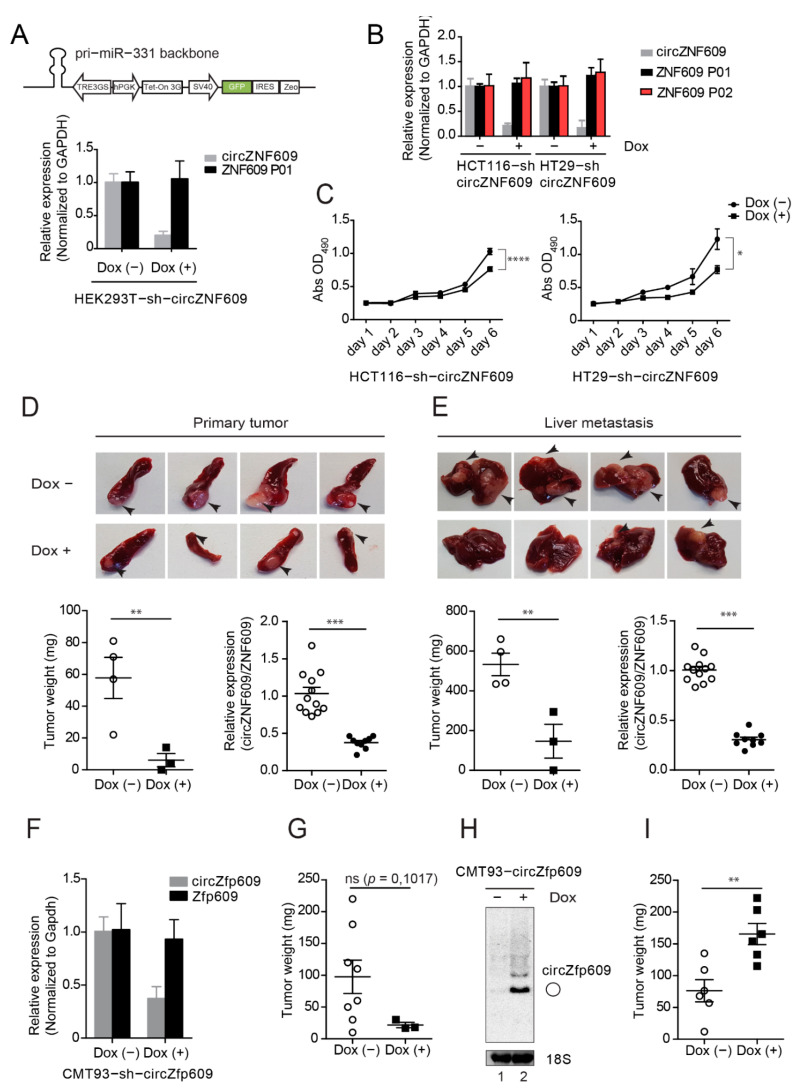
circZNF609 promotes colorectal cancer development. (**A**) shRNA design for knocking down of circZNF609 based on pri-miR-331 cassette driven by Poll-II promoter. shRNA targeting circZNF609 was designed by replacing miR-331 sequence. Using this construct, circZNF609 is efficiently knocked down in HEK293T-sh-circZNF609 upon doxycycline induction. (**B**) Relative expression of circZNF609 and ZNF609 (using two different primer pairs P01 and P02) in HT29-sh-circZNF609 and HCT116-sh-circZNF609 upon doxycycline induction validated by qPCR. (**C**) Knockdown of circZNF609 decreases cell proliferation in both HT29-sh-circZNF609 and HCT116-sh-circZNF609 cell lines. (**D**,**E**) HT29-sh-circZNF609 cell lines were injected into spleen of the SCID mice. Spleens containing primary tumors (PT) and livers with metastases (LM) were imaged for macro analysis. The according tumors were resected and measured by tumor weight (*n* = 8). Relative expression of circZNF609 of RNA isolated from PT and LM by qPCR, which was normalized to ZNF609. (**F**) Relative expression of circZfp609 in CMT93-sh-circZfp609 upon doxycycline induction validated by qPCR. (**G**) In vivo data of tumor resected from the mice subcutaneously injected with CMT93-sh-circZfp609 upon doxycycline induction. The tumor development was calculated by measuring the tumor weight (*n* = 11). (**H**) CMT93-circZfp609 cell was induced by doxycycline and the cells were harvested for northern blot analysis. (**I**) In vivo data from the mice subcutaneously injected of CMT93-circZfp609 cells upon doxycycline induction (*n* = 12). The tumor development was calculated by measuring the tumor weight. Dox: Doxycycline. ns: not significant, *p* > 0.05; * *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.001.

## Data Availability

RNAseq data is available from Gene Expression Omnibus (GEO) under the accession number GSE163076. Uncropped western blots and northern blots can be found in Figure S8.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/1/49/s1, Figure S1: Mice used in this study and profiling of miRNAs, Figure S2: Quality control for rRNA-depleted library, Figure S3: Validation of differentially expressed lincRNAs, Figure S4: LINC00483 potentially encodes for a microprotein named ANKRD40CL, Figure S5: Further characterization of circZNF609, Figure S6: Methods for knockdown of circZNF609 and characterization the oncogenic role of circZNF609, Figure S7: Differentially expressed circRNAs during LDM treatment and validation of RNA candidates in HT29-topotecan resistance cell line, Figure S8. Uncropped western blots and northern blots, Table S1: List of oligos for qPCR analysis, northern blot analysis, circRNA, plasmids and stable cell lines, Table S2: microRNA analysis, Table S3: mRNA and lncRNA analysis; Table S4: circRNAs analysis.

# Supplementary material for: Gene Expression Signatures of a Preclinical Mouse Model during Colorectal Cancer Progression under Low-Dose Metronomic Chemotherapy
**Source:** Cancers (Basel). 2020 Dec 26;13(1):49. doi: 10.3390/cancers13010049
**Supplement:** Supplementary file 1

Supplementary Materials: Gene Expression Signatures of a Preclinical Mouse Model during Colorectal Cancer Progression
under Low-Dose Metronomic Chemotherapy

| **Publisher’s Note:** MDPI stays neutral with regard to jurisdictional claims in published maps and institutional affiliations.  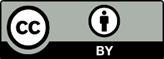  **Copyright:** © 2020 by the authors. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (http://creativecommons.org/licenses/by/4.0/). |
| --- |

Hung Ho-Xuan, Gerhard Lehmann, Petar Glažar, Foivos Gypas, Norbert Eichner, Kevin Heizler, Hans J Schlitt, Mihaela Zavolan, Nikolaus Rajewsky, Gunter Meister & Christina Hackl

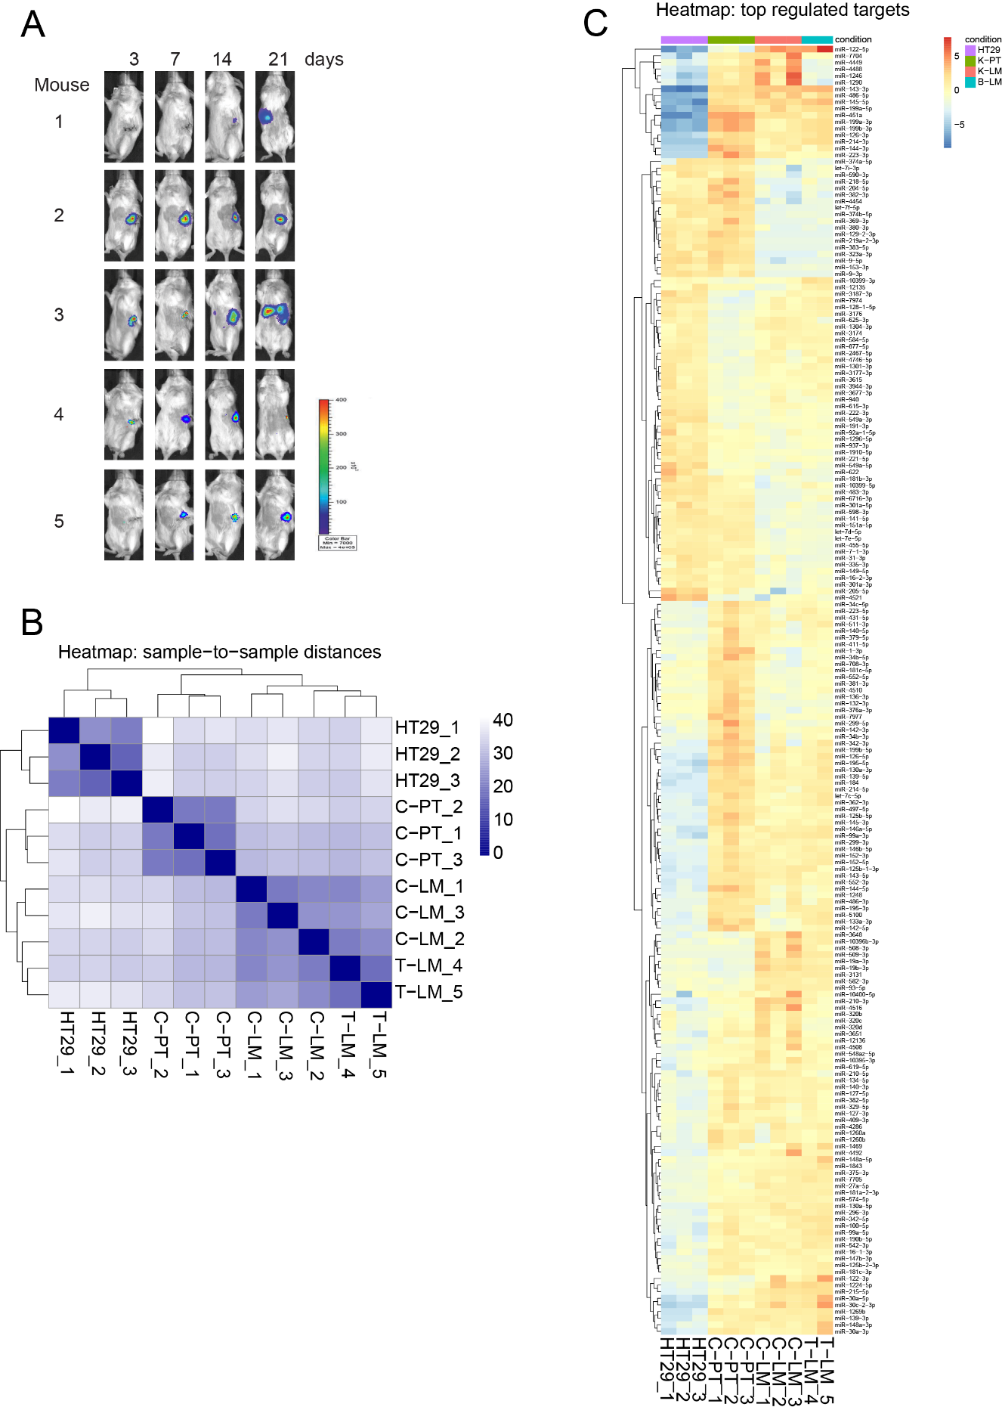

**Figure S1.** Mice used in this study and profiling of miRNAs. (**A**) Mouse preparation for development of primary tumor and liver metastasis in control and treated group. In vivo bioluminescence monitoring of intrasplenic HT29 tumors. Three days after injection, primary tumors developed. For bioluminescence imaging, mice were intraperitoneally injected with 150 mg/kg of luciferin and imaged weekly. All mice were sacrificed when bioluminescence levels of the control group reached about 500,000 photons/s. Five mice were used for this experiment. Three mice: #1, #2, #3 belong to control group while two mice: #4, #5 belong to LDM topotecan treated group. (**B**) Heatmap showing sample-to-sample distances from miRNA library. (**C**) Heatmap of the top regulated miRNAs differentially expressed in HT29 compared to primary tumor from control group (C-PT), liver metastasis from control group (C-LM) and liver metastasis from treated group T-LM.

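Against the injected HT29 cells, treated liver metastases were rich in miRNAs of liver and stroma and poor in several miRNAs of the epithelial miR-200 family. miR-122-5p, the most abundant miRNA of hepatocytes, was 2359 CPM in T-LM replicate 4 and 23210 CPM in replicate 5, against 3 reads in the 3 HT29 libraries, a ratio of 19625 (95% counting interval 6715 to 95167). miR-143-3p, of smooth muscle and fibroblasts, was 256274 ± 2913 CPM in T-LM (SD, n = 2, log2 fold change 11.30, adjusted p = 2.56e-10 from edgeR). miR-200c-3p and miR-429, of the miR-200 family, both fell (log2 fold change -1.54, adjusted p = 0.00238, and -2.10, adjusted p = 0.00122). Of the 477 miRNAs, 132 rose and 122 fell. The 5p to 3p ratio differed for 46 of 108 hairpins (limma). A library batch shared by the liver samples cannot be told apart from the liver site in this comparison. Among the 10 with the largest falls of those with groups that did not overlap and a mean of at least 50 CPM were miR-9-5p, abundant in neural tissue, at 46.1 ± 5.08 CPM, let-7f-5p, of the let-7 family that represses RAS and MYC, at 1299 ± 44.6 CPM, and miR-221-3p, which represses CDKN1B, with a log2 fold change of -2.94 (adjusted p = 5.79e-05). Of the miR-200 family, 8 of 9 members fell (camera adjusted p = 0.00143, or 0.304 with an estimated correlation). Of the stromal and endothelial miRNAs 16 of 17 rose (camera adjusted p = 4.24e-11, or 0.0828 with an estimated correlation), as did all 5 tested hepatocyte-associated miRNAs (camera adjusted p = 0.0133, or 0.325 with an estimated correlation). All 5 erythroid-associated (camera adjusted p = 0.00704, or 0.305 with an estimated correlation) and 6 of 7 tested leukocyte-associated miRNAs rose as well (camera adjusted p = 0.0149, or 0.305 with an estimated correlation). All 3 tested miRNAs of the miR-221 and miR-222 cluster fell (camera adjusted p = 0.0284, or 0.288 with an estimated correlation), and 6 of 11 miR-30 members rose, 7 when adjusted over the list alone (camera adjusted p = 0.0427, or 0.325 with an estimated correlation). The other 9 lists were not called. Groups did not overlap for 335 of the 477 miRNAs, where chance gives 20%. Scaling by library size only moved the median log2 fold change of all miRNAs from -0.08 to -0.87 and gave 85 rises and 193 falls, without turning the direction of a called list. Thinning to the shallowest library gave 159 calls.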

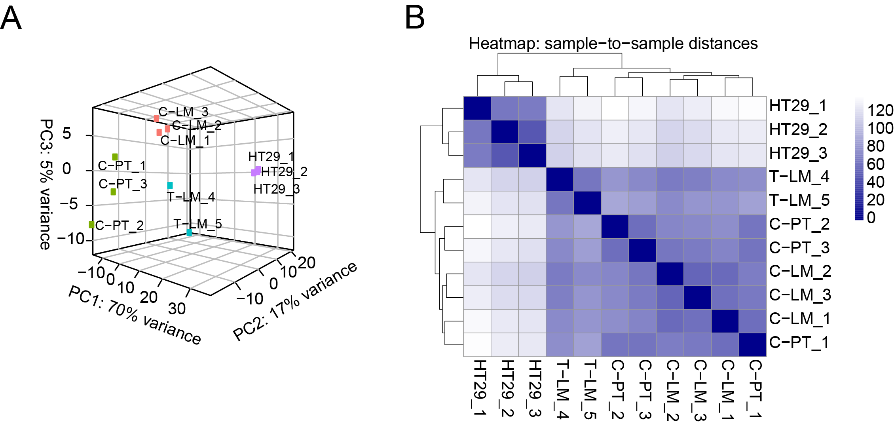

**Figure S2.** Quality control for rRNA-depleted library. (**A**) Principal component analysis of the samples from rRNA-depleted library. (**B**) Heatmap showing sample-to-sample distances from rRNA-depleted library.

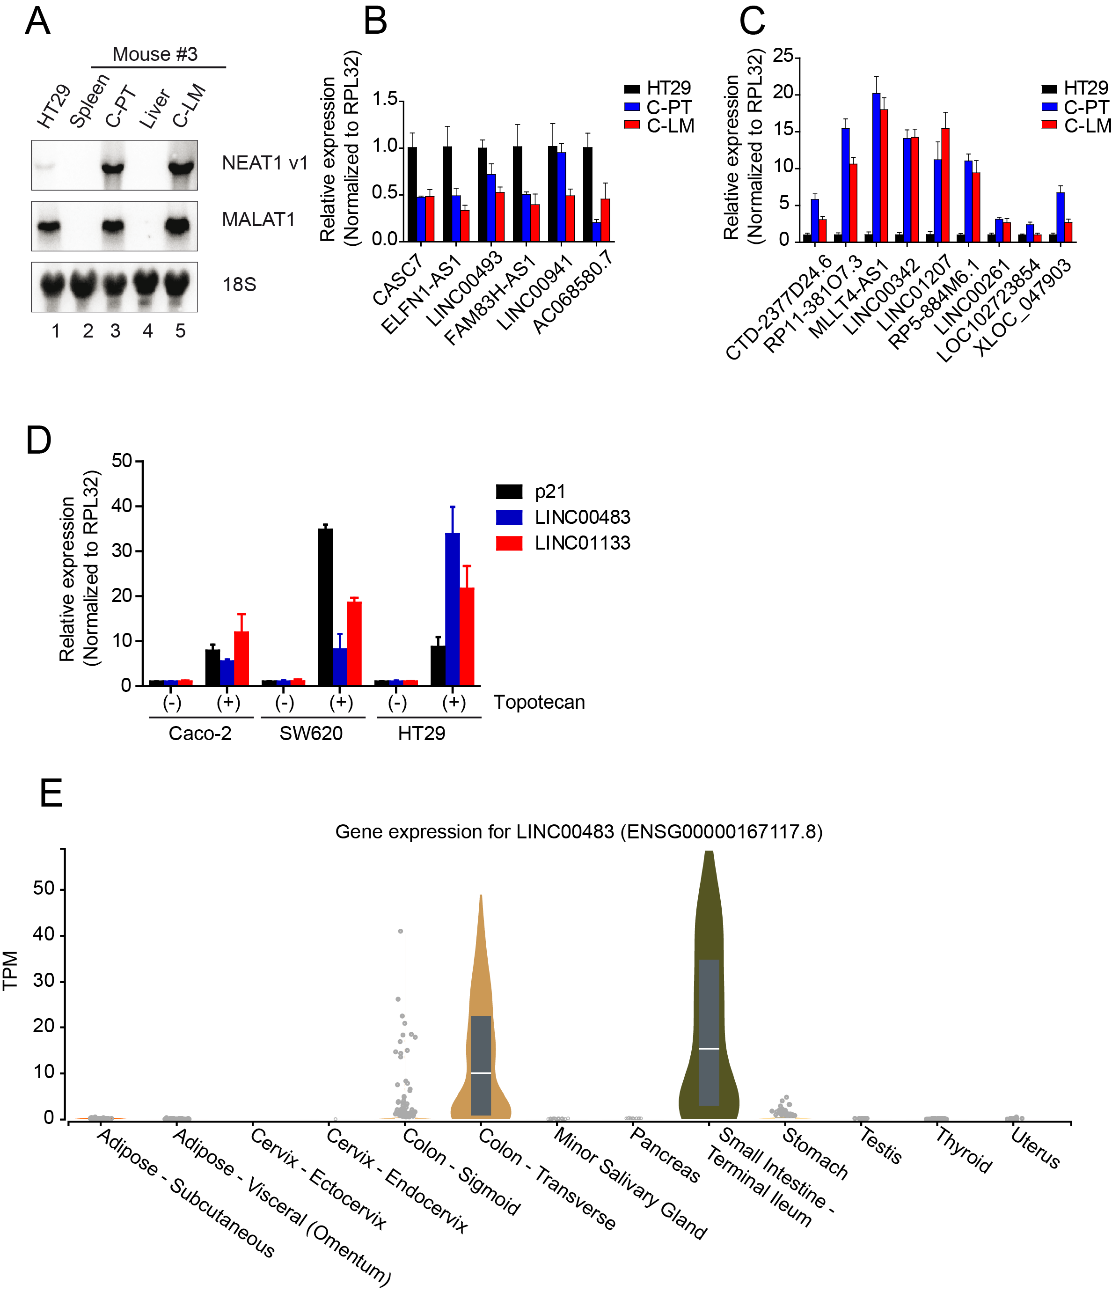

**Figure S3.** Validation of differentially expressed lincRNAs. (**A**) Northern blot validation of NEAT1 short isoform (NEAT1 v1) and MALAT1 in the primary tumor control group (C-PT), liver metastasis from control group (C-LM). 18S served as loading control. (**B**,**C**) Validation of downregulated and upregulated lncRNA from primary tumor control group (C-PT), liver metastasis from control group (C-LM) compared to HT29 cells by qPCR. (**D**) Relative expression of LINC00483 and LINC01133 in Caco-2, SW620 and HT29 cells 2 days after treatment with topotecan by qPCR. P21 served as positive control. (**E**) Gene expression for LINC00483 of different human tissue using GTExPortal web database.

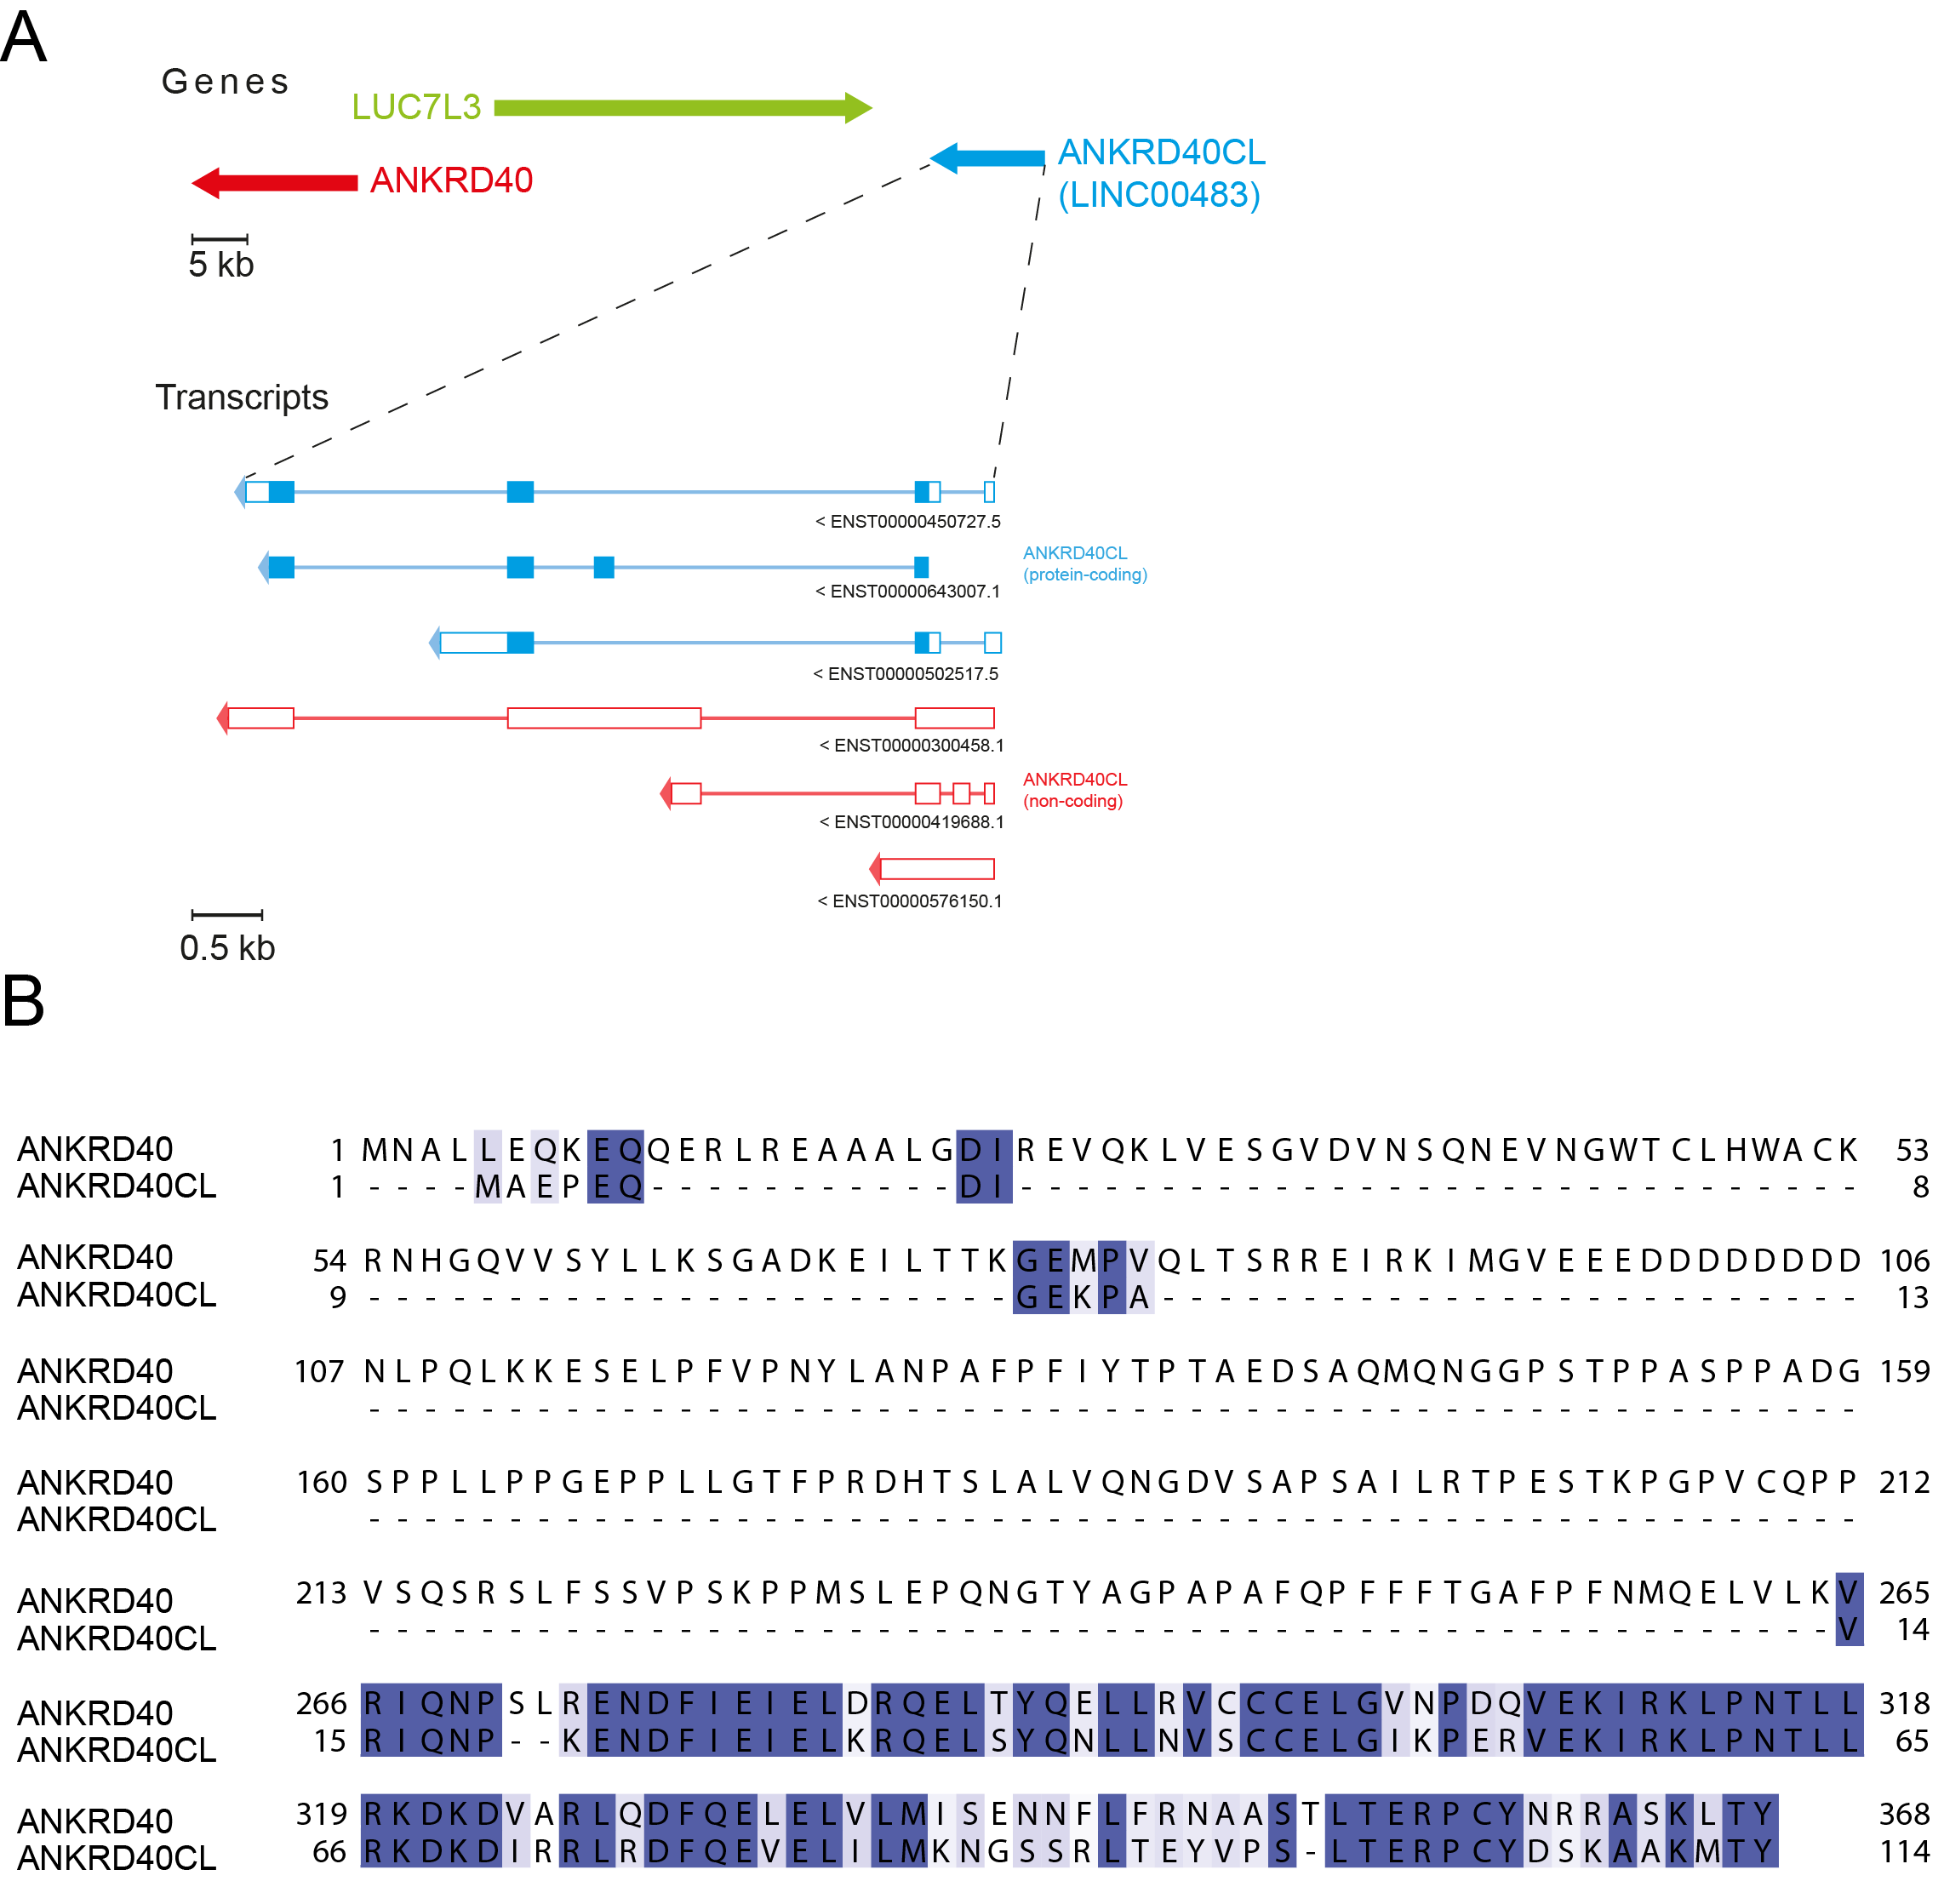

**Figure S4.** LINC00483 potentially encodes for a microprotein named ANKRD40CL. **(A**) Locus of LINC00483. LINC00483 encodes for several transcripts, some of which might encode for protein called ANKRD40CL. Sequence alignment of ANKRD40CL and ANKRD40. (B) Protein alignment of ANKRD40CL with ANDKRD40.

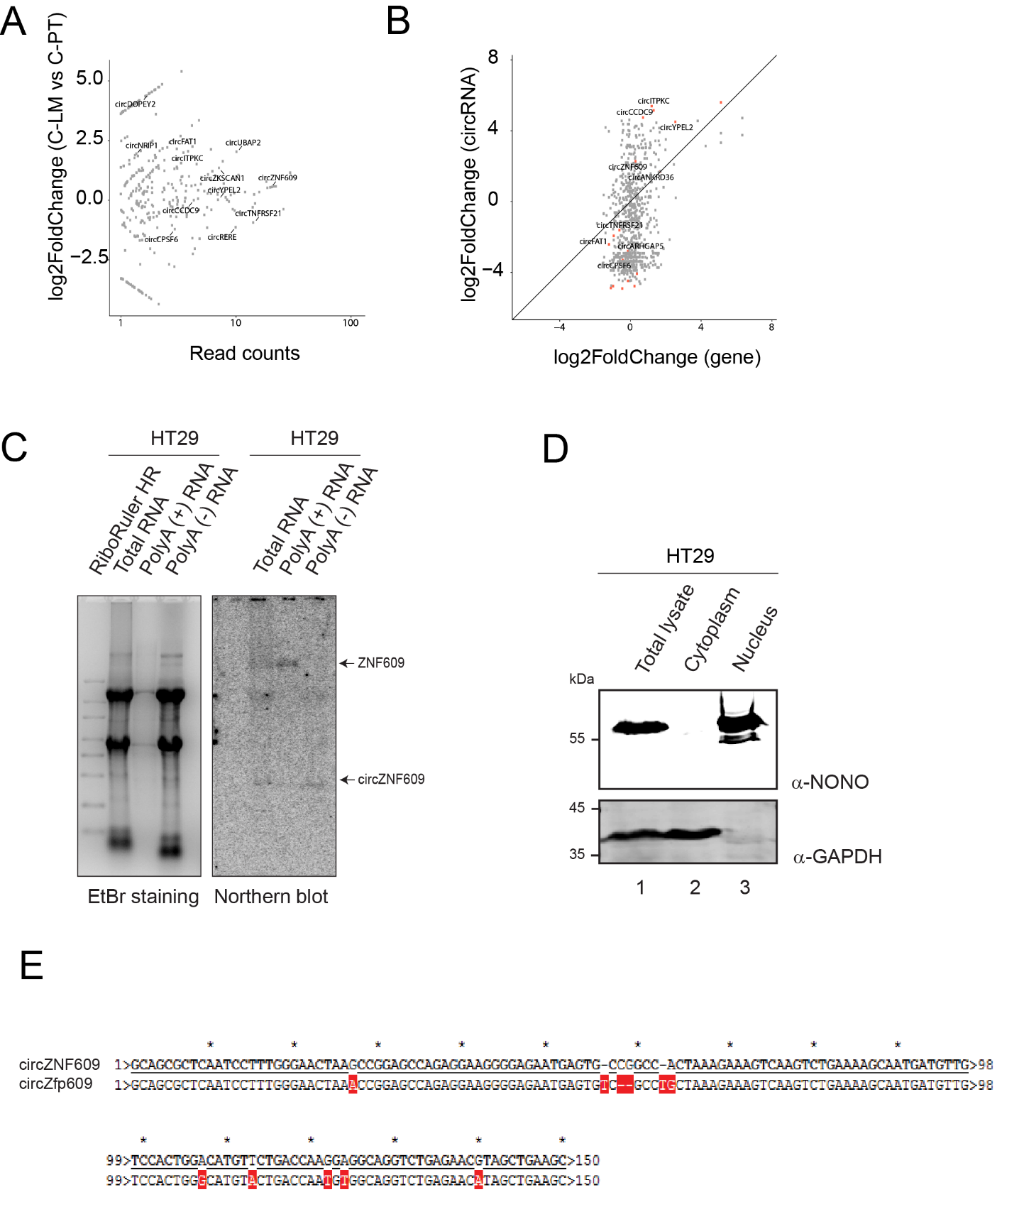

**Figure S5.** Further characterization of circZNF609. (**A**) Scatter plot of circRNA expression in C-LM versus C-PT. (**B**) Scatter plot of circRNA expression and linear transcript expression in liver metastasis versus HT29.hCG.Luc. Expression of some circRNAs is independent from its hots gene. (**C**) Northern blot of the fractionated polyA (+/−) RNA from HT29 cells. 20 µg of Total RNA or polyA (−) RNA and 2.5 µg of polyA (+) RNA was loaded on 1% MOPS Agarose gel. Northern blot using probes detected both ZNF609 and circZNF609 was performed. Northern blot analysis showed that circZNF609 is not enriched in the polyA (+) fraction as shown by ZNF609. (**D**) Western blot of the total lysate, nuclear and cytoplasmic fraction from HT29 cells. NONO and GAPDH served as nuclear and cytoplasmic marker, respectively. (**E**) Alignment of the amplicon’ sequence of circZNF609 and circZfp609 that amplified by qPCR primer.

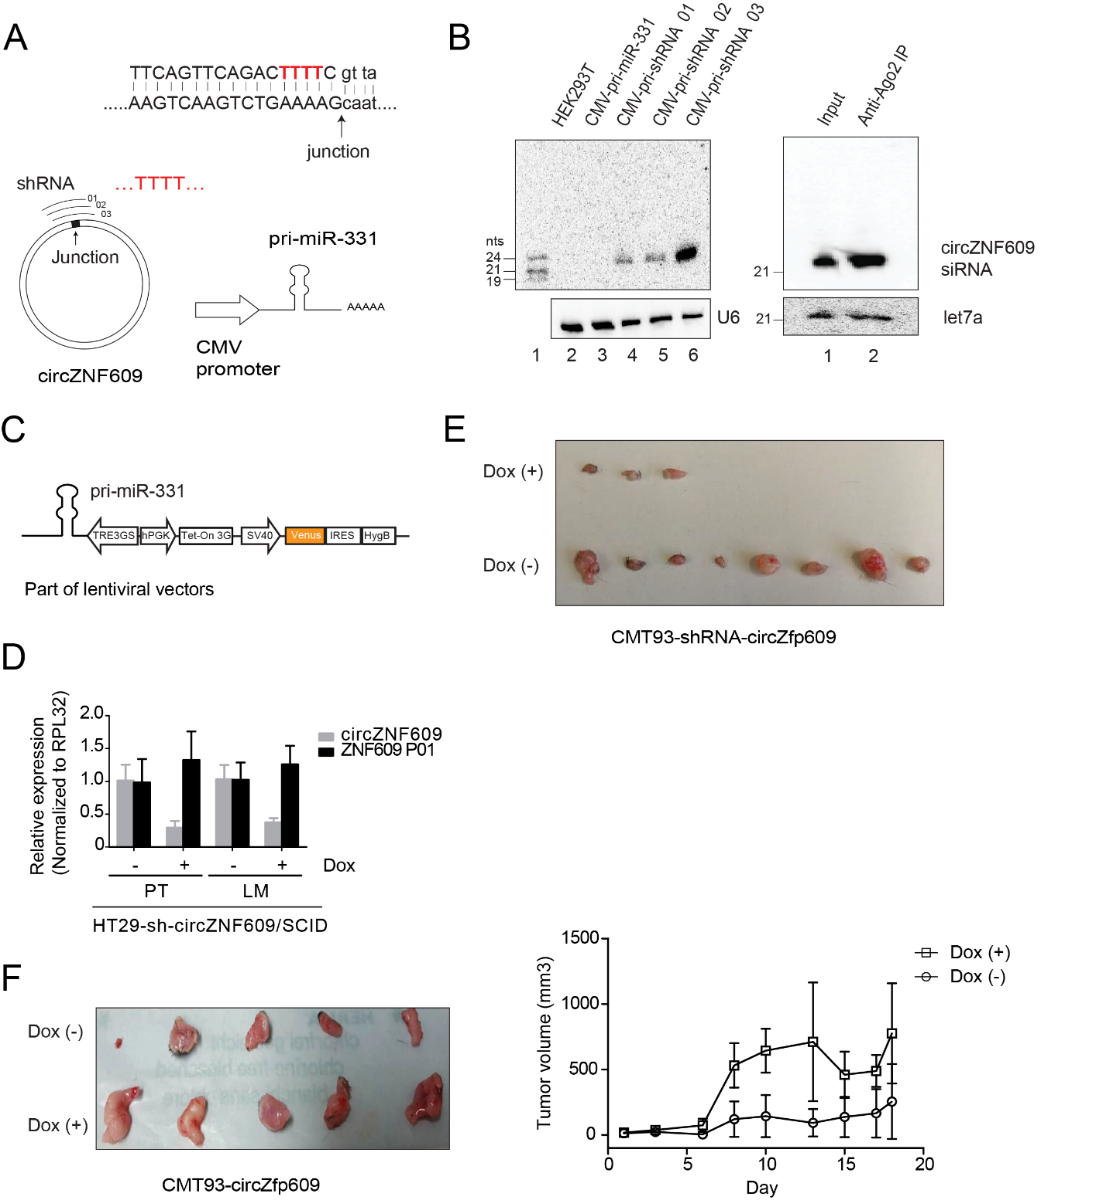

**Figure S6.** Methods for knockdown of circZNF609 and characterization the oncogenic role of circZNF609. (**A**) siRNA strategy for targeting circZNF609. Alignment of the siRNA with junction of circZNF609 is indicated. All three designed sequences spanning the junction of circZNF609 contain four Ts in a row in front of the stop signal, therefore lead to premature abortion of Pol-III transcription. Alternatively, artificial microRNA (amiRNA) construct based on pri-miR-331 driven by Pol-II promoter was developed. (**B**) HEK293T was transfected with the constructs consecutively expressing pri-miR-331 or different amiRNAs. 2 days post-transfection, RNA was harvested for northern blot analysis using probes targeting the desired sequence of siRNA targeting circZNF609 (siRNA 03). (**C**) Part of the lentiviral vectors used for generating HT29-sh-circZNF609 and HCT116-sh-circZNF609 cell lines (**D**) Relative expression of circZNF609 and ZNF609 from primary tumors (PT) and liver metastasis (LM) isolated from tumors developed in SCID mice injected with HT29-sh-circZNF609 cell lines. Data represents relative expression normalized to RPL32 from untreated animal (Dox (−), *n* = 4) and Doxycyline treated animal (Dox(+), *n* = 4). (**E**) In vivo data of tumor resected from the mice subcutaneously injected with CMT93-sh-circZfp609 upon doxycycline induction. The tumor development was calculated by measuring the tumor weight. (**F**) In vivo data from the mice overexpressing circZNF609 upon doxycycline induction (*n* = 10). Induction of circZNF609 by doxycycline increases tumor volume. Dox: Doxycyline.

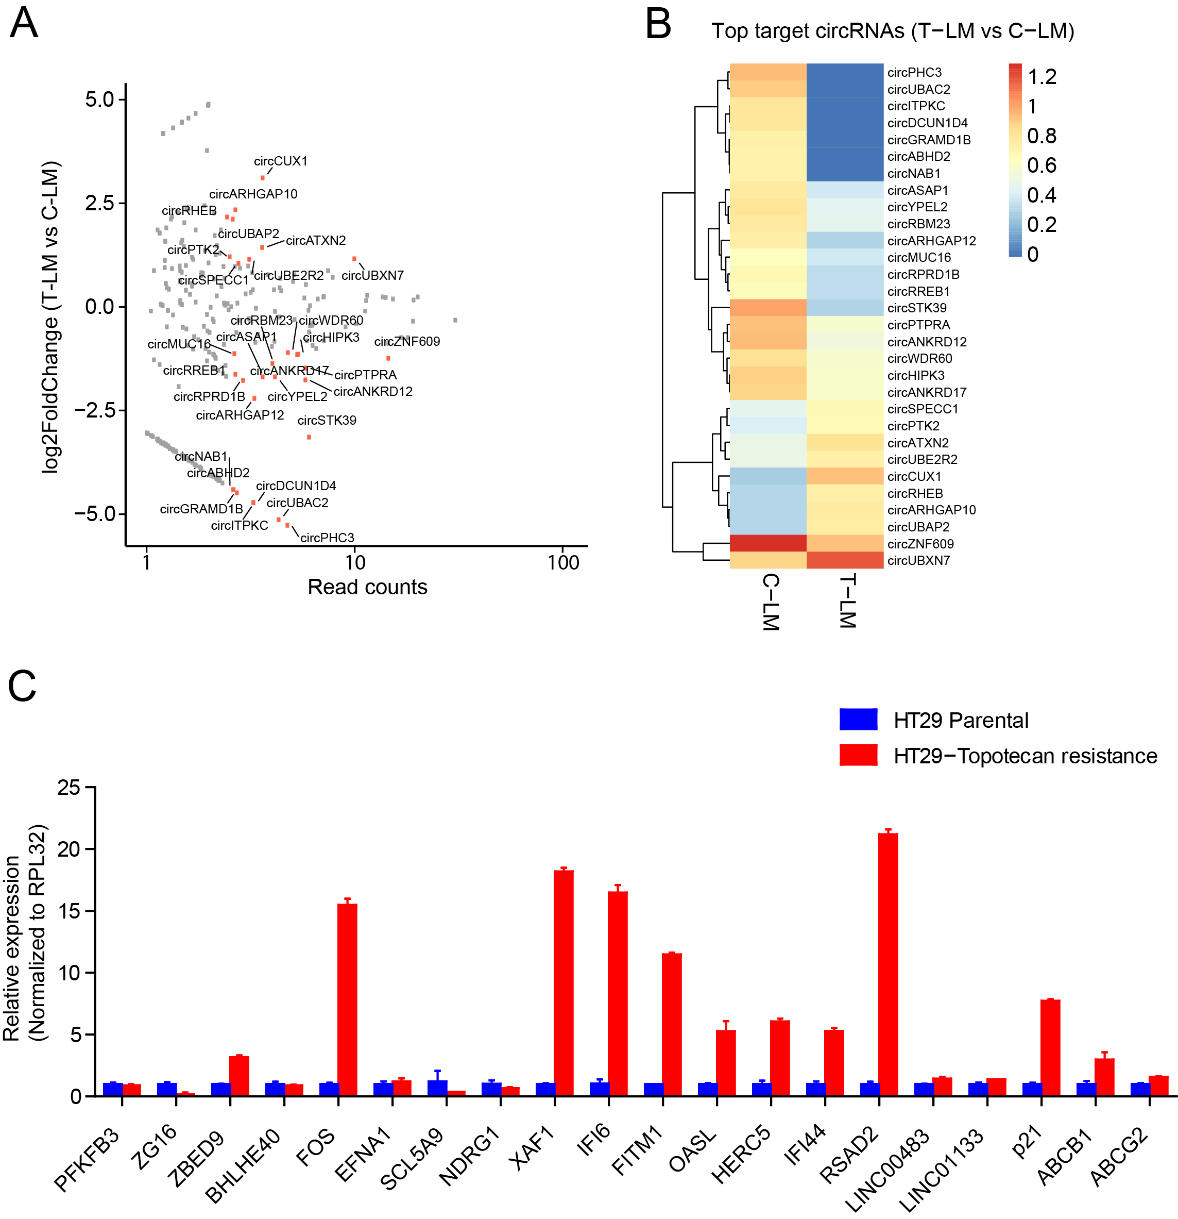

**Figure S7.** Differentially expressed circRNAs during LDM treatment and validation of RNA candidates in HT29-topotecan resistance cell line. (**A**) Scatter plot of circRNA expression in T-LM versus C-LM. (**B**) Heatmap of differentially expressed circRNAs in T-LM versus C-LM. The total number of reads supporting a particular head-to-tail junction was used as an absolute measure of circRNA abundance. (**C**) Examination of the validated candidates from HT29-topotecan resistance compared to HT29 parental cell line by qPCR.

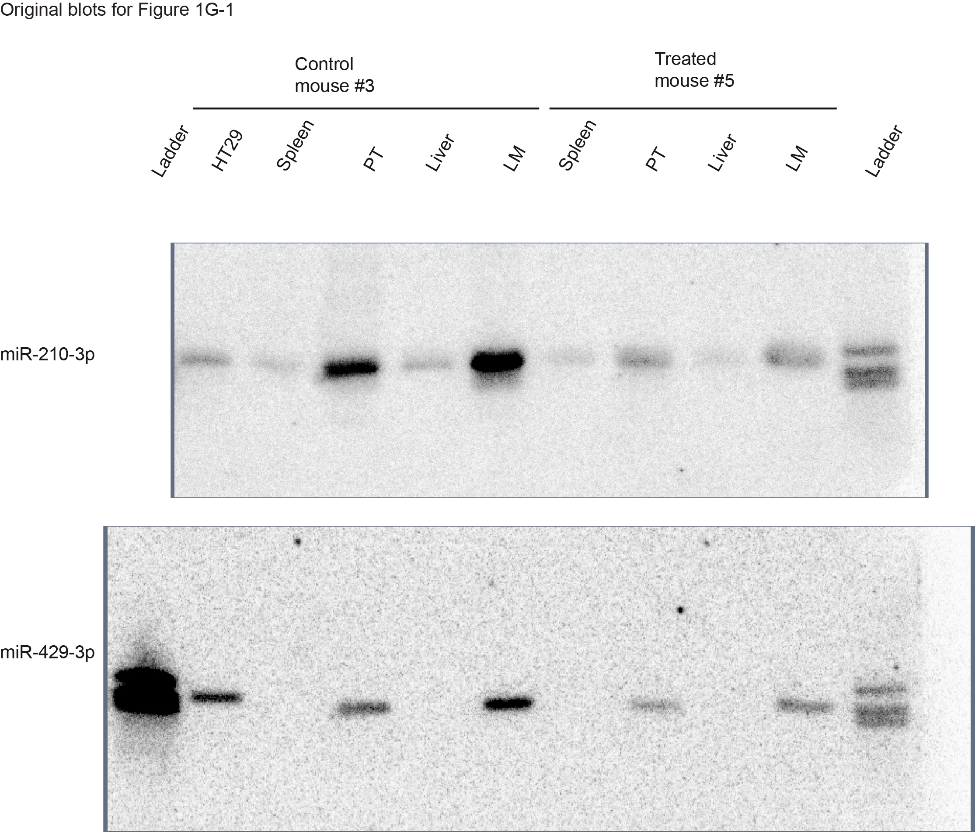

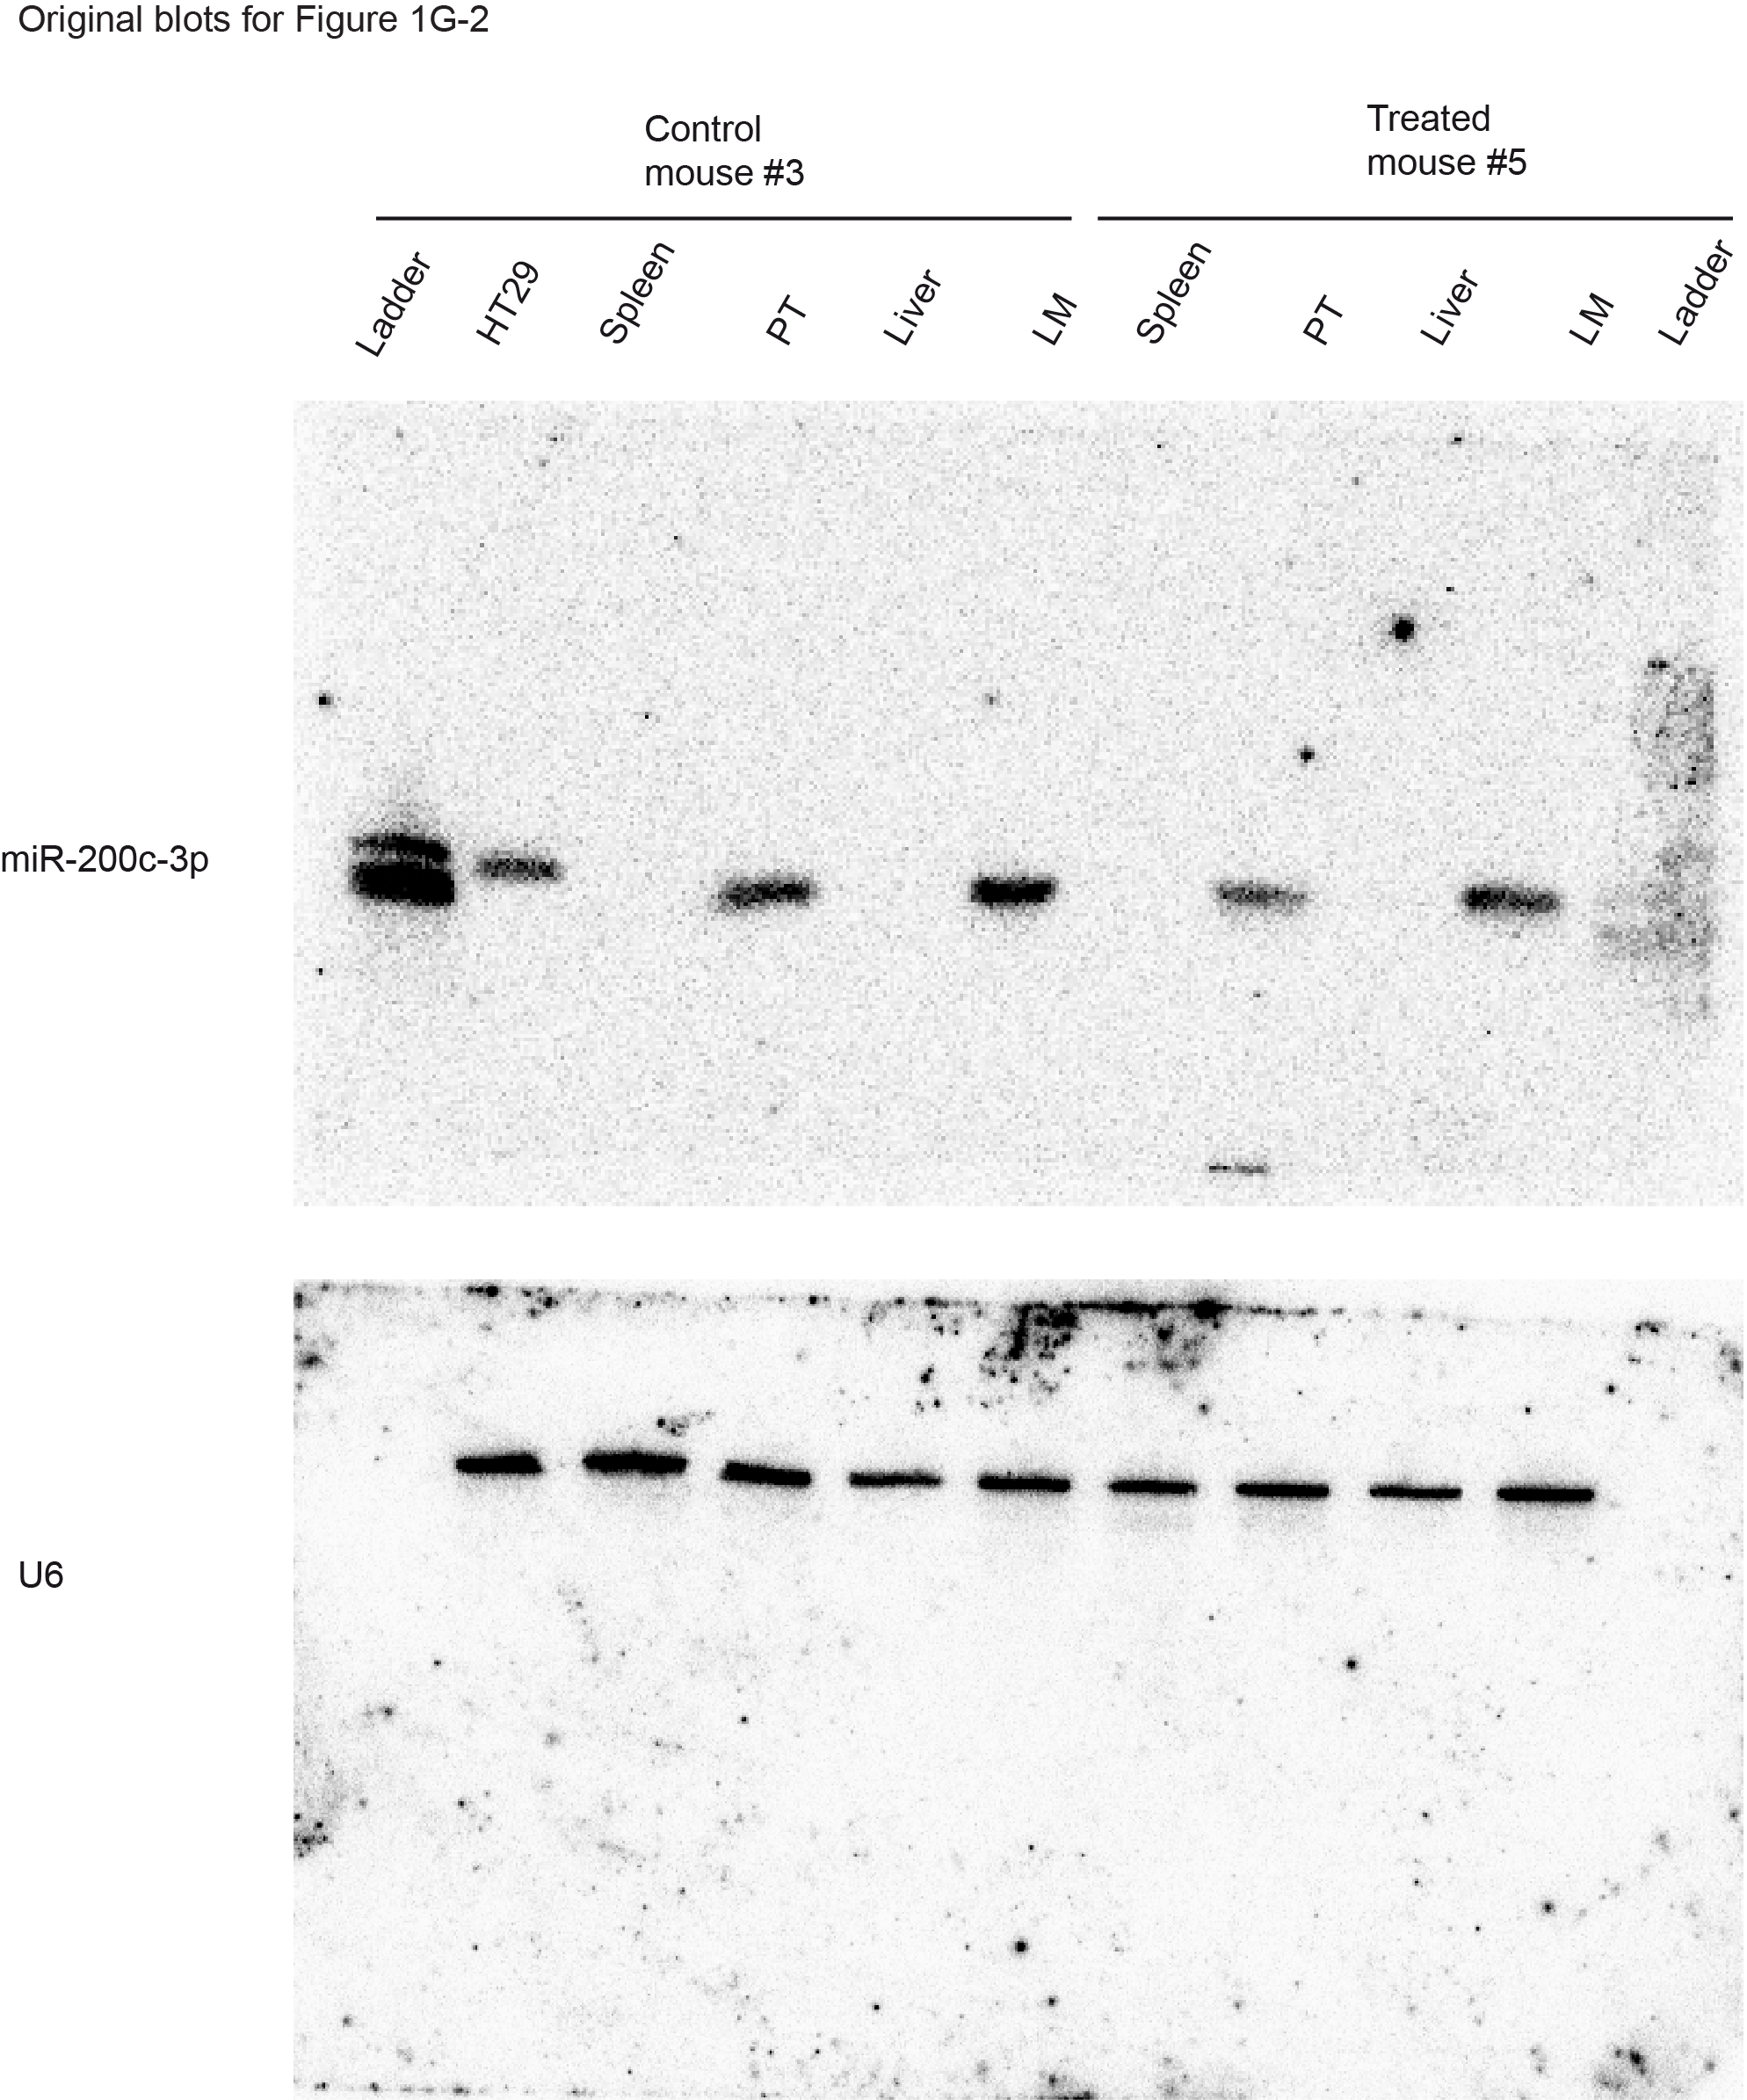

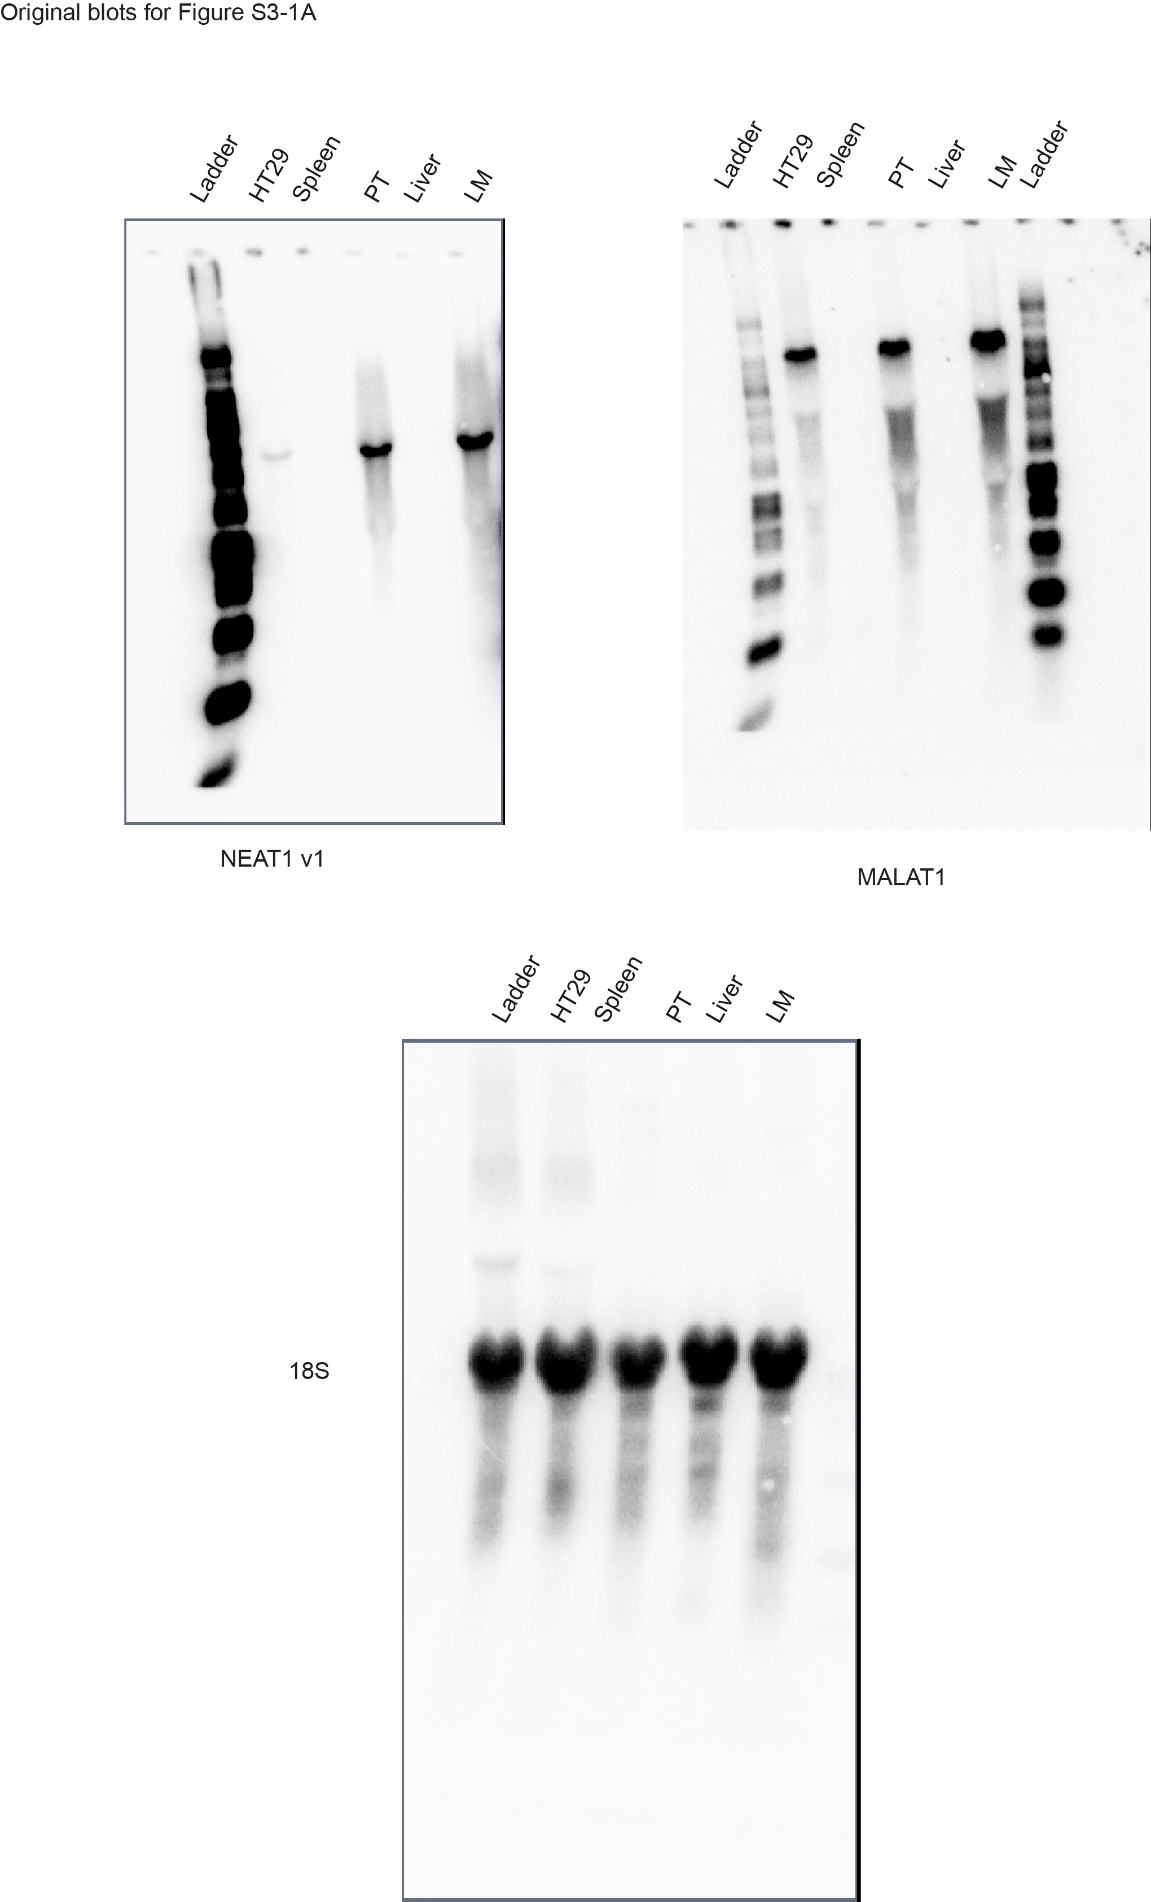

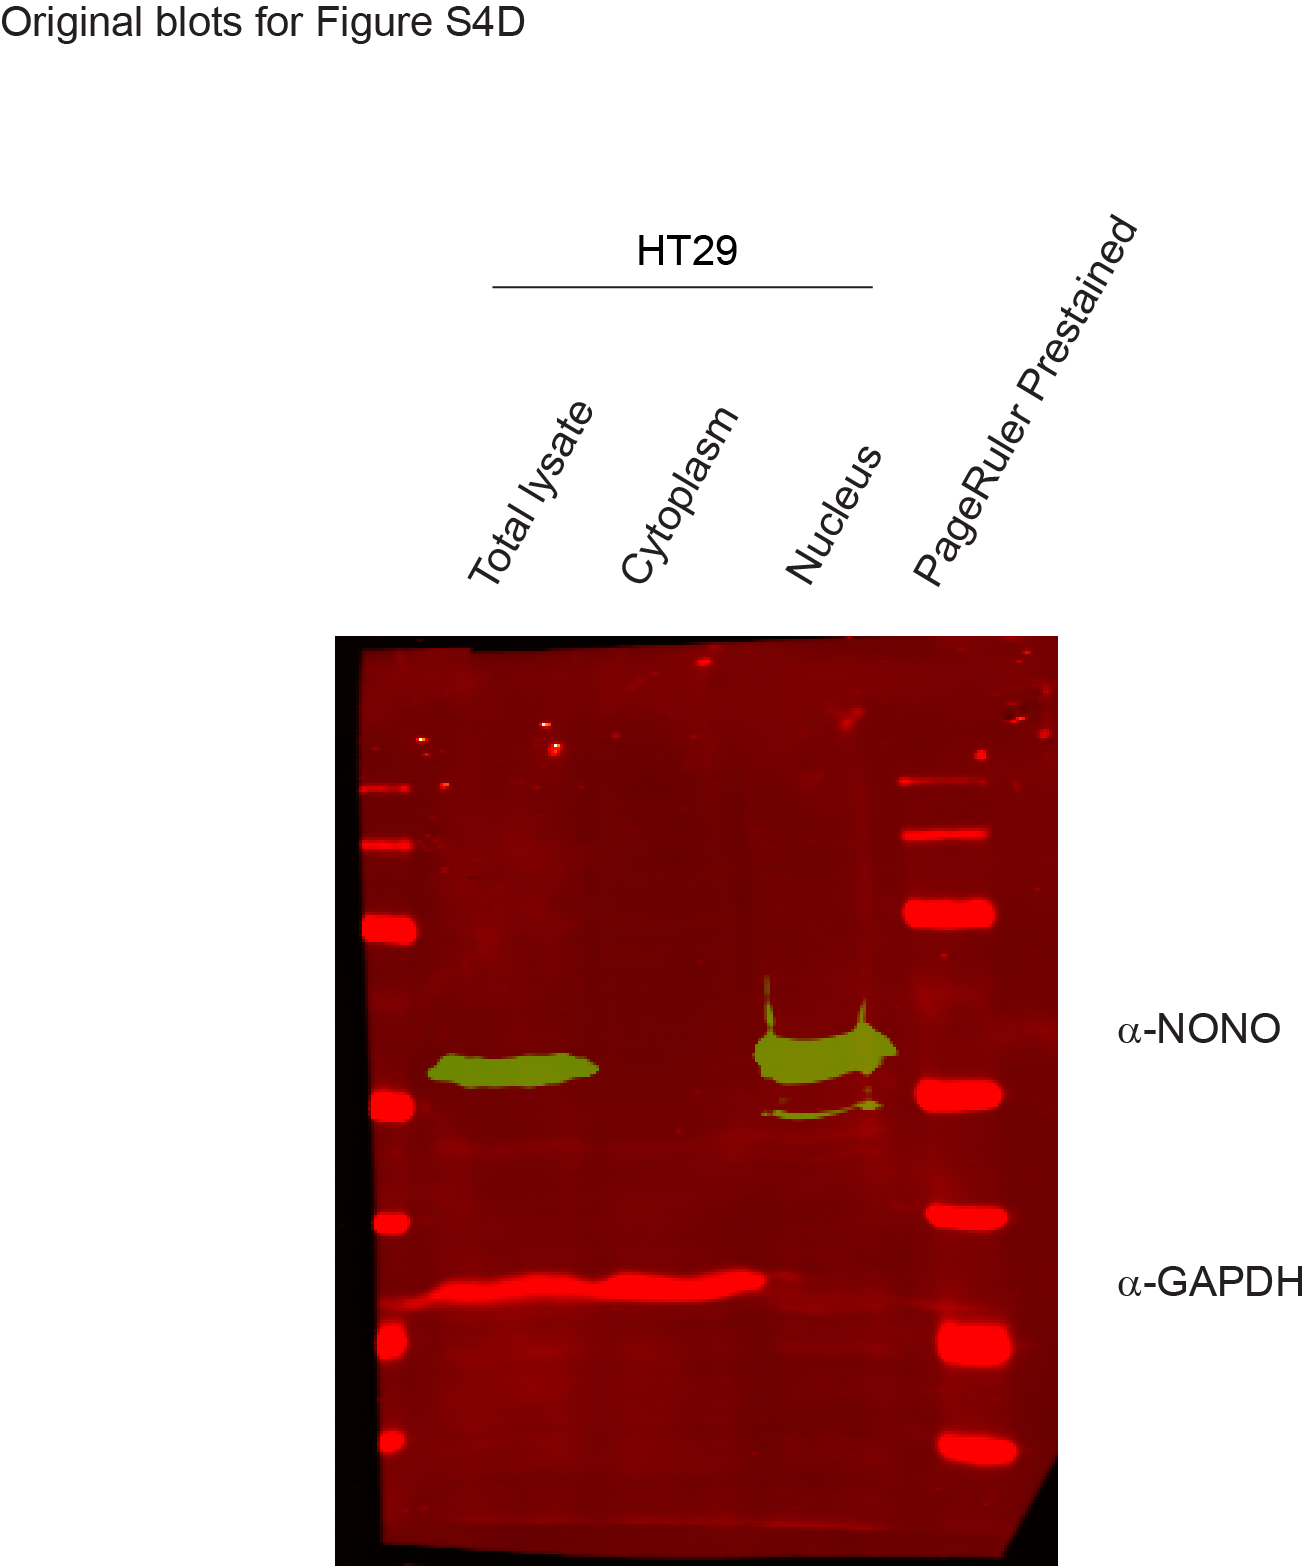

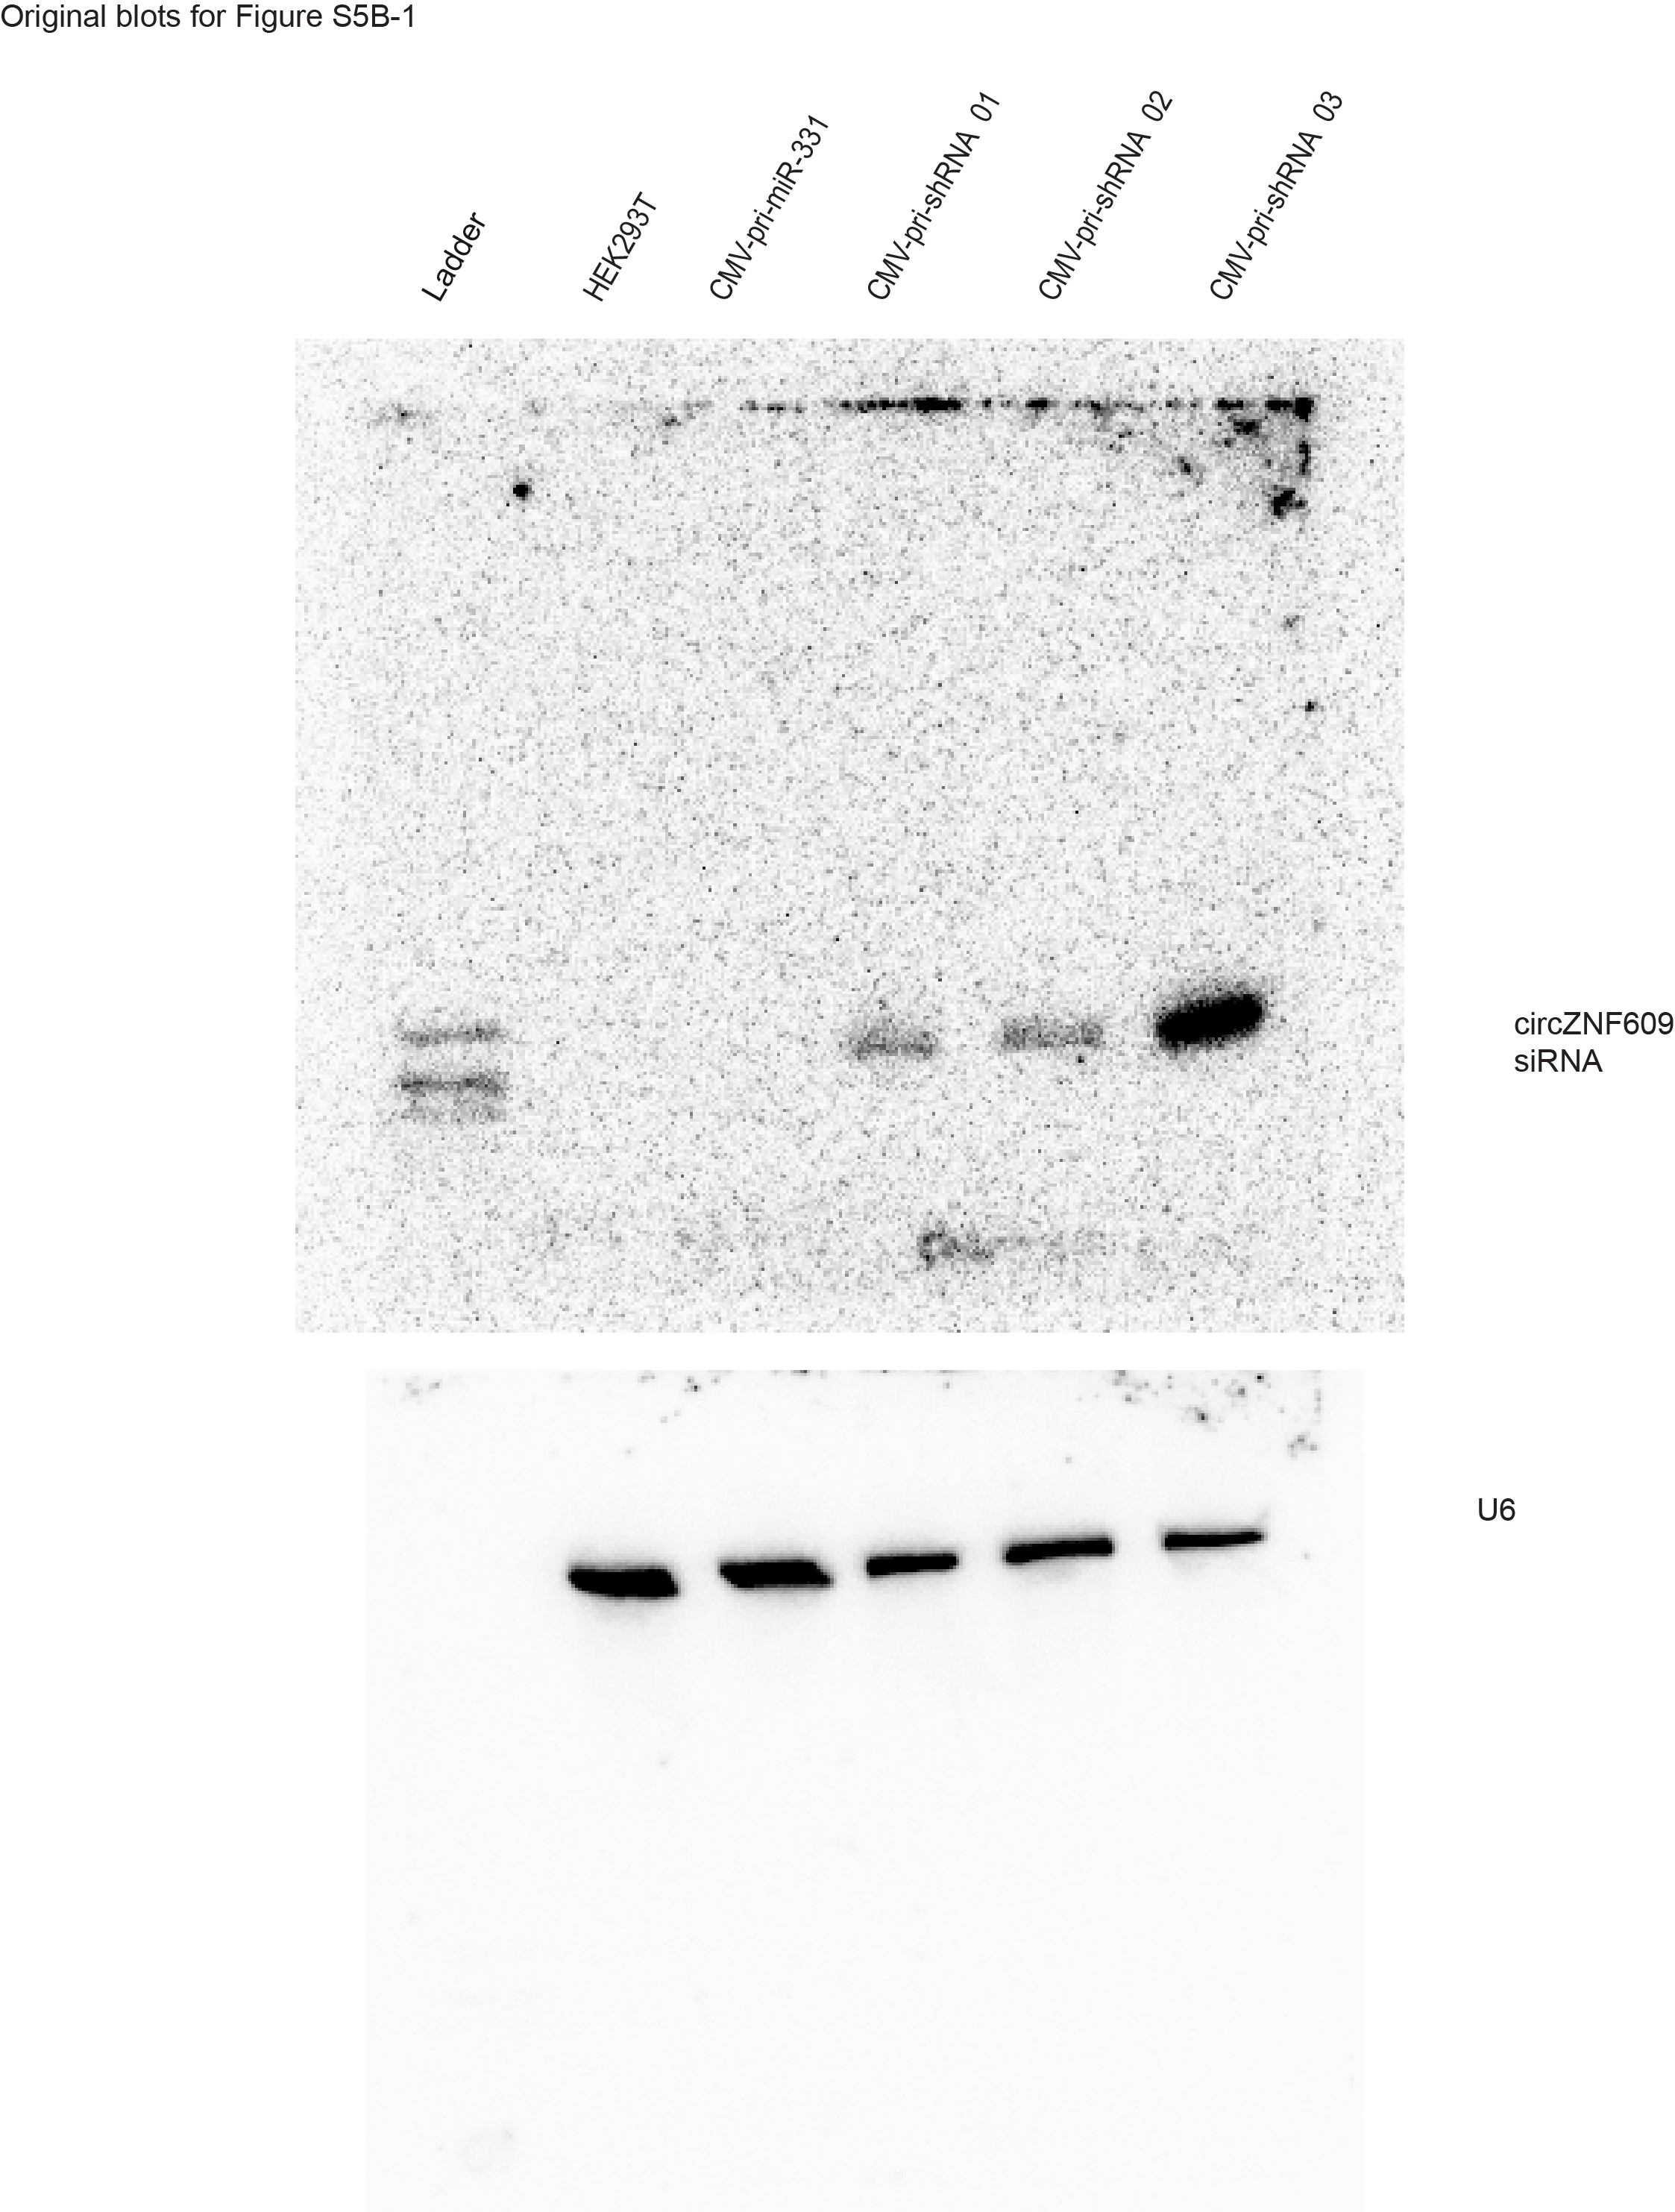

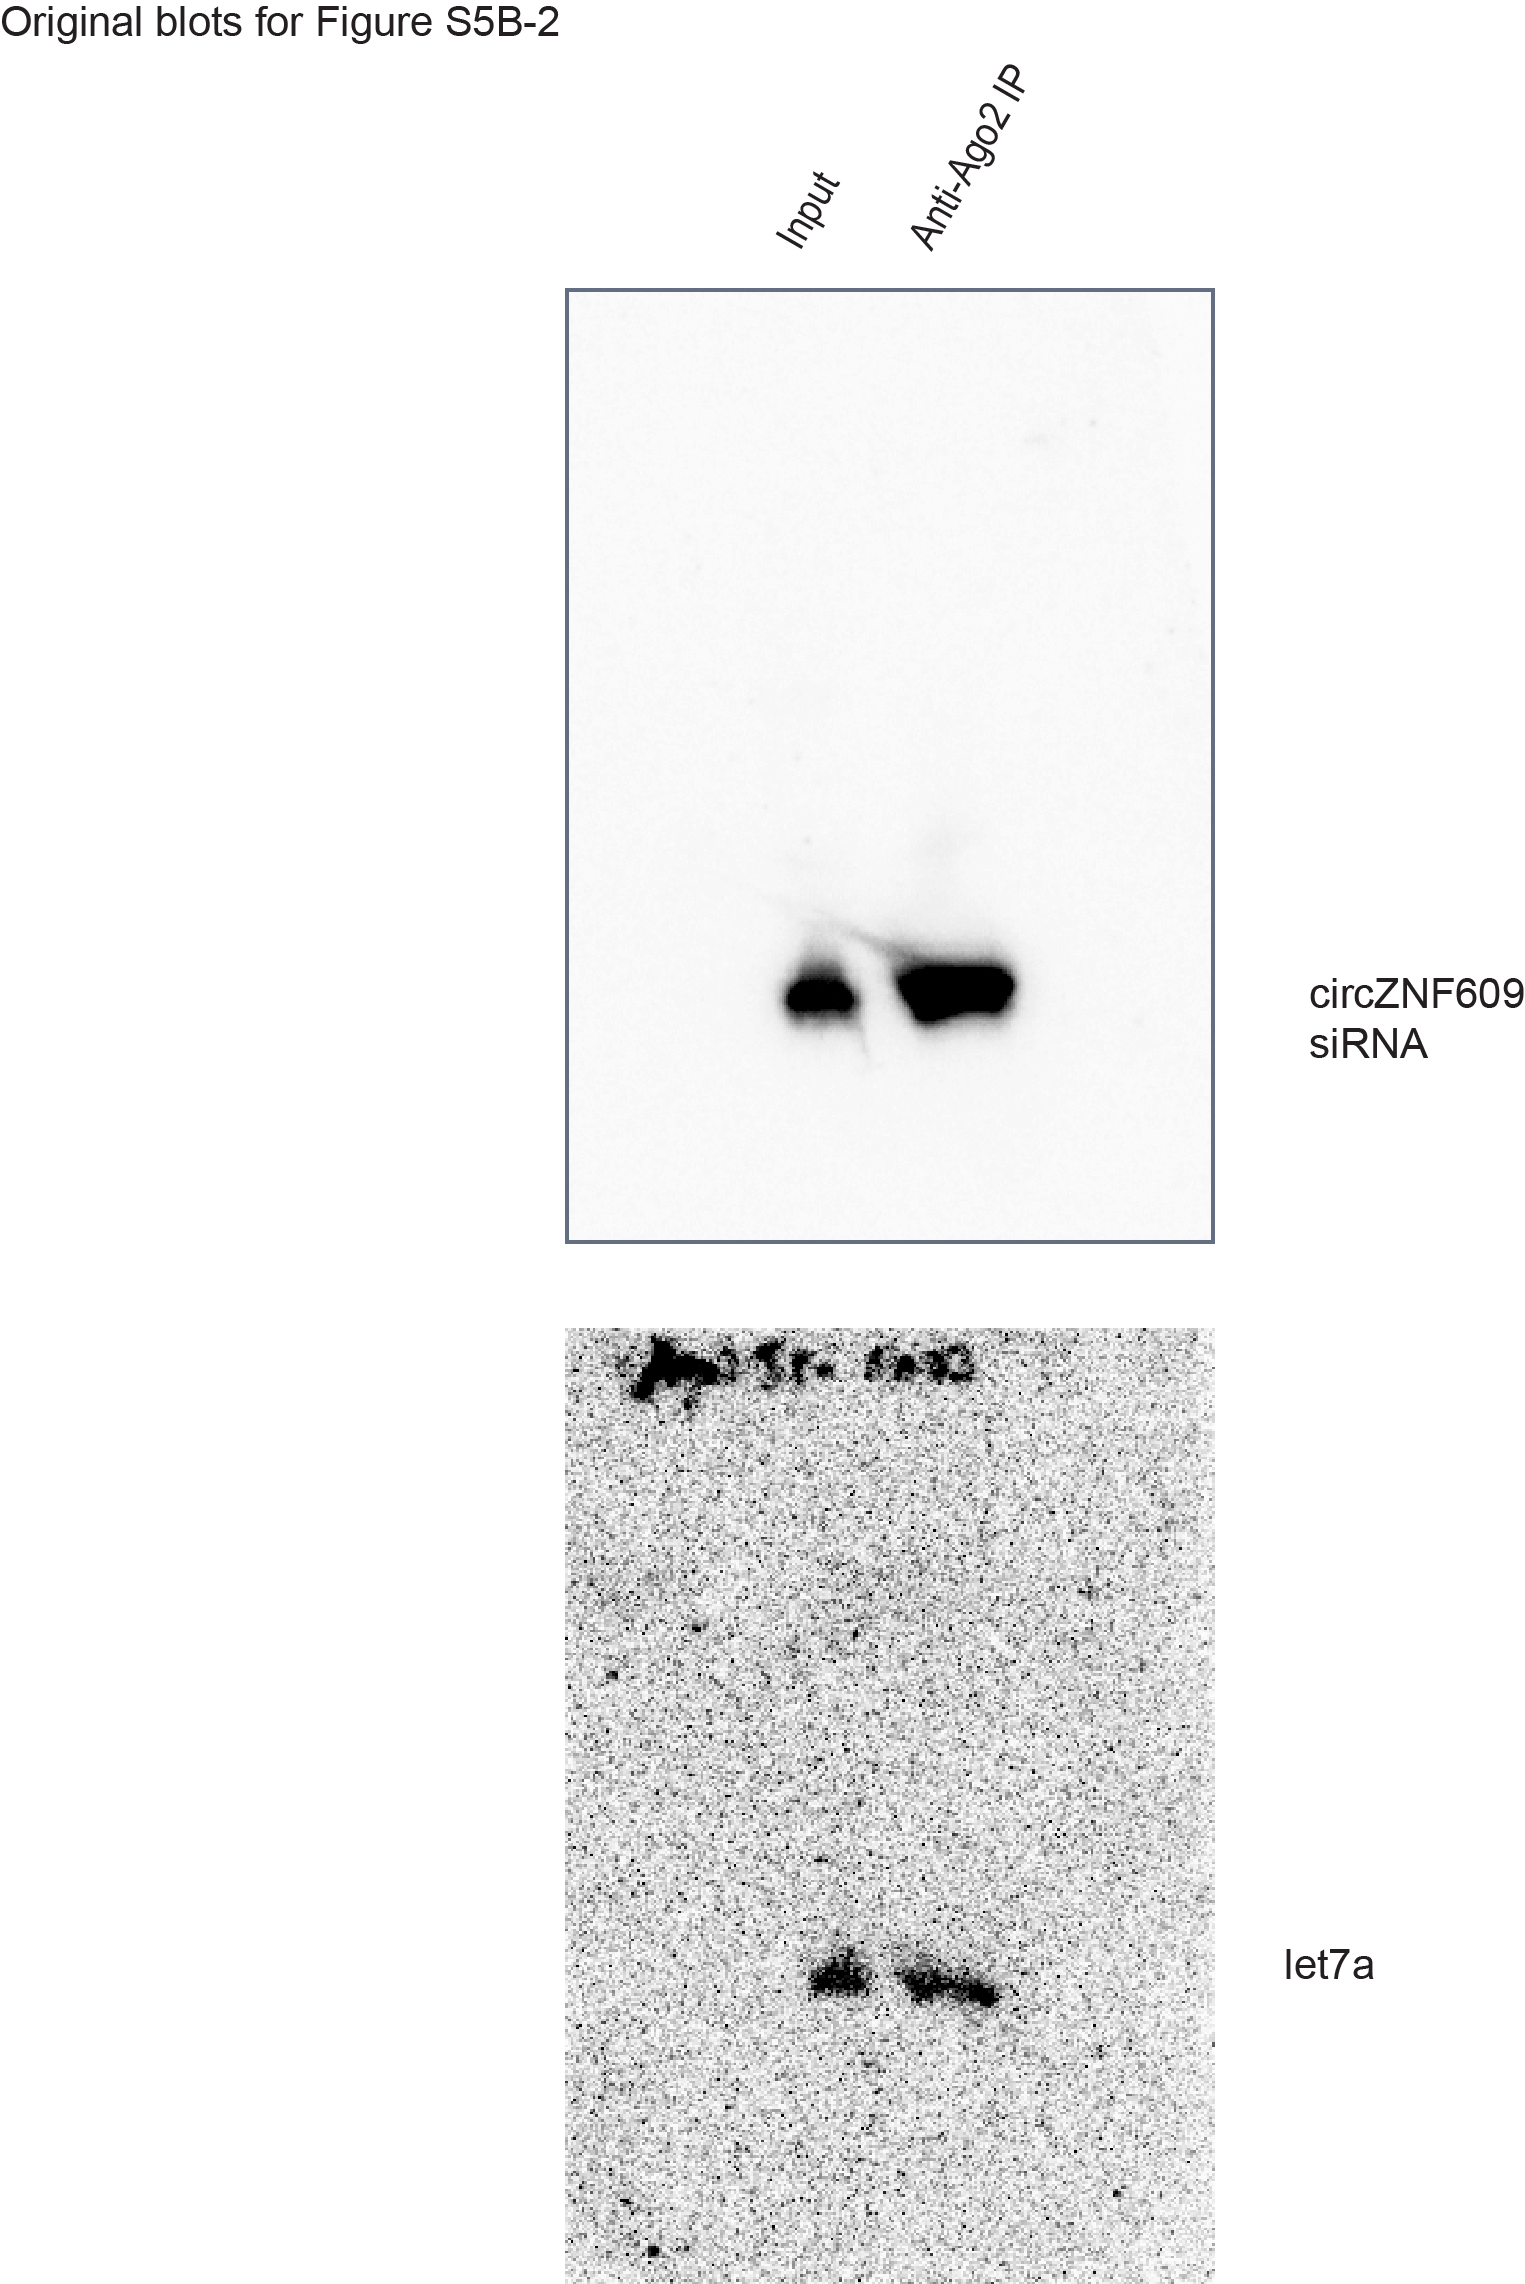

**Figure S8.** Uncropped Western Blots and Northern Blots.

How the deposited data were processed for this re-analysis (not part of the article)

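Mature miRNAs were measured by small RNA sequencing in 11 libraries: HT29 cells (3 libraries), primary tumors of control mice (C-PT, 3), liver metastases of the same control mice (C-LM, 3) and liver metastases of mice treated with topotecan (T-LM, 2). The mRNA, lncRNA and circRNA data of the paper, its qPCR and its Northern blots are not among the files used and were left out.

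According to the authors' methods and processing notes, small RNA libraries were made from total RNA, base calls came from CASAVA 1.8.2, short reads were removed, and the remaining reads were counted against the human mature miRNAs of miRBase with mirDeep2 at its standard parameters; the notes name hg38 and GRCh38 as builds. The count values were deposited by the authors as whole reads per mature miRNA, 1 column per library, without normalization. The normalized signal values were made by the authors from these counts by dividing each library by 1 DESeq2 size factor, which was checked on the values, and the signal means per group in the tables of comparisons are on that scale. The log2 fold changes and their standard errors in those tables were computed by the authors with DESeq2 1.24.0 in 1 fit over all 11 libraries. The score values are the Wald statistics of that fit, as deposited by the authors. The p-values were computed by the authors from these statistics and adjusted by Benjamini-Hochberg, with no adjusted value for miRNAs removed by independent filtering. Trimming and mapping cannot be repeated from counts. The paper's methods describe no removal of mouse reads from the small RNA libraries. Such reads cannot be removed from counts, and the files do not separate mouse from human reads.

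All values here were computed from the deposited counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The table holds 1229 miRNAs. The filter filterByExpr with a minimum count of 10 and a minimum total of 15 kept 477 of them. Library sizes were scaled by TMM, and a quasi-likelihood model with the 4 groups as its only term was fitted to all 11 libraries, from which C-PT, C-LM and T-LM were each compared with HT29 cells, T-LM with C-LM, and C-LM with C-PT. A miRNA was called at an adjusted p under 0.05, the general threshold of the paper's statistics section. Levels are CPM with TMM scaling, as mean and SD over libraries. Exact permutation tests of log2 CPM with a prior count of 2 stand beside the calls.

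Depth ran from 560337 to 5356264 reads per library. 3 reads per library served as floor, and counting intervals are exact Poisson intervals at 95%. Tested on simulated data in which known fold changes were put into the counts, the calls recovered 24.6% to 33.9% of the miRNAs changed 2-fold, 80.0% to 87.3% of those changed 4-fold and 93.7% to 100.0% of those changed 8-fold, depending on the comparison, 2.88% to 4.83% of the calls were false, and without any change no miRNA was called. Many miRNAs were changed at once, for T-LM against C-LM 61 by 2-fold, 65 by 4-fold and 60 by 8-fold among 445. The adjustment is stricter when fewer miRNAs change. Recovery may thus be lower in T-LM against C-LM, where 13 were called.

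The 16 lists of miRNAs (miR-210, miR-200, miR-17-92 with its paralogous clusters, let-7, p53-responsive, miR-29, miR-30, miR-221 and miR-222, miR-320, hepatocyte-, leukocyte-, erythroid- and muscle-associated, stromal and endothelial, entries close to structural RNAs, DLK1-DIO3), the tests, the alternatives and the rule for the miRNAs to be named were fixed before the data were examined, apart from those stated as added later. Lists were tested with camera at a preset correlation of 0.01 between miRNAs, adjusted over the 16 lists, and again with an estimated correlation, with which none of the lists is called in any comparison. Only members that passed the filter were tested and counted, so that list counts leave out members with few reads. The rule names, for each comparison, the 10 largest rises and falls among called miRNAs whose groups do not overlap and whose mean is at least 50 CPM, every miRNA of the paper's results text and Figure 1F, the most abundant 2 to 4 members of each list, and the predicted circZNF609-binding miRNAs. The values of Table S1 and Figure 1 had been seen when the rule was written.

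Replicates of a group were checked to be distinct libraries. The numbers of C-PT and C-LM name the same mice, so a fit with mouse as a block was an alternative for that comparison. In deviations from the group means, the replicate numbers of C-PT and HT29 correlate at 0.299, 0.276 and 0.292 against -0.239 to -0.0813 for other pairs, so a block by number was also run there and for C-LM against HT29. Deviations of a group sum to nothing, so that high values for equal numbers push other pairs down. For equal numbers 1, 2 and 3, C-LM and HT29 correlate at -0.118, 0.222 and 0.158. C-LM and C-PT, from the same mice, correlate at -0.247, -0.0157 and 0.160. T-LM and C-LM share no mouse. Other alternatives were RLE factors, library size only, no filter, at least 10 CPM in 2 libraries, leaving out the entries close to structural RNAs or the lists of other cell types, DESeq2, fitting only the libraries compared, leaving out each library in turn, and an adjusted p of at most 0.01. Thinning to 560337 reads, the match of miR-1273 in Table S1 and the block by number against HT29 cells were added after seeing the data. The hairpin coordinates come from GRCh38.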

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

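Every test of an explanation in this part was chosen after the result was seen, except that of GC content. Of 34 miRNAs named by the paper, 23 differed between the liver and the spleen site in their change against HT29 cells, tested as C-LM against C-PT with edgeR, with 11 lower and 12 higher in the liver. Over all miRNAs, 222 of 477 differed. Figure 1F, which shows 33 miRNAs, was drawn from T-LM against C-LM, so that the paper's choice is not independent of the C-LM libraries. The edgeR fit has group as its only term although both tumors came from the same mice, and with mouse as a replicate block 13 of the 23 were still called and 10 were not. Lower in the liver, in log2, were miR-133a-3p (-4.49), miR-199a-3p (-3.15), miR-199b-3p (-3.15), miR-214-3p (-1.77), miR-181c-3p (-1.51), miR-150-5p (-1.33), miR-200b-5p (-1.28), miR-328-3p (-1.27), miR-200c-3p (-1.13), miR-221-3p (-1.07) and miR-200b-3p (-0.86). Higher in the liver were miR-320c (1.64), miR-4488 (1.81), miR-7704 (2.54), miR-210-3p (2.61), miR-4449 (2.75), miR-1290 (2.91), miR-1246 (3.37), miR-19a-3p (3.55), miR-4516 (3.84), miR-3960 (4.14), miR-19b-3p (4.39) and miR-122-5p (5.65). The paper's text does not name the most abundant miRNA of each list of another cell type in C-PT, each above its level in HT29 cells. These were miR-143-3p at 123535 ± 18581 CPM, miR-148a-3p at 7252 ± 2968, miR-486-5p at 6093 ± 1492, miR-142-5p at 659.8 ± 299 and miR-1-3p at 42.6 ± 19.1 CPM (SD, n = 3).

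The miRNAs of other cell types rose in both tumor sites. A few abundant miRNAs taking most of the reads would shift all others by a common amount. In C-PT against HT29 cells the median log2 fold change of the 36 list members was 4.50 and that of the 440 other miRNAs -0.02 (difference 4.52, SD of the others 1.85). This left out 1 of the 477 with no reads in either group, and miRNAs of 0 to 3 reads in HT29 cells stood at their bound. A common shift leaves this difference unchanged and so does not account for it. How large such a shift was cannot be read from these values, because TMM scaling centers most miRNAs on no change. RNA of mouse cells in the tumor pieces is a candidate explanation that stays open: with each site bringing its own cells, hepatocyte-associated miRNAs would lie higher in the liver than leukocyte- and erythroid-associated ones, and over hairpins their median log2 differences between liver and spleen were 0.19 and -2.33, which is 2.52 apart (exact permutation test over 3 and 9 hairpins, p = 0.227), where single hepatocyte-associated miRNAs ran from -2.34 to 5.65, 2 of 5 were called higher and camera did not call the list (adjusted p = 0.166). Expression switched on in the tumor cells cannot be told apart from it, because 27 of 36 members rose at both sites and the counts do not separate mouse from human reads. Of these 36, HT29 cells hold 11 at a mean of at least 10 CPM, 1 is also in another list and 8 are shown in Figure 1F.

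The entries close to structural RNAs that fell in T-LM were miR-1246, miR-1290, miR-4488, miR-4449 and miR-4516. All 5 kept their call when every library was thinned to 560337 reads, so that the calls do not rest on unequal read numbers alone. Thinning keeps the expected ratios between libraries and could not have removed the fall itself. Other differences between libraries that go with the greater depth of T-LM therefore stay open. Whether the C-LM pieces held more RNA fragments of every kind stays open. The 6 entries close to tRNA did not share the fall, with a median log2 fold change of 0.41 (SD 0.77, range -0.12 to 1.81) where the 5 called had -6.05. Both subgroups were chosen after their values were seen, so that this contrast cannot decide the question. The topotecan treatment cannot be told apart from differences between single mice, because only 2 treated mice were compared with 3 control mice whose list took between 0.281% and 5.02% of the reads in C-LM. Without T-LM replicate 5, 0 of the 5 were called, without T-LM replicate 4 2 and without C-LM replicate 1 4, while their median log2 fold change stayed between -6.59 and -5.02 when any 1 of the liver libraries was left out.

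In C-LM against C-PT, the 2 arms of many hairpins moved apart: the 5p to 3p ratio differed for 45.4% of 108 hairpins (limma, 49 hairpins), which argues against a change in the amount of the hairpin RNA alone. For 7 hairpins both arms were called in opposite directions (miR-28, miR-151a, miR-106b, miR-30e, miR-27a, miR-31 and miR-17, with miR-28-5p at -2.28 and miR-28-3p at 1.12). The fits behind the ratios and the arm calls have group as their only term, although both tumors came from the same mice. No fit of the ratios with mouse as a block was run. GC content stays open, with a Spearman rho across hairpins, which are not independent replicates, of 0.149 (95% bootstrap interval -0.0674 to 0.362) over the 82.4% of hairpins with a sequence, where each side of the hairpin stands in for its arm. A library batch shared by the liver samples cannot be told apart from the liver site: within the liver libraries, T-LM against C-LM, 0% of the ratios differed by limma (10 of 108 hairpins at an unadjusted p under 0.05), while 46 did between T-LM and HT29 cells, 51 between C-LM and HT29 cells and 10 between C-PT and HT29 cells. Arm choice that depends on the tissue was not tested apart from these. The paper and the labels name no batch.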

How the results depend on the processing

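Thinning every library to 560337 reads and the match of miR-1273 to miR-1273h-5p were chosen after the results were seen. The block by replicate number against HT29 cells was prompted by correlations in these data, and the other settings were planned. The number of miRNAs changed in C-LM against HT29 cells ran from 180 to 304 in the settings tried, around 266. The clustering by group kept an exact permutation p between 0.00013 and 0.00107 under all alternatives. Thinning lowered the number of miRNAs changed to 144 in C-PT against HT29 cells (183 at an unadjusted p under 0.05), to 141 in C-LM against C-PT and to 159 in T-LM against HT29 cells, and this setting leaves fewer reads by construction. It also turned miR-181c-3p in T-LM against HT29 cells from a log2 fold change of 2.37 to -0.10 (adjusted p = 0.930, over a range of 1.79e-08 to 0.930), and the cause was not tested. At an adjusted p of at most 0.01, a stricter threshold, 127 miRNAs differed between C-LM and C-PT, 83 changed the same way in C-PT and C-LM against HT29 cells, and 2 differed between T-LM and C-LM. With mouse as a replicate block, C-LM and C-PT differed in 144 miRNAs, and the block left the counts against HT29 cells at 229 in C-PT and 204 in C-LM, within 1.5 times of the value without it. With an estimated correlation in camera, 0 of the 16 lists were called in C-PT against HT29 cells (8 with the preset one), 0 in C-LM against HT29 cells (8), 0 in T-LM against C-LM (8), 0 in C-LM against C-PT (2) and 0 in T-LM against HT29 cells (7).

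The comparison of T-LM with C-LM moved most. Of 13 miRNAs called, RLE factors gave 8 (1 higher and 7 lower), leaving out the entries close to structural RNAs 3 and leaving out the lists of other cell types 7. Without a filter 32 miRNAs were called, 12 of them among the 13, and with DESeq2 25, among them all 13. DESeq2 also called miR-210-5p, at a log2 fold change of -2.24 (adjusted p = 0.0456, over a range of 0.0456 to 0.957). Fitted to the 5 liver libraries alone, which are fewer libraries by construction, edgeR called 0 (65 at an unadjusted p under 0.05, DESeq2 not run on these 5 alone), and miR-1246 at -6.60 and miR-210-3p at -2.42 each had an adjusted p of 0.140 (ranges over all settings 1.59e-21 to 0.299 and 4.32e-07 to 0.262). Neither passed 0.01, at log2 fold changes of -6.45 and -2.26. Leaving out 1 library gave 1 call without T-LM replicate 5, 6 without C-LM replicate 1 and up to 19 without T-LM replicate 4. In these fits miR-1246 lay between -7.07 and -5.02 and miR-210-3p between -3.10 and -1.72, and both lost their call without T-LM replicate 5, as did miR-1246 without T-LM replicate 4. A lone T-LM library is assumed to vary like the libraries of the other groups. For the other changes of this paragraph the cause was not tested.

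Of the single miRNAs and lists named, 489 values had alternatives. In 6031 cases these stayed on the same side of the threshold or had no adjusted p, where a change of sign was not counted if no call was involved. A call was lost in 387 cases (112 values), and the sign changed after a call in 1. The remaining cases, in 54 values, gained a call. At these depths and group sizes, 32.8% of simulated 2-fold changes between T-LM and C-LM were recovered, and between 24.6% and 33.9% in the other comparisons. The simulations changed many more miRNAs than the 13 called between T-LM and C-LM, which eases the adjustment. Recovery in that comparison may therefore be lower.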

Differences from the paper's values

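The paper's values come from the authors' deposited tables and from Table S1, and the settings of this part were fixed before the data were examined, apart from thinning, the match of miR-1273 and the 50 CPM limit, which was chosen after the values of Table S1 had been seen. Between T-LM and C-LM, the authors' table holds 33 miRNAs at an adjusted p of at most 0.05 (the paper's value), and 13 were called here. The count was within 1.5 times of the paper's without a filter on low counts (32) and with DESeq2 (25). It was not with RLE factors (8), library size only (11), at least 10 CPM in 2 libraries (12), without the entries close to structural RNAs (3), without the lists of other cell types (7), in a fit of the 5 liver libraries alone (0 with edgeR, 65 at an unadjusted p under 0.05), or when 1 library was left out (1 to 19). At an adjusted p of at most 0.01, the threshold of Fig. 1C to 1E, the paper's value is 11 and the value here 2, and no other setting was counted at that threshold.

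Figure 1F shows 33 miRNAs as changed between T-LM and C-LM. Of these, 13 were called here, and all 33 had the sign they have in the authors' table. DESeq2 called 24 of them, adding miR-210-5p, miR-3960, miR-7704, miR-328-3p, miR-30a-5p, miR-148a-3p, miR-30a-3p, miR-122-5p, miR-320d, miR-3651 and miR-320c. Without a filter 22 were called, adding miR-3960, miR-7704, miR-30a-5p, miR-148a-3p, miR-30a-3p, miR-122-5p, miR-12135, miR-320d, miR-3651 and miR-320c to the 13 and losing miR-221-3p. Leaving out C-LM replicate 2 added miR-3960, miR-7704, miR-320d, miR-3651 and miR-320c and lost miR-148a-5p, miR-199a-3p, miR-199b-3p, miR-150-5p and miR-133a-3p. Leaving out T-LM replicate 4 added miR-30a-5p, miR-148a-3p, miR-30a-3p and miR-122-5p and lost miR-1246, miR-4449 and miR-4516. Thinning, chosen after seeing the values, called miR-320c, miR-19a-3p and miR-200b-5p and dropped 5 of the 13 called here.

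The text of the paper states that miR-1246 was higher in treated metastases. Here its log2 fold change in T-LM against C-LM was -6.45, and the paper's value in the authors' table is -6.62. The paper states that miR-210-5p was lower, and here it was lower with an adjusted p of 0.136, or 0.0456 with DESeq2, where the authors' table has 0.0322 (the paper's value). For miR-200c-3p the authors' table has an adjusted p of 0.0378 (the paper's value), against 0.177 here and 0.0541 with DESeq2, with a log2 fold change of -0.91 here. The paper also examined miR-210-3p, miR-200c-3p and miR-429 by Northern blot (Figure 1G), which is not part of the counts used here. miR-210-3p, which the paper also names as lower, was called here.

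For circZNF609, the paper's text gives one miRNA fewer without reads and one more with reads than the 21 and 24 found here. With miR-1273h-5p, whose values Table S1 prints for miR-1273, as a match, 20 are without and 25 with reads, the numbers of the paper's text. This setting was chosen after seeing the values and drops none of the paper's miRNAs. Table S1 itself marks 21 miRNAs as not found and holds values for 24, miR-1273 among them, in 25 rows. Its 21 include miR-556-5p, so that the equal numbers do not show that the same miRNAs were counted. miR-556-5p has no value in Table S1 and had 7 reads here. Table S1 leaves 7 entries unmarked as low (the paper's value), against 9 miRNAs with a mean of at least 50 CPM here, 6 at 100 CPM, 12 at 10 CPM and 7 with only the arm that Table S1 prints.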

Other observations

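The counts of splits and the clustering of the 5 liver libraries were tests chosen after the results were seen, whereas C-LM against C-PT was a planned comparison that the paper does not report for miRNAs. Among the miRNAs that differed between liver metastases and primary tumors of the same control mice were miR-19b-3p, let-7f-5p, miR-122-5p and miR-199a-3p, and of the 16 lists only the stromal and endothelial miRNAs and the DLK1-DIO3 cluster were called by camera with the preset correlation, and none with an estimated one. miR-19b-3p, an oncogenic member of the miR-17-92 cluster, was 3328 ± 842 CPM in C-PT (SD, n = 3) and 69862 ± 27396 CPM in C-LM (SD, n = 3, log2 fold change 4.39, standard error 0.36, adjusted p = 5.76e-06 from edgeR), and miR-19a-3p went from 2409.8 ± 818 to 28235 ± 10937 CPM (log2 fold change 3.55, adjusted p = 3.07e-05). miR-17-5p of the same cluster went the other way with -1.19 (adjusted p = 0.0222). Of 16 members of this and the paralogous clusters 5 rose and 4 fell, and their median log2 fold change of 0.10 turned to -0.19 with scaling by library size only. let-7f-5p, of a family that represses RAS and MYC, fell from 22765 ± 9491 to 1252 ± 264 CPM (log2 fold change -4.19, adjusted p = 3.07e-05), and let-7a-5p from 19125 ± 5100.3 to 3577 ± 1272 CPM (log2 fold change -2.42, adjusted p = 0.000186), while miR-98-5p of that family rose, so that 6 of 9 let-7 members fell and 1 rose. miR-122-5p of hepatocytes rose from 44.1 ± 32.6 to 2206 ± 1183 CPM (log2 fold change 5.65, adjusted p = 0.000283) and miR-215-5p from 243 ± 114 to 964 ± 127 CPM (log2 fold change 1.99, adjusted p = 0.000700). miR-199a-3p of mesenchymal cells fell from 5132 ± 1832 to 579 ± 198 CPM (log2 fold change -3.15, adjusted p = 3.07e-05). For these changes, as for the arm ratios above, a library batch shared by the liver samples cannot be told apart from the liver site.

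Between C-LM and C-PT, 72 miRNAs were higher and 150 lower in C-LM (222 in all, 247 at an unadjusted p under 0.05), and the groups did not overlap for 268 of the 477 miRNAs, where chance gives 10%. With mouse as a replicate block, in a fit of these 6 libraries, 73 were higher and 71 lower, and 130 of these were among the 222. Scaling by library size only moved the median log2 fold change of all miRNAs from -0.37 to -0.68, with 46 higher and 168 lower, and RLE factors moved it to -0.18. Camera called the stromal and endothelial miRNAs, with 10 of 17 lower (adjusted p = 0.0174, or 0.500 with an estimated correlation), and the DLK1-DIO3 cluster, with 11 of 17 lower (adjusted p = 0.0174, or 0.500). It called none of the other 14 lists. Among these, 5 of 7 leukocyte-associated, 3 of 5 erythroid-associated, both tested muscle-associated, 5 of 9 miR-200, 3 of 5 miR-29 and 1 of 3 miR-221 and miR-222 members were lower, and 3 of 4 miR-320, 2 of 5 hepatocyte-associated and 1 of 2 miR-210 members were higher. Of 18 entries close to structural RNAs 8 were higher and 6 lower, of 11 miR-30 members 3 and 1, and of 10 p53-responsive miRNAs 2 and 4. Adjusted over the list alone, these counts were 4 for miR-320, 1 for hepatocyte-associated miRNAs and 9 higher for structural RNAs, and unchanged for the others. For the p53-responsive miRNAs the median and mean were negative and the direction of camera positive.

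With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split was 1 of 10 with as many miRNAs called in C-PT against HT29 cells (226 by edgeR, highest other split 0), in C-LM against HT29 cells (266, highest other 0) and in C-LM against C-PT (222, highest other 0). DESeq2 gave 229, 268 and 222 calls for the real splits and was not run on the others.

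C-LM replicate 2 lay closer to the T-LM libraries than the other C-LM libraries did. Among the 5 liver libraries, the grouping that joins it with both T-LM libraries had a difference between and within groups of 6.88, against 3.52 for the real grouping (exact permutation test, one-sided, p = 0.2 for the real one, where 0.1 is the smallest p possible). In T-LM against C-LM, the lists of miR-30 and of the DLK1-DIO3 cluster, neither of them called, differed in sign between their median and their mean or test.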
